# GMM-Demux: sample demultiplexing, multiplet detection, experiment planning, and novel cell-type verification in single cell sequencing

**DOI:** 10.1186/s13059-020-02084-2

**Published:** 2020-07-30

**Authors:** Hongyi Xin, Qiuyu Lian, Yale Jiang, Jiadi Luo, Xinjun Wang, Carla Erb, Zhongli Xu, Xiaoyi Zhang, Elisa Heidrich-O’Hare, Qi Yan, Richard H. Duerr, Kong Chen, Wei Chen

**Keywords:** Single cell RNA, Multiplets, Rare cell type, Phony cell type, Demultiplex, Sample barcoding

## Abstract

Identifying and removing multiplets are essential to improving the scalability and the reliability of single cell RNA sequencing (scRNA-seq). Multiplets create artificial cell types in the dataset. We propose a Gaussian mixture model-based multiplet identification method, GMM-Demux. GMM-Demux accurately identifies and removes multiplets through sample barcoding, including cell hashing and MULTI-seq. GMM-Demux uses a droplet formation model to authenticate putative cell types discovered from a scRNA-seq dataset. We generate two in-house cell-hashing datasets and compared GMM-Demux against three state-of-the-art sample barcoding classifiers. We show that GMM-Demux is stable and highly accurate and recognizes 9 multiplet-induced fake cell types in a PBMC dataset.

## Background

Droplet-based single cell RNA sequencing (scRNA-seq) [13, 18, 48] has provided many valuable insights into complex biological systems, such as rare cell-type identification [26, 32, 39, 41], differential expression analysis at the single cell level [2, 5, 9], and cell lineage studies [9, 15, 24, 30]. While the per-cell cost of library preparation has decreased over the years, the scalability of droplet-based scRNA-seq remains limited, mostly due to rapidly increasing, yet hard to anticipate, multiplet rates as more cells are loaded during single sequencing cell library preparation [17]. Multiplets significantly confound the analysis of single cell experiments and can lead to false discoveries [10, 17], such as false lineages in cell lineage tracing [14, 20, 29], incorrect categorizations in cell-type classification [27, 43, 49], or false findings in rare cell-type discovery [22, 44]. Large cell populations are especially required for rare cell-type discovery, but loading large cell populations during scRNA-seq library preparation leads to high multiplet rates. As a result, researchers are challenged with identifying real rare-type cells in a multiplet-filled scRNA-seq dataset. Overall, the scalability of scRNA-seq can be significantly improved, greatly reducing the per-cell library preparation cost, if multiplets can be identified and removed from downstream analysis. To achieve greater adoption of single cell sequencing technology, it is crucial to (1) identify and remove multiplets from downstream analysis, (2) anticipate the multiplet rate prior to conducting an experiment, and (3) verify whether rare cell types identified from a single cell dataset are authentic and are not multiplets.

Recently, emerging sample barcoding technologies, such as cell hashing [36] or MULTI-seq [21], enable identification of multiplets arising from more than one uniquely labeled sample and facilitate their subsequent removal from downstream analysis. Both methods use oligonucleotide-labeled reagents that conjugate on the cell surface to produce sample-specific markings on cells: cell hashing, an extension of the cellular indexing of transcriptomes and epitopes by sequencing (CITE-seq) technology [35], uses barcoded oligo-conjugated antibodies that target ubiquitously expressed surface markers, such as CD298 and beta2-microglobulin, while MULTI-seq uses lipid- and cholesterol-modified oligonucleotides that attach to the cell surface membrane and the cell nuclei membrane. For simplicity, we refer to the oligonucleotide-labeled reagents used in both methods as sample-hashtag oligonucleotides (HTOs). Sample barcoding involves labeling cells from each sample with sample-specific HTO conjugates and then pooling the HTO-labeled cells from different samples for droplet-based scRNA-seq sequencing library preparation. During library preparation, the pooled cell assay is driven through a microfluidic chip to form cell-assay droplets. A fraction of cell-assay droplets are combined with barcode-enclosing gel beads and form Gel Beads in Emulsion, or GEMs. Inside each GEM, HTO barcodes are combined with GEM barcodes. Subsequent sequencing simultaneously recovers the HTO barcode(s) and the GEM barcode for each GEM. An abstract workflow of a 3-sample sample barcoding experiment is provided in Additional file 1: Fig. S2. Finally, the count of the HTO unique molecular identifiers (UMIs) for each sample, which translates to the number of cell-attached, sample-specific HTO antibodies of each GEM, is summarized in a matrix, called the HTO matrix. Table 1 depicts an example 3-sample HTO matrix.

**Table 1:** An example HTO matrix. Each row is a GEM with its unique GEM barcode as index. Each column is a HTO sample ID. The *i*th row and *j*th column of the matrix store the number of HTO antibodies (in the form of UMI counts) of the *j*th HTO sample (HTO-*j*) attached to cells in the *i*th GEM

GEM barcode	HTO 1	HTO 2	HTO 3
ACTAGGACCA	20	45	723
TCGGACTCGG	561	23	15
GCAGTAGGCA	742	593	14
CCAGACATGA	31	747	39
CCTAGACTTA	21	15	33

There are three types of droplets in a sample barcoding scRNA-seq dataset: (1) *multi-sample multiplets* (*MSMs*), droplets that contain more than one cell from more than one HTO sample; (2) *single-sample multiplets* (*SSMs*), droplets that contain more than one cell from a single HTO sample; and (3) *singlets*, droplets that contain a single cell. We combine singlets and SSMs into a single category called *single-sample droplets* (*SSDs*) to differentiate them from MSMs. The relationship between MSM, SSM, singlet, and SSD is summarized in Fig. 1. MSMs can be distinguished from SSDs in the HTO matrix: MSMs typically have high HTO UMI counts from more than one HTO barcode, while SSDs typically have high UMI counts from a single HTO barcode and low HTO UMI counts from all other HTO barcodes. However, sample barcoding cannot separate singlets from SSMs, as these two droplet types are indistinguishable in the HTO matrix. As a result, SSMs cannot be removed by sample barcoding and will remain in the dataset as noise.

**Fig. 1:**
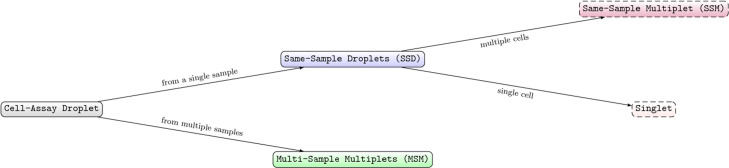
Relationship between MSM, SSM, SSD, and singlet. SSD and MSM are differentiated based on whether the droplet contains cells from multiple HTO samples. SSM and singlet are further differentiated by the number of cells in the droplet

GEMs can also be classified based on the number of cell types enclosed in them. GEMs that contain a single cell type are named *pure-type GEMs* whereas GEMs that contain multiple cell types are named *phony-type GEMs*. An illustration of phony-type GEMs and pure-type GEMs is provided in Fig. 2a. Pure-type GEMs are not necessarily singlets—a pure-type GEM can still be a multiplet, but contains cells of exactly the same cell type. Hence, a pure-type GEM could be a singlet, a MSM, or a SSM. Phony-type GEMs, on the other hand, are all multiplets. Hence, they must be either MSMs or SSMs.

**Fig. 2:**
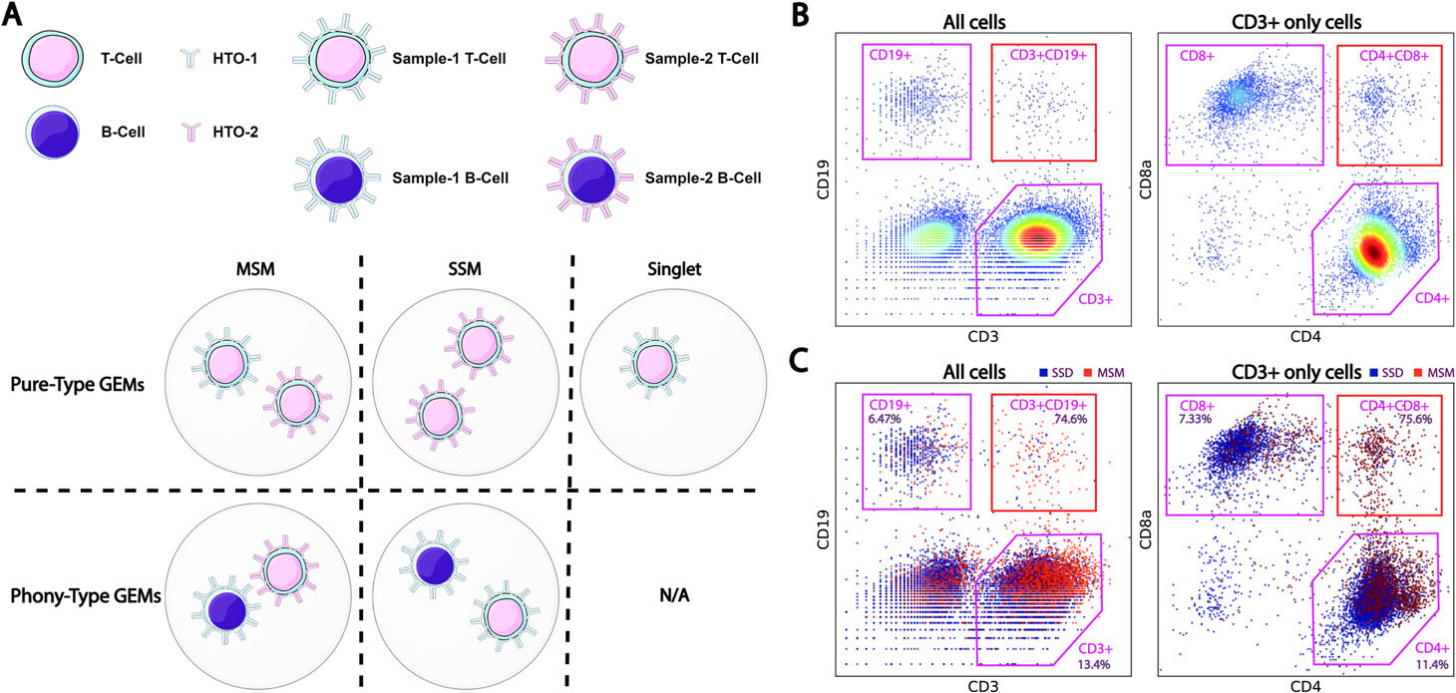
Examples of pure-type and phony-type GEMs in scRNA-seq data. **a** Example compositions of pure-type and phony-type GEMs in a cell-hashing dataset. Note that phony-type GEMs cannot be singlets. **b** The gating results of a 4-sample cell-hashing CITE-seq PBMC dataset. Notice the unconventional cell types in **b** (highlighted in red bounding boxes). **c** The MSM ratio of each cell type in **b**. The alleged novel cell types in B are all phony-type cells, highlighted by their high MSM ratios

Phony-type GEMs can be misclassified as novel rare cell types. Figure 2b depicts the gating results of a 16K-GEM PBMC cell-hashing and CITE-seq dataset. The CD3-CD19 scatter plot shows GEMs comprised of CD19^+^ B cells, CD3^+^ T cells, and also a CD3^+^CD19^+^ double-positive T-B cell GEM cluster. Similarly, in the CD4-CD8 scatter plot of all CD3^+^ T cells, besides the CD4^+^ helper T cells and CD8^+^ cytotoxic T cells, there also exists a CD4^+^CD8^+^ helper-cytotoxic T cell GEM cluster. Both clusters are highlighted in red circles. Existence of such PBMC types at the observed frequencies is unlikely, as CD3^+^CD19^+^ cells and CD4^+^CD8^+^ T cells are believed to be extremely rare [1, 33]. In fact, as revealed by cell hashing, both cell types, along with many other alleged novel rare cell types discovered in this dataset, are all phony cell types. Most, if not all, GEMs in these phony-cell-type clusters are phony GEMs: instead of containing real T-B cell(s), each CD3^+^CD19^+^ GEM is a multiplet that contains individual CD3^+^ T and CD19^+^ B cell(s). When compared against true cell types, such as CD19^+^ B cells or CD4^+^ helper T cells, phony-type GEMs are most likely to be MSMs. Figure 2c displays the MSM ratios of the CD19^+^ B cell, the CD4^+^ helper T cell, and the CD8^+^ cytotoxic T cell true-cell-type GEM clusters (also referred to as pure-type GEM clusters), as well as the MSM ratios of the CD3^+^CD19^+^ and the CD4^+^CD8^+^ phony-cell-type GEM clusters (or simply phony-type GEM clusters). From the figure, we observe that phony-cell-type GEM clusters have much higher MSM ratios than true-cell-type GEM clusters (∼75*%* vs. <14*%*).

Existing MSM classifiers, including the *heuristic classifier* from Seurat [4, 36], the *heuristic classifier* from MULTI-seq [23], and the *model-based classifier* demuxEM [8], suffer from one or multiple shortcomings, including low classification accuracy, non-deterministic output, unreliable heuristics, and inaccurate model assumptions. Additionally, existing classifiers do not model SSM. Therefore, they cannot estimate the percentage of singlets and SSMs in the dataset and they cannot predict the percentages of MSMs, singlets, and SSMs of the conceived output of a planned sample barcoding experiment. Most importantly, without a droplet formation model, they cannot determine whether an alleged novel cell type-defining GEM cluster consists of mainly pure-type GEMs. Hence, they are not able to (and are not designed to) use the sample barcoding information to authenticate the legitimacy of putative novel cell types in a scRNA-seq dataset.

In this work, we propose a model-based Bayesian framework, GMM-Demux, for sample barcoding data processing. GMM-Demux consistently and accurately separates MSMs from SSDs; estimates the percentage of SSMs and singlets among SSDs; anticipates the MSM, SSM, and singlet rates of planned future sample barcoding experiments; and verifies the legitimacy of putative novel cell types discovered in sample-barcoded scRNA-seq datasets. Specifically, GMM-Demux independently fits the HTO UMI counts of each sample into a Gaussian mixture model [34]. From each Gaussian mixture model, GMM-Demux computes the posterior probability of a GEM containing cells from the corresponding sample. From the posterior probabilities, GMM-Demux computes the probabilities of a GEM being a MSM or a SSD. Among SSDs, GMM-Demux estimates the proportion of SSMs and singlets in each sample using an augmented binomial probabilistic model. Using the probabilistic model, GMM-Demux checks if a proposed putative cell type-defining GEM cluster is a pure-type GEM cluster or a phony-type GEM cluster, and based on the classification of the GEM cluster, GMM-Demux proves or rejects the novel cell-type proposition.

To benchmark the performance of GMM-Demux, we conducted two in-house cell-hashing and CITE-seq experiments; collected a public cell-hashing dataset; and simulated 9 in silico cell-hashing datasets. We compare GMM-Demux against three existing, state-of-the-art MSM classifiers and show that GMM-Demux is highly accurate and has the most consistent performance among the batch. From the cell-hashing and CITE-seq PBMC dataset, we extracted 9 putative novel type GEM clusters through in silico gating, Further analysis by GMM-Demux shows that all 9 putative novel-type GEM clusters are phony-type GEM clusters and are removed from the dataset. Out of the 15.8K GEMs of the PBMC dataset, GMM-Demux identifies and removes 2.8K multiplets, reducing the multiplet rate from 23.9 to 6.45%. After removing all phony-type GEM clusters, GMM-Demux further reduces the multiplet rate to 3.29%.

## Results

### Datasets

#### Real datasets

We benchmark GMM-Demux on three separate HTO datasets from three independent sources. In addition to a public dataset from Stoeckius et al. [36] (PBMC-2), we conducted two additional in-house cell-hashing experiments independently in two separate labs (PBMC-1, Memory T). A summary of the three datasets is provided in Table 2.

**Table 2:** Summary of cell-hashing datasets

Name	Est. no. of cells	No. of GEMs	No. of samples	Tissue	Source
PBMC-1	35,685	15,841	4	PBMC	In-house
Memory T	25,000	9715	5	CD4^+^ Memory T cells	In-house
PBMC-2	28,000	15,455	8	PBMC	Stoeckius et al. [36]

Cells in the PBMC-1 dataset are drawn from a healthy donor following the same protocol described in a previous study [38]. These cells are divided into four samples. Each sample is subjected to the Totalseq-A and cell-hashing protocol [36], targeting a recovery of ∼ 5000 cells per sample. All HTO-tagged cells are pooled together and are prepared using the 10X Genomics platform with Gel Bead Kit V2. The prepared assay is subsequently sequenced on an Illumina Hiseq platform with a depth of 50K reads per cell. In addition to cell hashing, cells in this dataset are simultaneously measured for their surface marker abundance through CITE-seq [35]. Eight surface markers are measured for every cell: CD3, CD4, CD8, CD11, CD14, CD16, CD19, and CD56.

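PBMC-1 held PBMCs, the lymphocytes, monocytes and dendritic cells of peripheral blood, from 1 donor. The cells were hashed in 4 parts and read as 1 library, so the spread between the 4 hashed samples was technical and no conditions were compared. The deposited values were raw counts. In the 15837 GEMs with RNA, antibody and hashtag counts, the RNA held 34691332 UMIs over all deposited genes, 32734 of which were used here, with a median of 1975 UMIs per GEM (quartiles 1537 and 2481) and 683 genes per GEM. The antibody counts of these GEMs had a median of 998 per GEM. Besides the 8 surface markers they held CD127, the receptor for interleukin 7, and CD154, the CD40 ligand. The hashtag counts covered 15841 GEMs with 26773970 counts, a median of 1226 per GEM. Each GEM was assigned to its hashed samples by the Gaussian mixture that the paper describes. GEMs were then gated on the surface markers in the order of Fig. 8, each at the valley in the density of the log counts. Gene values were CPM, the UMIs of a gene scaled to the summed UMIs of all SSDs of a gate in each hashed sample, given as mean ± SD over the 4 hashed samples. Shares were given with exact 95% binomial (Clopper-Pearson) intervals and counts with exact Poisson intervals. These intervals cover counting error only. No p-value was computed, since the GEMs of 1 library are not replicates.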

Cells in the CD4^+^ Memory T dataset were enriched from the peripheral blood of a healthy adult human volunteer using the MACSxpress® Whole Blood CD4 Memory T Cell Isolation Kit, human (Miltenyi Biotec). The cells were then incubated for 12 h at 37 ∘C, 5% CO_2_, and at a concentration of 1×10^6^ cells/mL in serum-free, X-VIVO-20 medium (Lonza BioWhittaker) with T cell activation beads coated with anti-CD2/CD3/CD28 antibodies (Miltenyi Biotec) alone or in combination with four different sets of recombinant human inflammatory mediators (i.e., five different culture conditions). The cells were then harvested from the culture medium for cell-hashing [36] and CITE-seq [35] single cell sequencing library preparation following the CITE-seq and hashing protocol available at https://cite-seq.com. 

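Memory T held CD4+ memory T cells, which respond to antigens met before, from 1 donor. They were cultured under 5 conditions for 12 h with beads that engage CD2, CD3 and CD28, and each culture carried its own hashtag. The deposited hashtag values were raw counts for 9699 GEMs, 6814007 in all and a median of 529 per GEM. The 5 hashtags held between 912712 and 1769674 counts. The labels do not state which hashtag marked which culture, so the cultures are treated here as 5 hashed samples and are not compared with one another. Gene expression and surface markers of these T cells are not analysed here. GEMs were classed as for PBMC-1.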

The mRNA-, HTO-, and ADT-derived libraries were then pooled at approximately 85%, 5%, and 10% proportions, respectively, and the pool of these sequencing libraries was sent for 150-bp paired-end sequencing in two lanes of an Illumina HiSeq sequencer (MedGenome, Inc.).

All subjects were given informed consent, and the study is approved by the University of Pittsburgh IRB.

#### Simulation dataset

We also generated a simulated dataset by augmenting the PBMC-1 dataset. Specifically, we classify GEMs in the PBMC-1 dataset using both GMM-Demux and the heuristic classifier of Seurat. Then, we extract GEMs that are classified as SSDs by both classifiers. We recovered SSDs from all four samples. We assume these GEMs are SSDs in truth. A summary of SSDs from the four samples is provided in Table 3. Notice that the mean of the sample-labeling HTO count of sample 1 (HTO 1) is significantly larger than the other three samples (HTO 2 in sample 2, HTO 3 in sample 3, and HTO 4 in sample 4). This shows that the sample barcoding could be susceptible to experimental inconsistencies and may include inconsistent levels of HTO counts among samples.

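Classical monocytes of PBMC-1 bound more hashtag antibody than T cells and CD56+CD16- NK cells did. The median hashtag count of SSDs was 1665 for CD14+CD16- monocytes. It was 664 for CD3+CD4+ T cells and 562 for CD56+CD16- NK cells, over GEMs of all 4 hashed samples. Hashed sample 1 carried the strongest hashtag. Its 3111 SSDs held a mean of 2789 ± 1637 counts of HTO 1 (SD over GEMs), against 831 ± 680.3 counts of HTO 2 in sample 2, 1116 ± 783 of HTO 3 in sample 3 and 718 ± 458 of HTO 4 in sample 4. These SSDs were GEMs that both the Gaussian mixture and the Seurat classifier placed in the same hashed sample. HTO 1 was 3.14 times the mean of the other sample-labelling hashtags (95% interval 3.06 to 3.22 from resampled GEMs). The background of HTO 1 was also the highest, with 76.5 counts in cells of the other samples, against 20.1 for HTO 2, 37.1 for HTO 3 and 16.4 for HTO 4. The ratio of signal to background was 36.5 for HTO 1 and lay between 30.1 and 43.7 for the others. From the difference in mean counts, the paper proposes that barcoding may label samples unevenly.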

**Table 3:** Per-sample HTO antibody means and standard deviations of SSDs in the PBMC-1 dataset

		HTO 1	HTO 2	HTO 3	HTO 4
Sample 1	Mean	2789.10	20.94	38.99	17.34
	Std	1637.15	11.85	18.33	9.94
Sample 2	Mean	76.91	831.75	36.06	15.86
	Std	43.92	680.13	17.56	10.09
Sample 3	Mean	77.66	19.92	1117.05	16.12
	Std	43.16	12.04	783.55	10.23
Sample 4	Mean	75.56	19.33	36.25	717.48
	Std	43.34	11.66	18.22	457.40

We used the extracted SSDs to generate a batch of simulated datasets covering a wide range of possible sample barcoding scenarios, including varying number of samples for barcoding, varying MSM percentages, and varying degrees of population imbalances between samples. For each dataset, we randomly distribute the SSDs into droplets. If a droplet is assigned with a single SSD, then it inherits the HTO counts of that SSD. If a droplet is assigned with more than one SSD, then the new HTO counts of the droplet are computed by adding the HTO counts of its assigned SSDs together. Let *j* denote a simulated multi-SSD droplet and $\mathbb {SSD}_{j}$ denote the set of SSDs assigned to *j*, we compute the new HTO counts of *j* as ${\bar {x}}_{j} = \sum _{i \in \mathbb {SSD}_{j}} w_{i} \cdot {x}_{i}$, where *w*_*i*_ is a random weight generated from $\mathcal {N}(\mu = 1,\,\sigma ^{2}=0.04)$ and *x*_*i*_ is the HTO count vector of SSD *i*. Simulated multi-SSD droplets that contain SSDs from multiple samples are marked as MSMs in ground truth.

We generated three sets of simulated datasets. In the first set, we generated datasets using different numbers of samples (2, 3, and 4 samples) while maintaining a fixed MSM percentage at 10% and equal SSD populations among samples. In the second set, we used all four samples with equal populations and generated simulated datasets with different MSM percentages (5%, 10%, and 15%). In the third set, we selected three samples (sample 1, sample 2, and sample 3), fixed the MSM percentage at 10%, and downsized sample populations into geometric sequences. We generated three datasets with common ratios of 1, $\frac {1}{2}$, and $\frac {1}{3}$, respectively. A summary of all nine simulation datasets is provided in Table 4.

**Table 4:** Simulation configurations

Dataset names	MSM percentage (%)	Input SSD samples	Sample cell ratio
2 samples	10	Sample 1, sample 2	1:1
3 samples	10	Sample 1, sample 2, sample 3	1:1:1
4 samples	10	Sample 1, sample 2, sample 3, sample 4	1:1:1:1
5% MSM	5	Sample 1, sample 2, sample 3, sample 4	1:1:1:1
10% MSM	10	Sample 1, sample 2, sample 3, sample 4	1:1:1:1
15% MSM	15	Sample 1, sample 2, sample 3, sample 4	1:1:1:1
1 × scale	10	Sample 1, sample 2, sample 3	1:1:1
2 ×	10	Sample 1, sample 2, sample 3	4:2:1
3 ×	10	Sample 1, sample 2, sample 3	9:3:1

### Multi-sample multiplet classification results

For each cell-hashing dataset, we compare the MSM classification results of five MSM classifiers: the GMM-Demux classifier, the heuristic classifier of Seurat, the heuristic classifier of MULTI-seq, the model-based classifier demuxEM, and a human-supervised classifier. For the human-supervised classifier, a trained laboratory technician classifies GEMs based on the CLR-transformed HTO matrix.

The classification results are visualized in 2D tSNE plots [16]. The tSNE plots are generated directly from the HTO matrix. Note that the tSNE transformation is probabilistic and non-deterministic: GEMs with similar HTO UMI count profiles are likely to be grouped together, but there is no guarantee [42]. Sometimes, a small fraction of GEMs are incorrectly clustered with dissimilar neighbors, due to inaccuracies of the tSNE transformation. We use tSNE plots only for visualization and do not expect it to 100% reflect the truth.

#### Classification results on real datasets

The classification results of the PBMC-1 dataset are shown in Fig. 3. Shown in the top panel are the GMM-Demux classification result, the human-supervised classification result, the Seurat classification result, the MULTI-seq classification result, and the demuxEM classification result, and a set of HTO UMI count heat maps of individual samples in the bottom panel. In each heat map, GEMs with higher HTO UMI counts of the sample have darker colors. For simplicity, we lump all MSMs together as a single class—the MSM class, while maintaining SSDs of different samples as separate classes. Additional classification results for the PBMC-2 and the Memory T datasets are provided in Additional file 1: Fig. S3. If needed, GMM-Demux is able to subdivide MSMs into sub-classes where each sample combination is given a distinct class. Distinct MSM classification results are provided in Additional file 1: Fig. S4.

**Fig. 3:**
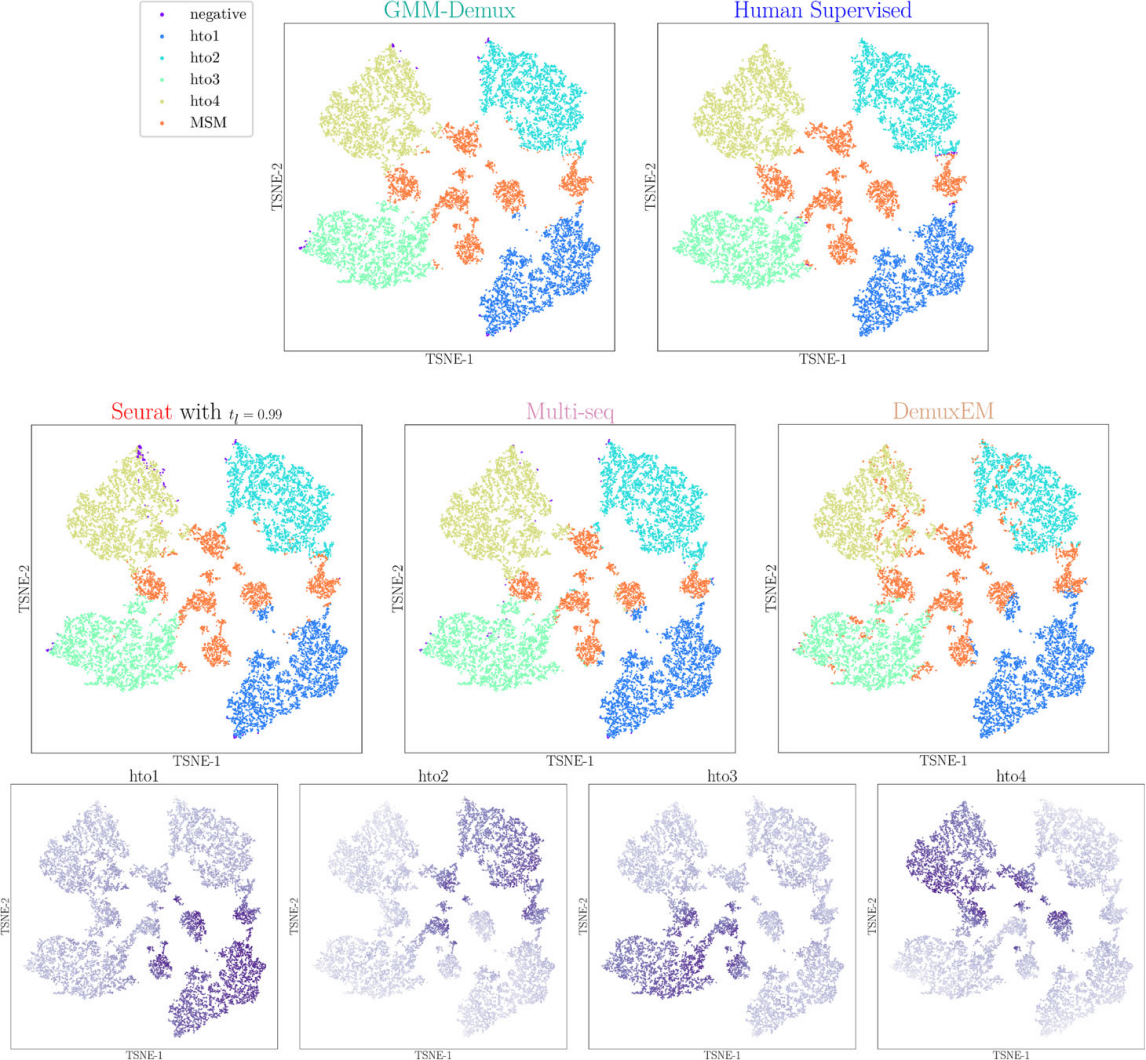
Classification results of the PBMC-1 dataset. Each dot represents a cell. The upper panels present classification results produced by the five classifiers. The lower panel stores the heat maps of HTO UMI counts of individual samples

Figure 3 shows that the classification results from all five classifiers are mostly consistent. 

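Most GEMs of PBMC-1 held cells of a single hashed sample. Of 15841 GEMs, 12467 were SSDs, between 2982 of hashed sample 3 and 3288 of hashed sample 4. PBMCs of different hashed samples shared a droplet in 2864 MSMs. Of these, 2599 carried 2 hashtags, 253 carried 3 and 12 carried all 4. The Seurat classifier (HTODemux) called 18.5% (17.9 to 19.1) of the GEMs MSMs and the MULTI-seq classifier (MULTIseqDemux) 15.8% (15.3 to 16.4). Among the SSDs and MSMs of the Gaussian mixture, HTODemux gave 98.7% of GEMs the same class and MULTIseqDemux 96.1%. Both classifiers read counts centred over GEMs for each hashtag, a form adopted after the output of centring within each GEM was seen. Centred within GEMs, as first run, HTODemux called 14.8% MSMs and MULTIseqDemux 3.52%. They then gave 83.1% and 84.6% of the SSDs and MSMs of the Gaussian mixture the same class. With centring over GEMs and its fixed quantile of 0.7, MULTIseqDemux called 11.2%. In Memory T, 8372 GEMs held T cells of 1 culture and 1027 held T cells of several cultures.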

We compare the classification results against the HTO UMI count heat maps: a correct SSD classification should have a dark color in a single heat map and light colors in the rest of the heat maps; a correct MSM classification should have dark colors in more than one heat map. As evident in Fig. 3, the heat maps reinforce the MSM classifications by GMM-Demux.

Even though Seurat generates classification results similar to those produced with the GMM-Demux classifier, it is heuristic-based and unstable. Figure 4 illustrates the heuristic and unstable nature of the Seurat classifier. Results in this figure are generated from the PBMC-1 dataset. Since the heuristic classifier relies on the HTO UMI count threshold for classification, which is indirectly controlled by *t*_*l*_, it generates different classification results with different *t*_*l*_ values, as shown in Fig. 4a–d. 

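PBMCs that the Seurat classifier placed in 1 hashed sample at a quantile *t*_*l*_ of 0.99 moved to the MSMs as the quantile was lowered. The share of SSDs fell from 80.5% of GEMs at 0.99 to 77.5% at 0.95, 74.3% at 0.90 and 66.3% at 0.80. MSMs rose to 22.0% (21.4 to 22.7), 25.4% (24.7 to 26.0) and 33.5% (32.7 to 34.2) at the same 3 quantiles. Cells without a hashtag call fell from 0.991% to 0.221%.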

From the figures, we observe that while a smaller *t*_*l*_ produces fewer negative classifications, it generates more MSM classifications. This is expected as a smaller *t*_*l*_ reduces the HTO UMI count threshold, which in turn increases the number of cell-enclosing GEMs in each sample. Without ground truth, however, it is not obvious which *t*_*l*_ provides the most accurate classification result. Such high variations in the classification results, as well as the heavy reliance on heuristic parameters, reduce the reliability of the Seurat classifier. In practice, it is difficult to select the appropriate *t*_*l*_ for the best accuracy.

**Fig. 4:**
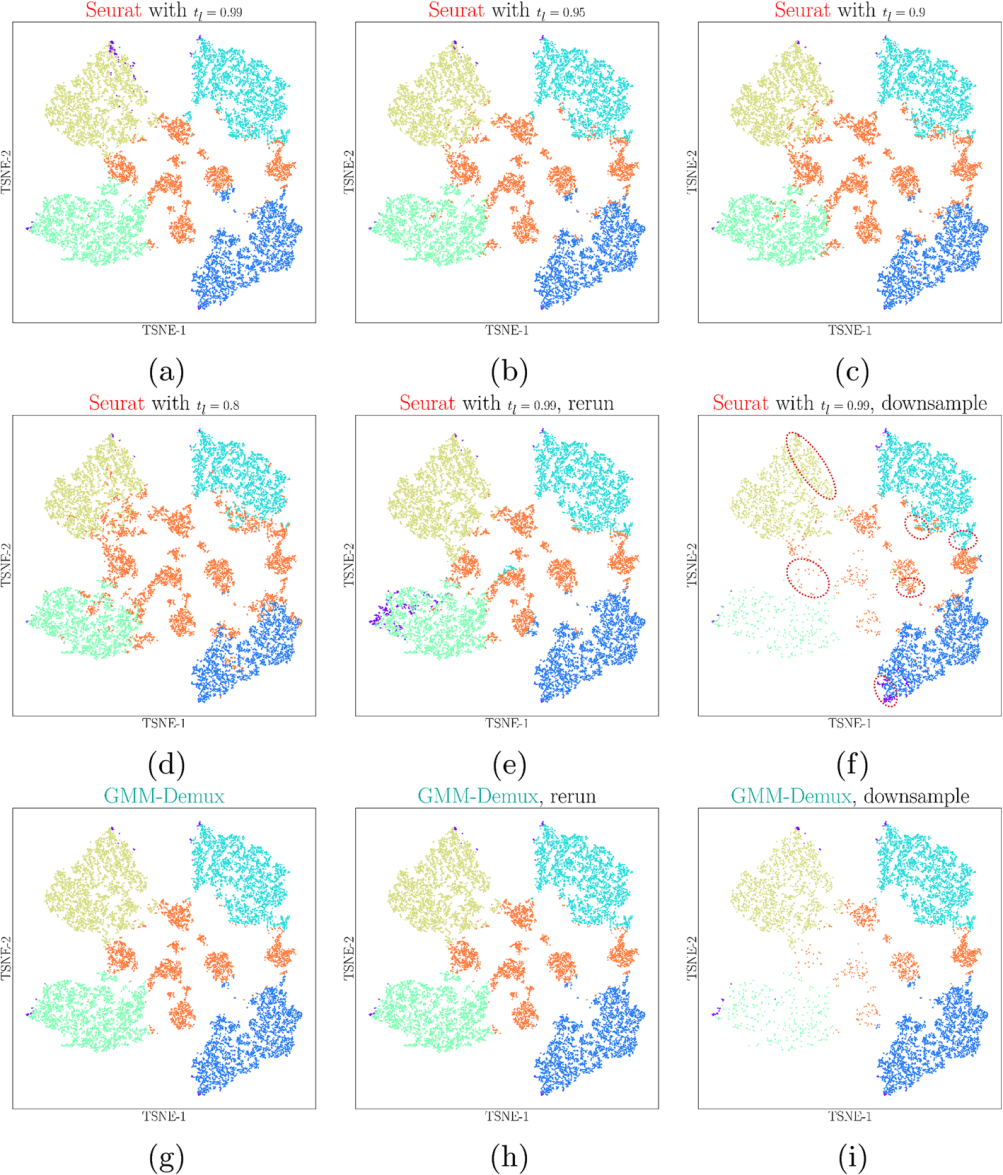
Stability test results. The Seurat classifier produces different classification results with regard to varying Seurat parameters, *t*_*l*_. It also generates inconsistent classification results during repetitive executions and is susceptible to data augmentation (sub-sampling). Classification differences of the Seurat classifier are highlighted in red-dotted circles. GMM-Demux, on the contrary, generates consistent classification results

On top of its heuristic nature, because it uses the non-deterministic *K*-medoid clustering algorithm, the Seurat classifier generates different results between two runs even with the same heuristic parameter. This is visualized by comparing Fig. 4a against e. Both figures are generated under *t*_*l*_=0.99. Differences between them (highlighted in red-dotted circles) stem solely from the non-determinism of the *K*-medoid algorithm.

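HTODemux in its default form changed the class of no GEM of PBMC-1 between 20 seeds, and changes appeared only with other random draws or another clustering. Its k-medoids clustering (clara) draws from a generator of its own that is the same in every run, so the seed cannot change a class. With the draws taken from R in 20 seeds, an alternative chosen after seeing the data, a median of 4.10% of GEMs changed class, up to 7.25%, and the share of MSMs ran from 16.1% to 19.8%. With k-means clustering from a single start, a median of 4.63% of GEMs changed class between seeds, up to 11.8%. The share of MSMs then ran from 18.0% to 20.7%.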

Finally, the Seurat classifier is highly sensitive to changes in the dataset. In Fig. 4f, we randomly sub-sample GEMs from samples 3 and 4 (by 10% and 50%, respectively). When compared against Fig. 4a, we observe substantial changes in the classification result, highlighted in red-dotted circles. This is because as the sample composition changes, the HTO count threshold of each sample also changes, even without updating *t*_*l*_. As a result, previously classified MSMs now become SSDs and vice versa.

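When 10% of the SSDs of hashed sample 3 and 50% of those of hashed sample 4 were removed at random, 763 of the 13899 remaining GEMs changed class under HTODemux. This was 5.49% (5.12 to 5.88). Cells moved both ways, 389 from MSM to SSD and 189 from SSD to MSM. Under MULTIseqDemux, 2.12% of the GEMs changed class. The paper does not state whether these shares of cells were removed or kept. When they were kept, leaving 11513 GEMs, 4.99% changed under HTODemux and 1.07% under MULTIseqDemux. Under HTODemux these changes include any that other random draws alone would bring.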

The GMM-Demux classifier, on the other hand, is model-based, stable, and far more deterministic. The GMM-Demux classifier does not require heuristic parameters for MSM classification and generates consistent classification results across repetitive runs. Despite of uncertainties introduced by the EM algorithm, because GMM-Demux is model-based and the HTO UMI count distributions possess obvious features of a 2-component Gaussian mixture, the EM algorithm always converges. Hence, GMM-Demux generates consistent results. Figure 4g and 4h show the classification results of two repetitive runs of GMM-Demux. There exist little differences between the two figures. Similarly, the GMM-Demux classifier is much less susceptible to sub-sampling, as shown in Fig. 4i, where we sub-sampled GEMs from samples 3 and 4, as we did in Fig. 4f. By comparing Fig. 4i against g, we observe minimal changes in GEM classifications. 

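The PBMCs of all 4 hashed samples kept their class under the Gaussian mixture in nearly every GEM. Of the GEMs left after the removal from samples 3 and 4, 10 changed class, 0.0719% (0.0345 to 0.132), and none of them went from SSD to MSM or back. With those shares kept, 58 GEMs changed, 0.504% (0.383 to 0.651). Between 20 seeds with 1 start each, no GEM of PBMC-1 changed class. From such comparisons, the paper concludes that its classifier depends less on the composition of the samples than the Seurat classifier does.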

A more detailed stability analysis across all four sample barcoding classifiers is included in Additional file 1: Fig. S5.

Not all GEMs can be confidently classified by GMM-Demux. Some GEMs have low HTO UMI counts across all samples, while other GEMs have similar probabilities between multiple classes (such as between a *l*_1_ SSD and a *l*_1_∩*l*_2_ MSM). Neither type of GEMs can be well classified: the former are classified as *negative* GEMs, which should be experimental errors, while the latter are classified as *unclear* GEMs, which are too ambiguous to be included in the final result. GMM-Demux lets the user specify the confidence threshold, *c*, such that the user can customize the removal of unclear GEMs: a low confidence threshold salvages more unclear GEMs in the final result at the expense of decreased MSM classification quality. Across all three cell-hashing datasets, over 99% of GEMs have confidence scores above 0.8. Therefore, we set the default confidence threshold of GMM-Demux at 0.8 (*c*=0.8). 

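Few cells had hashtag counts too mixed to call. In PBMC-1, 435 GEMs, 2.75% of them all, had a confidence under 0.8, and 75 GEMs, 0.473% (0.373 to 0.593), carried no hashtag call. Among Memory T cells, 237 GEMs, 2.44% (2.15 to 2.77), were unclear and 63, 0.650% (0.499 to 0.830), were negative. The negative GEMs of PBMC-1 held a median of 1496 RNA UMIs and 110 antibody counts. Confidence was at least 0.8 in 97.3% of the GEMs of PBMC-1 and 97.6% of those of Memory T, and at least 0.5 in 99.9% and 99.9%. Of the unclear GEMs of PBMC-1, HTODemux called 221 SSDs and 202 MSMs.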

Detailed distributions of confidence scores are provided in Additional file 1: Fig. S14.

#### Classification results on the simulation datasets

We benchmark the accuracy of GMM-Demux against the other three classifiers (Seurat, MULTI-seq, and demuxEM) by applying all four methods to the 9 simulation datasets and compare their classification results against the ground truth. All classifiers are benchmarked with their default parameters and are repeated 20 times for each dataset. An example set of classification results of the 4-sample simulation dataset is visualized in Fig. 5.

**Fig. 5:**
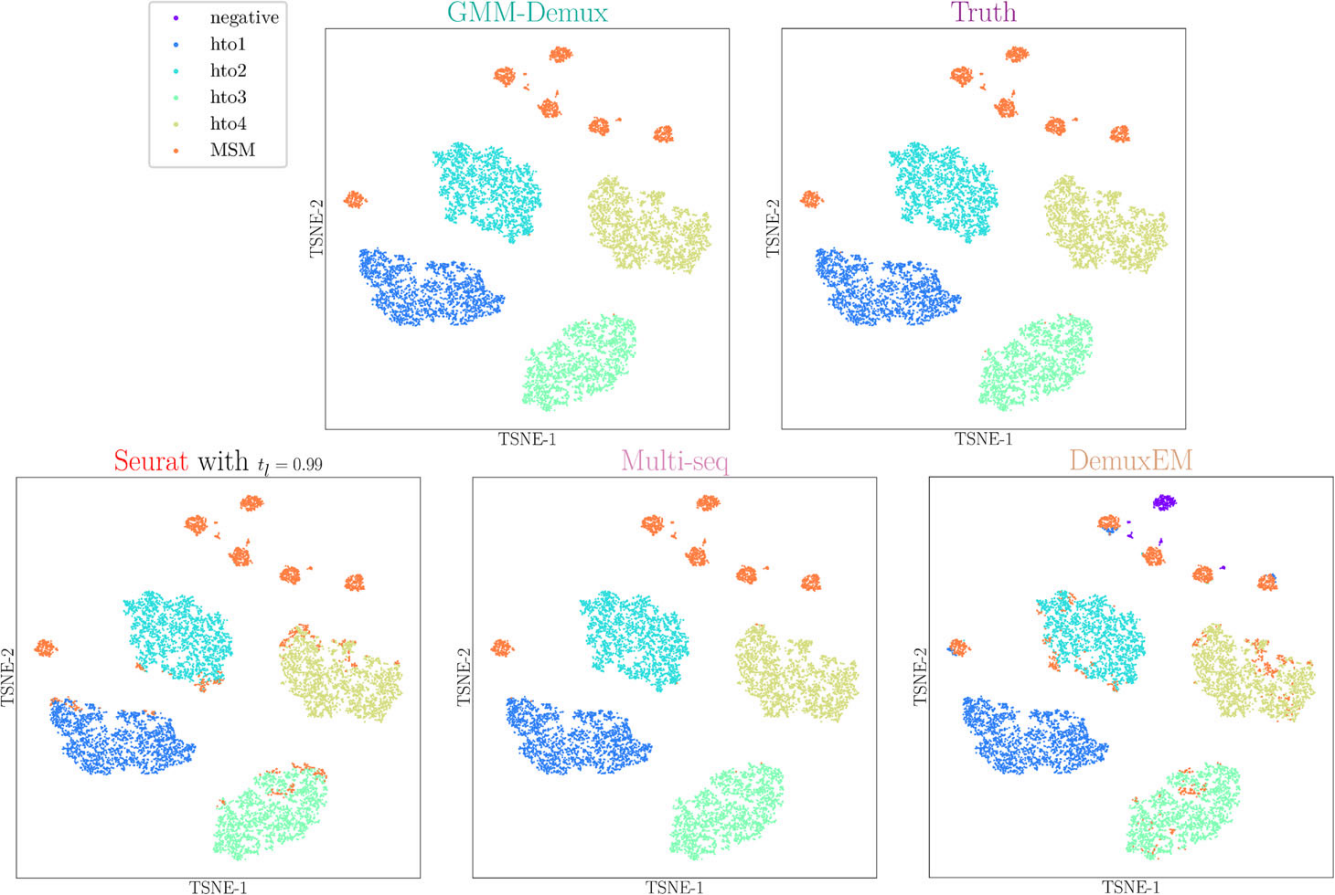
Classification results of the 4-sample simulated dataset. GMM-Demux and MULTI-seq produce classifications results that are most in accordance with the ground truth

For each classification, we compute the Adjusted Mutual Information (AMI) score between itself and the ground truth. The AMI score comparison across all simulation datasets is provided in Fig. 6a. 

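In simulated mixtures of the SSDs of PBMC-1, the Gaussian mixture recovered cells of each hashed sample with a mean AMI between 0.979 and 0.992 over the 9 settings of Table 4, from 20 simulated data sets each. With cells of 2 hashed samples the mean AMI was 0.985 ± 0.00344 (SD over data sets) for the Gaussian mixture, 0.784 ± 0.0311 for HTODemux and 0.990 ± 0.00576 for MULTIseqDemux. With hashed samples that shrank by a common ratio of 1/2, it was 0.981 ± 0.00307, 0.678 ± 0.0124 and 0.966 ± 0.00708. With a ratio of 1/3, it was 0.979 ± 0.00388, 0.641 ± 0.00889 and 0.958 ± 0.0106. HTODemux found 52.4% of the simulated MSMs in the last setting and the Gaussian mixture 98.3%. In the settings without such shrinking, MULTIseqDemux had a higher mean AMI than the Gaussian mixture, for example 0.998 ± 0.000432 against 0.992 ± 0.000983 at 5% MSMs, and HTODemux reached 0.957 ± 0.0201 with 3 hashed samples of equal size. Unclear GEMs of the Gaussian mixture count here as a class of their own. The mean over all 9 settings was 0.985 for the Gaussian mixture and 0.987 for MULTIseqDemux. It was 0.995 for the Gaussian mixture once unclear GEMs took their most probable class. That value is not given for each setting, so whether the order turns in the settings without shrinking is not shown. HTODemux and MULTIseqDemux were run on 5 data sets per setting, 45 each, and neither failed on any of them. demuxEM is not analysed here.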

As shown in the figure, GMM-Demux achieves high classification accuracies across all scenarios, whereas other sample barcoding classifiers have faltered accuracy under low sample numbers (2 samples) or high sample imbalances (2 × scale and 3 × scale). In particular, MULTI-seq failed to derive a stable quantile HTO count cutoff for the 2-sample dataset and cannot converge to a stable classification solution. A detailed explanation of why MULTI-seq fails is provided in the “Related works” section. Figure 6a proves that GMM-Demux is highly accurate and is the most stable sample barcoding classifier.

**Fig. 6:**
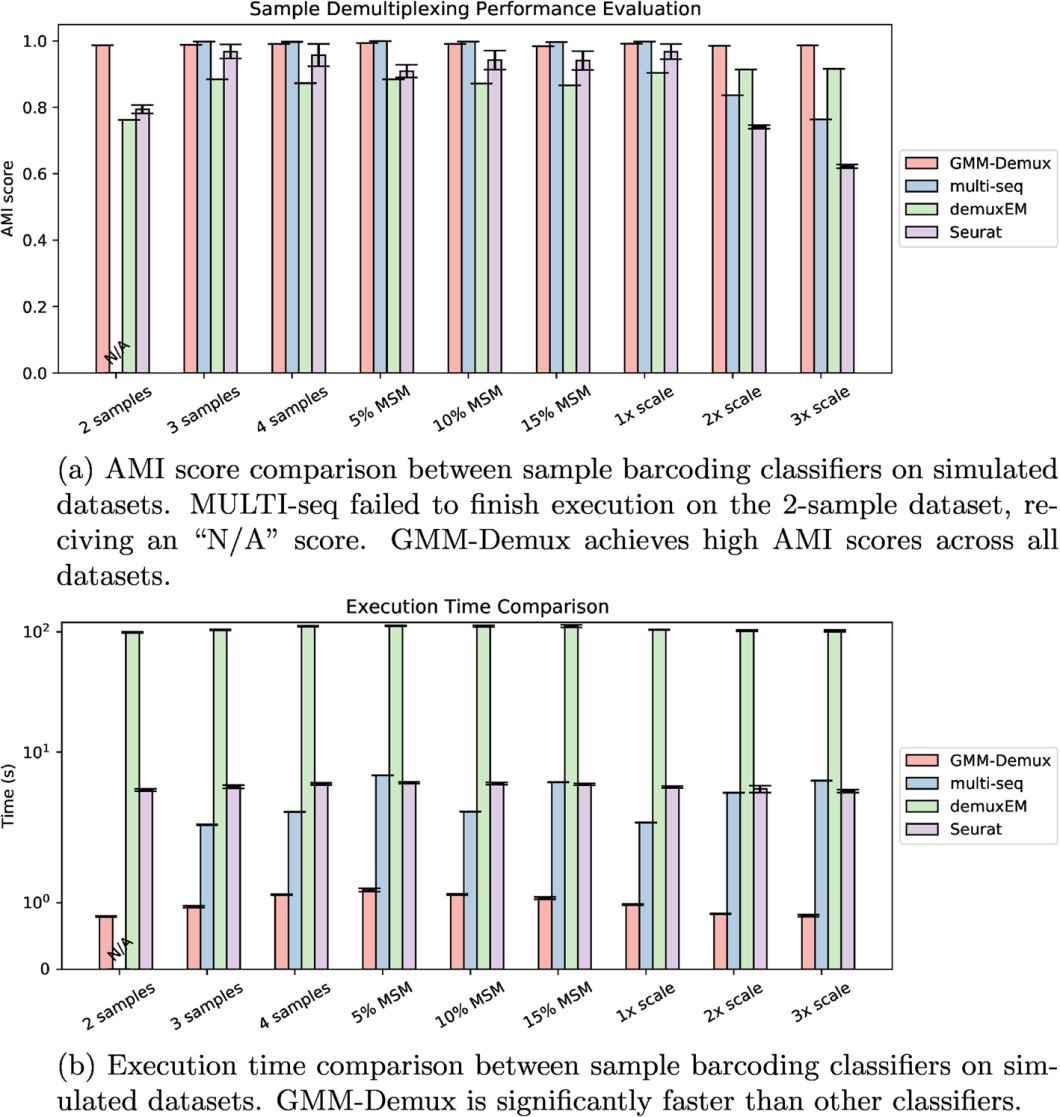
Comparison of MSM classifiers on simulated datasets

Figure 6b records the execution time of each classifier over all simulated datasets. As shown in the figure, GMM-Demux is significantly faster than other sample barcoding classifiers.

### Same-sample multiplet rate estimation results

We prove the correctness of the SSM estimator indirectly by validating the GEM formation model. Even though the SSM rate truth is not directly observable, if the underlying probabilistic model is accurate, then the SSM rates derived from the model should also be trustworthy. For this purpose, we compare the model-derived MSM rates against the GMM-Demux classifier-observed MSM rates. If the numbers match, then we claim the GEM formation model must accurately characterize the GEM formation process.

For comprehensiveness, we compare not only the overall MSM rates of a dataset, but also the MSM rates of individual sample combinations. For each sample combination, we compare the model-derived MSM UMI count against the MSM classifier-observed UMI count. The comparison results are summarized into Venn diagrams, which illustrate the number of SSDs of each sample as well as the number of MSMs of each sample combination. We compare the model-derived Venn diagram against the MSM classifier-observed Venn diagram. Figure 7 includes the Venn diagram comparisons of the PBMC-1 and the CD4^+^ Memory T datasets. Comparison of the PBMC-2 dataset is included in the table of Additional file 2 (its per-sample combination classification result cannot be visualized in a Venn diagram due to a large number of sample combinations).

**Fig. 7:**
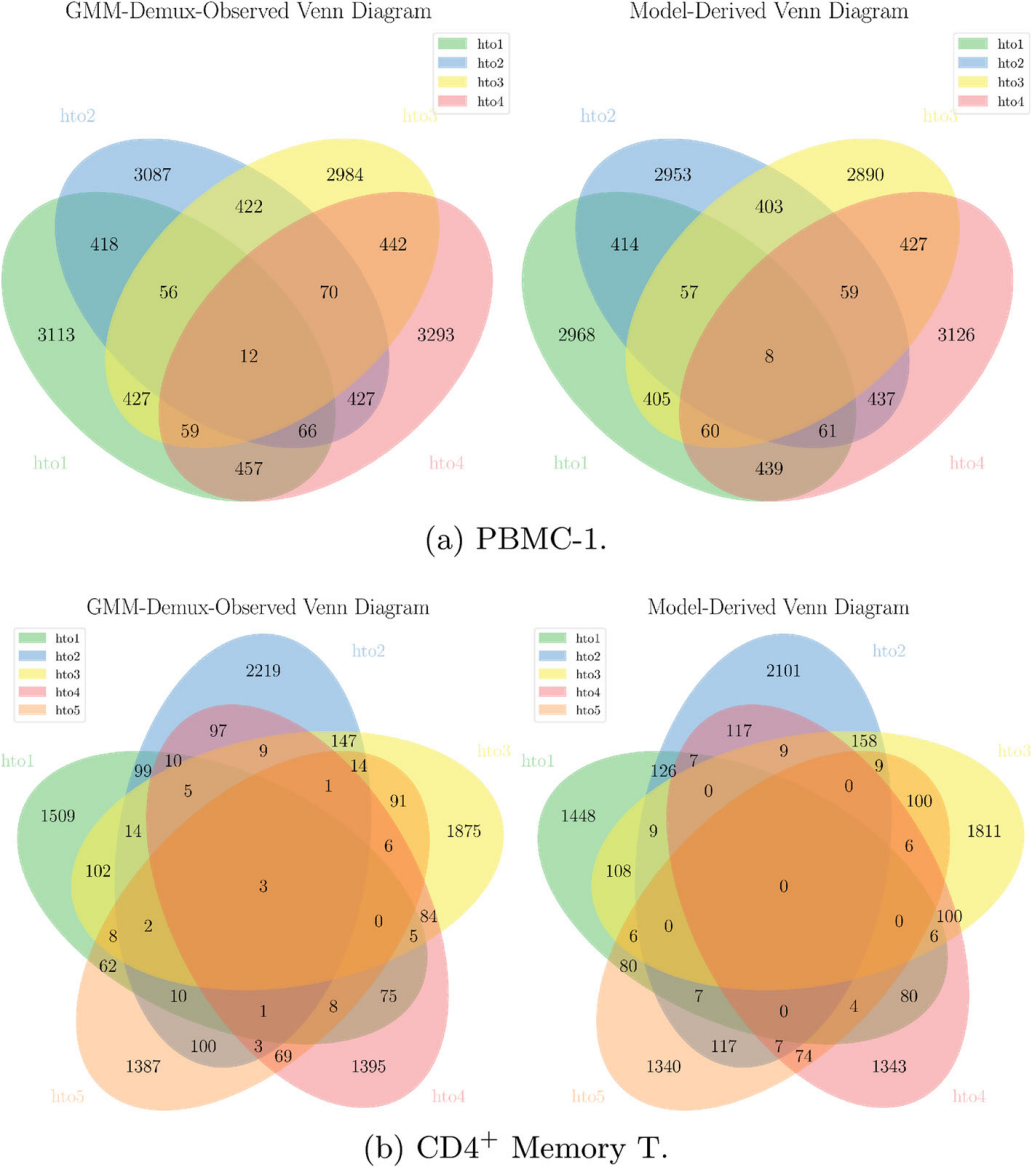
Comparison of model-derived Venn diagrams against GMM-Demux-observed Venn diagrams. Values in the model-derived Venn diagrams are consistent with values in the GMM-Demux-observed Venn diagrams, thus proving the correctness of the GEM formation model

From Fig. 7, we observe that the model-derived MSM counts are consistent with the observed values from the MSM classifier. Therefore, we prove that the droplet formation model is accurate.

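PBMCs of the 4 hashed samples paired in droplets at close to the rates that random pairing gives. Cells of samples 1 and 4 shared a droplet most often, in 456 GEMs against 459 in the model, and cells of samples 1 and 2 least often among pairs, in 420 GEMs against 430.5. For all 15 combinations of hashtags, the model count lay inside the exact 95% Poisson interval of the observed count. Over pairs, the observed count was 0.991 times the model count, and over triplets 1.03 times. Among Memory T cells, pairs of cultures shared 928 GEMs against 1013 in the model, and 9 of the 10 pairs had the model count inside the interval. Cells of 3 cultures met in 87 GEMs against 61.1, of 4 cultures in 9 against 1.83 and of all 5 in 3 against 0.0217. The fit matched the total number of GEMs with a hashtag and the number that carry each hashtag, so both were fixed. Only the division among combinations was free, and a surplus with 3 or more hashtags forces a shortfall of pairs. The surplus and the shortfall in Memory T are therefore not separate results. From the match of both sets of counts, the paper concludes that its model of droplet formation is accurate.

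**Figure D1:**
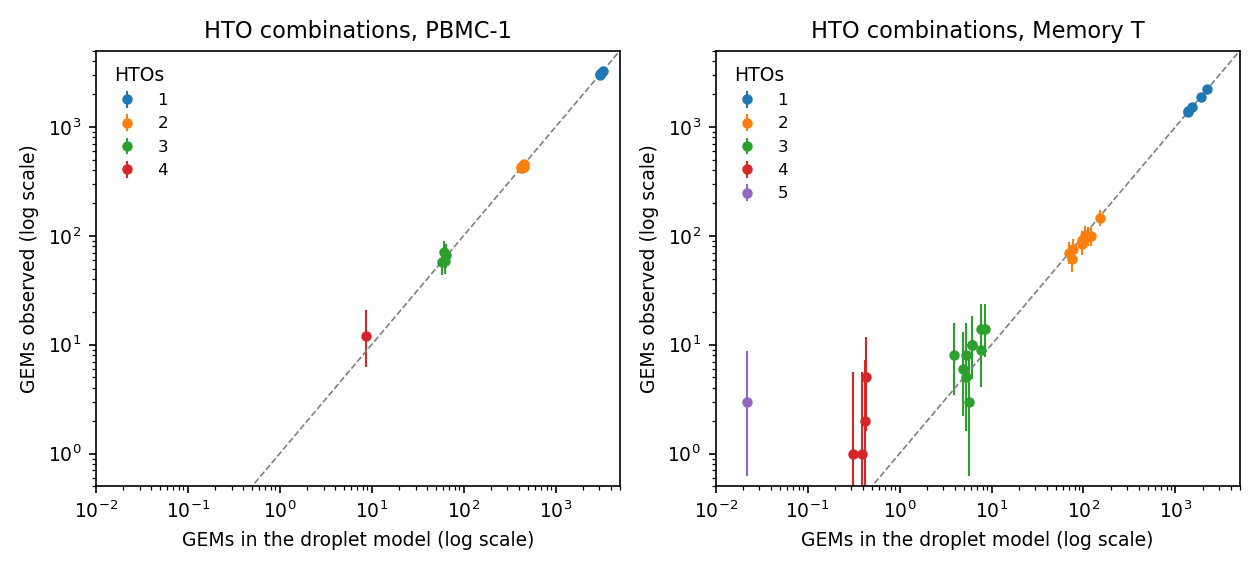
GEMs observed with each combination of hashtags (y axis, log scale) against GEMs in the droplet model (x axis, log scale), for PBMC-1 and Memory T. Colours give the number of hashtags, bars are exact 95% Poisson intervals and the dashed line marks equal counts, and the GEMs with all 5 Memory T hashtags lie 138 times above it.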

The estimated number of droplets (*X*) and the model-estimated singlet, MSM (Est. MSM), SSM, and relative SSM (RSSM) rates of each sample are summarized in Table 5. Also included in Table 5 are the GMM-Demux classifier-observed MSM rates (Obs. MSM) and the proportions of unclear GEMs (GEMs with confidence scores below *c*=0.8) and negative GEMs in each dataset. Except the number of droplets (*X*), all rates are presented as percentiles (%). As shown in the table, the model-derived MSM rates are generally consistent with the classifier-observed MSM rates.

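Shares in the droplet model are of the GEMs classed as SSD or MSM. Observed shares are of all GEMs, a base that also counts unclear and negative GEMs and so lowers them. By the model, 76.0% (75.4 to 76.6) of the classed GEMs of PBMC-1 held a single PBMC (95% intervals from resampled GEMs). MSMs made up 18.8% (18.3 to 19.2) in the model, and 18.1% (17.5 to 18.7) of all GEMs were observed MSMs. Cells of the same hashed sample shared a droplet in 5.23% (5.11 to 5.34) of the classed GEMs. Memory T cells, which were loaded at a lower number, were alone in 85.8% (84.9 to 86.8) of theirs. Their MSMs made up 11.4% (10.7 to 12.2) in the model and their SSMs 2.70% (2.53 to 2.86). Observed MSMs were 10.6% (9.98 to 11.2) of all Memory T GEMs. The model placed the PBMCs in 67856 droplets with 55.2% of the cells captured, and the Memory T cells in 83939 droplets with 43.5% captured. Observed over model MSMs came to 0.995 in PBMC-1 and 0.954 in Memory T, ratios that the fit holds close to 1. After removal of MSMs, SSMs were 3.05% (2.83 to 3.25) of the remaining Memory T GEMs.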

**Table 5:** Summary of classification results across all datasets. All values except the number of droplets (*X*) are presented in percentages (%)

Dataset	No of droplets (*X*)	*r*_*cap*_	Singlet	Est. MSM	Obs. MSM	SSM	RSSM	Negative	Unclear
PBMC-1	68,480	56	76.11	18.64	18.05	5.25	6.45	0.47	2.71
Memory T	78,413	44	86.17	10.89	10.57	2.93	3.29	0.67	2.31
PBMC-2	77,663	63.5	82.96	15.11	14.55	1.93	2.28	0.79	2.88

A detailed introduction of the droplet formation model-based online experiment planner is provided in Additional file 1: Section S8. A suite of profiling results produced by the online experiment planner under varying experimental settings is provided in Additional file 1: Section S9.

### Cell-type authentication results

#### Cell-type authentication via joint analysis with surface marker data

GEMs in the PBMC-1 dataset are manually assigned into 17 distinctive clusters following the gating strategy detailed in Maecker et al. [19], which is visualized in Fig. 8. 

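CD3+CD4+ T cells were the largest gated cell type of PBMC-1, with 40.7% ± 0.638 of the SSDs of a hashed sample (SD, n = 4 hashed samples). CD14+CD16- classical monocytes made up 16.4% ± 0.820, CD3+CD8+ T cells 14.9% ± 0.463 and CD56+CD16+ NK cells 8.66% ± 0.195. CD11+CD14-CD16- dendritic cells made up 2.03% ± 0.681, the CD14+CD16+ gate of non-classical monocytes 1.24% ± 0.884 (0.803% without hashed sample 2) and CD56+CD16- NK cells 0.506% ± 0.0976. The RNA of these gates carried the markers of their cell types. TRAC, the constant region of the T-cell receptor alpha chain, was at 832 ± 17.4 CPM in CD3+CD4+ and 769 ± 27.0 CPM in CD3+CD8+ cells, against 41.8 ± 10.4 CPM in CD14+CD16- cells. LYZ, which encodes lysozyme, was at 17926 ± 357 CPM in CD14+CD16- cells and 183 ± 26.3 CPM in CD3+CD4+ cells. GNLY, which encodes the cytotoxic protein granulysin, was at 8828 ± 255 CPM in CD56+CD16+ and 9090.0 ± 1878 CPM in CD56+CD16- cells, against 160.4 ± 18.7 CPM in CD3+CD4+ cells. FCER1A, a chain of the IgE receptor, was at 399 ± 63.9 CPM in CD11+CD14-CD16- cells and 12.7 ± 13.3 CPM in CD14+CD16- cells. A further 9 gates combine markers of different lineages. They held 12.2% of the 15837 GEMs with all 3 measurements, the 8 gates of common types 80.9%, and 6.93% of the GEMs lay outside every gate.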

Among the 17 GEM clusters, 8 of them represent well-characterized cell types found in PBMCs (highlighted in green bounding boxes); 9 of them are rarely observed in PBMCs and are labeled as putative novel cell-type candidates (highlighted in orange bounding boxes). All GEM clusters, annotated by their defining surface markers and their inferred cell types, if available, are summarized in Table 6.

**Fig. 8:**
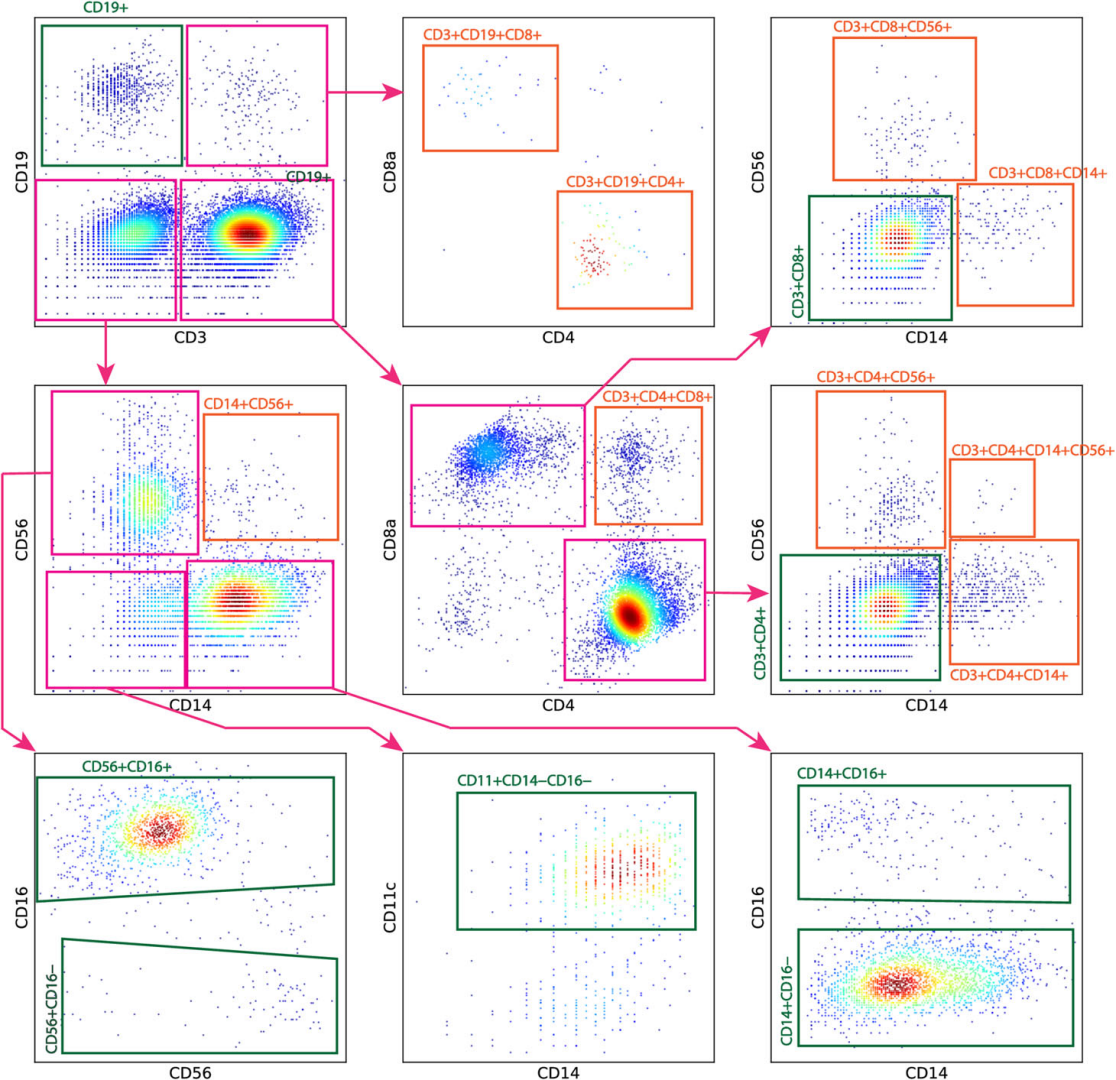
The manual gating strategy applied for cell-type annotation in PBMC-1, using its surface marker expression data. In general, we follow the gating strategy outlined in Maecker et al. [19]. We first gate GEMs on CD3 and CD19. CD3^+^ GEMs are further gated over CD4 and CD8. CD3^-^CD19^-^ GEMs are further gated over CD14 and CD56. For GEM clusters gated from the CD14-CD56 penal, the CD14^+^ and CD56^+^ GEMs are further gated over CD16. The CD14^-^CD56^-^ GEMs are gated over CD11c to extract CD11c^+^ DC GEMs. The 8 cell types commonly observed in PBMCs are highlighted in green bounding boxes. Some GEM clusters, such as the CD3^+^CD4^+^ GEM cluster, go through additional gating, in order to reveal non-conventional sub-clusters in PBMCs (which are later classified as phony-type GEM clusters), such as the CD3^+^CD4^+^CD14^+^ GEM cluster or the CD3^+^CD4^+^CD56^+^ GEM cluster. Non-conventional GEM clusters are highlighted in orange bounding boxes

**Table 6:** Summary of the 17 GEM clusters manually gated from PBMC-1. Given the cell-hashing configuration, the minimum MSM percentage of a phony-type GEM cluster in PBMC-1 is 74.98%. Pure-type GEM clusters have variate MSM rates depending on their size. Among the 17 manually gated GEM clusters, 9 have MSM percentages approaching and exceeding 74.98% and are classified as phony-type GEM clusters, 6 have MSM percentages of pure-type GEM clusters and are classified as pure-type GEM clusters, and 2 have MSM percentages of neither pure-type nor phony-type GEM clusters and are classified as mixture clusters

Cell type	MSM %	MSM %	MSM %	*p* value	*p* value	Cluster
	(observed)	(phony)	(pure)	(phony)	(pure)	classification
CD19^+^ (B cells)	6.47	74.98	5.93	0	0.29	Pure
CD3^+^CD4^+^ (helper T cells)	11.38	74.98	11.36	0	0.49	Pure
CD3^+^CD8^+^ (cytotoxic T cells)	7.33	74.98	7.52	0	0.68	Pure
CD14^+^CD16^-^ (classical monocytes)	7.00	74.98	7.49	0	0.88	Pure
CD14^+^CD16^+^ (non-classical monocytes)	14.91	74.98	5.82	1.75e−175	2.26e−13	Mixture
CD56^+^CD16^-^ (CD16^-^ NK cells)	6.20	74.98	6.41	8.70e−113	0.64	Pure
CD56^+^CD16^+^ (CD16^+^ NK cells)	9.62	74.98	6.72	0	1.00e−07	Mixture
CD11^+^CD14^-^CD16^-^ (DCs)	7.30	74.98	5.86	1.01e−149	0.20	Pure
CD14^+^CD56^+^	76.56	74.98	6.90	0.62	5.24e−77	Phony
CD3^+^CD4^+^CD14^+^	74.67	74.98	6.22	0.42	0	Phony
CD3^+^CD4^+^CD19^+^	74.04	74.98	6.88	0.41	3.44e−119	Phony
CD3^+^CD4^+^CD56^+^	73.38	74.98	5.73	0.21	0	Phony
CD3^+^CD4^+^CD8^+^	75.55	74.98	6.02	0.66	0	Phony
CD3^+^CD8^+^CD14^+^	73.24	74.98	6.23	0.27	1.18e−165	Phony
CD3^+^CD8^+^CD19^+^	73.81	74.98	9.21	0.44	1.64e−41	Phony
CD3^+^CD8^+^CD56^+^	75.47	74.98	8.33	0.54	6.64e−57	Phony
CD3^+^CD4^+^CD14^+^CD56^+^	84.62	74.98	13.04	0.86	8.13e−14	Phony

For each GEM cluster, GMM-Demux computes the MSM percentage of the cluster and compares it against the anticipated pure-type MSM percentage as well as the anticipated phony-type MSM percentage of the cluster. The anticipated pure-type MSM percentage of the cluster is a hypothetical value derived from the GEM formation model by assuming that the GEM cluster represents a real cell type. Similarly, the anticipated phony-type GEM percentage is computed by assuming the GEM cluster is a phony-type GEM cluster. Based on the observed and anticipated MSM percentages, GMM-Demux performs pure-type and phony-type hypothesis testings and classifies the GEM cluster according to the *p* values of both tests. The classification results, as well as the intermediate results in classifying each GEM cluster, are also included in Table 6. As summarized in Table 6, the PBMC-1 dataset contains 9 cell types rarely observed in PBMCs. Named after their defining surface markers, these are as follows:

- CD14^+^CD56^+^
- CD3^+^CD4^+^CD14^+^
- CD3^+^CD4^+^CD19^+^
- CD3^+^CD4^+^CD56^+^
- CD3^+^CD4^+^CD8^+^
- CD3^+^CD8^+^CD14^+^
- CD3^+^CD8^+^CD19^+^
- CD3^+^CD8^+^CD56^+^
- CD3^+^CD4^+^CD14^+^CD56^+^

Upon further investigation, we observe that all 9 putative novel-cell-type-defining GEM clusters have very high MSM percentages, approaching and exceeding their anticipated phony-type MSM percentages. 

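Clusters that combined markers of different lineages held cells of several hashed samples in most of their GEMs, and the common cell types rarely did. MSMs made up 69.4% (67.2 to 71.4) of the GEMs of the 9 putative types and 11.1% (10.5 to 11.6) of the 8 common types. CD3+CD4+CD56+ held 76.9% (70.8 to 82.3) and CD3+CD4+CD8+ 75.9% (72.1 to 79.5). The share was lower in CD3+CD4+CD14+ with 67.1% (63.0 to 70.9) and CD3+CD8+CD56+ with 65.9% (54.8 to 75.8). CD3+CD8+CD14+ held 60.7% (53.2 to 67.8), and the lowest share of a putative type was 52.6% (44.4 to 60.7) in CD14+CD56+. Random pairing of cells of different types across the 4 hashed samples gives 75.0%. By the 1-sided exact 95% limits of each share, 5 of the 9 clusters were called phony-type. They included CD3+CD4+CD56+, CD3+CD4+CD8+ and CD3+CD4+CD14+CD56+. The other 4 lay between the shares of pure and phony-type clusters. Under each of 3 other ways to place the gate boundaries, 8 of the 9 were called phony-type, and with markers centred within GEMs 5 were. From MSM percentages that approach or exceed the phony-type level, the paper concludes that all 9 clusters are phony-type. It also reports that they had almost no presence in a run of the same donor with fewer cells loaded. RNA-based doublet calls were concentrated in them, in its account. The data of that run are not analysed here.

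**Figure D2:**
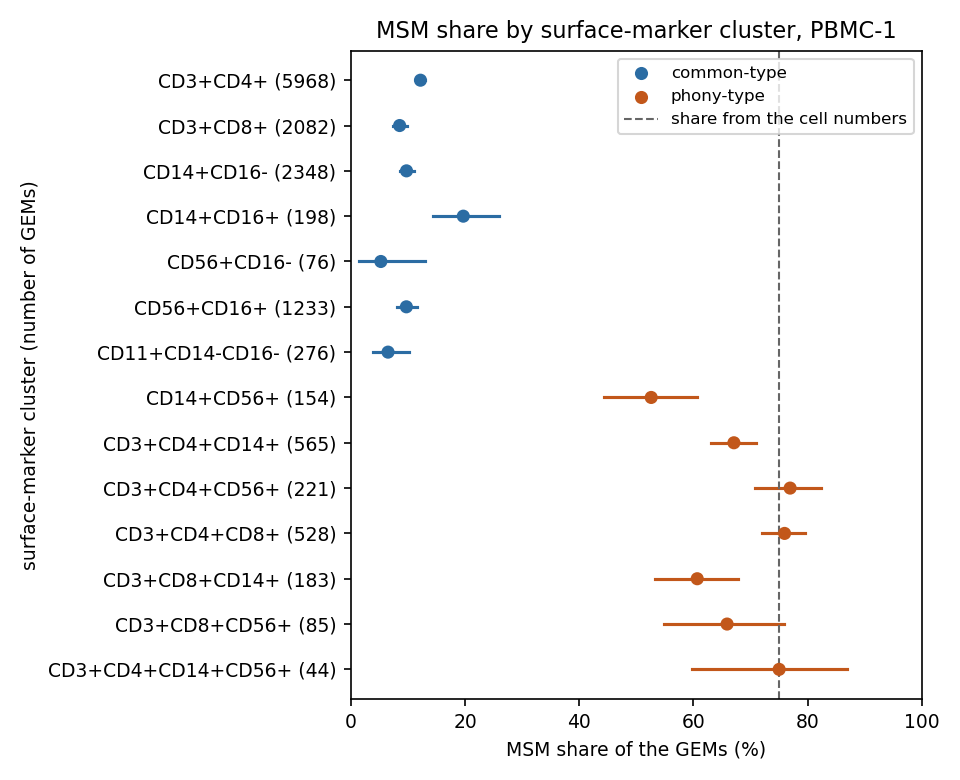
MSM share (percent of the GEMs of a cluster, x axis) of 14 surface-marker clusters of PBMC-1 (y axis, with the number of GEMs), with exact 95% intervals as bars. The dashed line marks 75.0%, the highest share of a common type is 19.7% and the lowest of a putative type is 52.6%.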

When tested with pure-type hypothesis, all 9 clusters have extremely small *p* values; and large *p* values from phony-type hypothesis tests. Consequently, GMM-Demux designates all 9 GEM clusters as phony-type clusters.

Such result suggests that all 9 GEM clusters contain multiplets of different cell types. For instance, the CD14^+^CD56^+^ GEM cluster contains multiplets that include both monocyte cells (CD14^+^) and NK cells (CD56^+^). 

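GEMs gated CD3+CD4+CD14+ with cells of a single hashed sample held, summed together, RNA of both T cells and monocytes. In the 167 SSDs of this cluster, IL32, a cytokine of T and NK cells, was at 711 ± 162 CPM, against 1026 ± 15.6 CPM in CD3+CD4+ and 70.2 ± 8.68 CPM in CD14+CD16- cells. S100A9, a calcium-binding protein of monocytes, was at 4629 ± 348 CPM, against 182 ± 10.9 CPM and 13195 ± 474 CPM. The 10 genes of the T-cell list summed to 2480.1 ± 206 CPM in these SSDs and 1787 CPM in the MSMs of the cluster, with 3933 ± 54.7 CPM in CD3+CD4+ and 238 ± 32.1 CPM in CD14+CD16- cells. The 10 genes of the classical monocyte list summed to 16303 ± 733 CPM in SSDs and 20699.5 CPM in MSMs, with 579 ± 32.3 CPM and 47066 ± 1474 CPM in the parental types. A fit of the parental profiles gave a T-cell share of 61.3% ± 2.96 of the RNA of SSDs (SD, n = 4 hashed samples) and 46.7% in MSMs. With GEMs near the gate boundaries left out, the share in SSDs was 44.1%. In CD3+CD8+CD14+, the share from CD3+CD8+ T cells was 73.9% ± 4.92 in SSDs and 44.6% in MSMs. Mean UMIs per GEM of SSDs were 1.31 ± 0.104 times the mean of both parental types in CD3+CD4+CD14+ and 1.51 ± 0.0800 times in CD3+CD4+CD8+. Sums over GEMs do not tell pairs of cells from a mixture of single T cells and single monocytes in the gate.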

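Summed over GEMs, the CD14+CD56+ gate held RNA of monocytes and of NK cells, which does not show both in the same droplet. In the 66 SSDs of the cluster, S100A8, the partner of S100A9 in monocytes, was at 4635 ± 834 CPM, against 9149 ± 434 CPM in CD14+CD16- monocytes and 219 ± 32.6 CPM in CD56+CD16+ NK cells. NKG7, a granule protein of cytotoxic cells, was at 2646 ± 608 CPM, against 143 ± 12.7 CPM and 7314 ± 187 CPM. In the 81 MSMs of the cluster, S100A8 was at 5337 CPM and NKG7 at 2046 CPM. The 12 genes of the NK list summed to 13774 ± 2440.0 CPM in SSDs, with 6124 ± 98.1 CPM in CD14+CD16- and 26814 ± 633 CPM in CD56+CD16+ cells. The classical monocyte list summed to 24259 ± 4816 CPM. Monocytes contributed 63.4% ± 10.1 of the RNA of SSDs and 70.1% of that of MSMs. Mean UMIs per GEM of SSDs were 1.08 ± 0.115 times the mean of both parental types.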

Among the 9 phony-type GEM clusters, the CD3^+^CD4^+^CD14^+^CD56^+^ GEM cluster has the largest MSM percentage, significantly larger than the rest. With further examination of its defining surface markers, we conclude that it contains triple-type GEMs—GEMs that include CD3^+^CD4^+^ T cells, CD14^+^ monocytes, and CD56^+^ NK cells. 

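The cluster with markers of T cells, monocytes and NK cells together was small and rich in MSMs. It held 44 GEMs, 33 of them MSMs, a share of 75.0% (59.7 to 86.8). Its GEMs held a median of 2852 UMIs, against 2065 in CD3+CD4+ T cells, 1572 in CD14+CD16- monocytes and 1426 in CD56+CD16+ NK cells. The 8 phony-type clusters of 2 cell types held 69.2% (67.1 to 71.3) MSMs. The model gives 93.7% for GEMs of 3 cell types. At 44 GEMs, the interval of the cluster held the pooled share of the clusters of 2 types and not the model share for 3 types.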

According to the GEM formation model for phony-type hypothesis testing, detailed in Additional file 1: Section S3, triple-type phony GEM clusters have higher MSM percentages than double-type phony GEM clusters. This explains the larger MSM percentage of the CD3^+^CD4^+^CD14^+^CD56^+^ GEM cluster.

For the remaining 8 GEM clusters, which represent well-characterized cell types in PBMCs, 6 of them are classified as pure-type GEM clusters, with the exception of the CD14^+^CD16^+^ non-classical monocyte GEM cluster and the CD56^+^CD16^+^ NK GEM cluster. Both clusters are classified as mixture GEM clusters, suggesting that they contain both pure-type and phony-type GEMs. This classification result is reasonable, as both GEM clusters contain fractions of indistinguishable multiplets. For instance, inside the CD14^+^CD16^+^ GEM cluster, there could be a small fraction of CD14^+^CD16^+^-and-CD14^+^CD16^-^ phony-type GEMs. These phony-type GEMs are CD14^+^CD16^+^-and-CD14^+^CD16^-^ the CD14^+^CD16^+^ pure-type GEMs in gating. 

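Of the common cell types, CD3+CD4+ T cells had the MSM share closest to that of a pure cluster. It was 12.2% (11.4 to 13.1), 1.39 times the share expected of a pure cluster. The share was 8.55% (7.38 to 9.83) in CD3+CD8+ T cells and 9.75% (8.58 to 11.0) in CD14+CD16- monocytes, 2.56 and 2.60 times the pure shares. CD56+CD16+ NK cells held 9.73% (8.13 to 11.5), CD11+CD14-CD16- dendritic cells 6.52% (3.91 to 10.1) and CD56+CD16- NK cells 5.26% (1.45 to 12.9). CD14+CD16+ monocytes held 19.7% (14.4 to 25.9). The pure share, the MSM share of GEMs of a single cell type in the droplet model, was 8.76% for CD3+CD4+ and 0.128% for CD56+CD16-, which follows the size of the cluster. By the 1-sided limits, all 8 common clusters were then mixtures. The last formula of Section S3, as printed, has no capture rate in its divisor and gives 15.9% for CD3+CD4+, which made this cluster pure and left the other 7 mixtures. With the shares of Table 6, 2 were pure, and both of these alternatives were chosen after seeing the data.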

In gating, boundaries between cell types are drawn in a log-transformed surface marker space. After log transformation, the surface marker expression profile of a CD14^+^CD16^+^-and-CD14^+^CD16^-^ phony-type GEM is almost identical to a CD14^+^CD16^+^ pure-type GEM, even if they contain the same CD14^+^CD16^+^ non-classical monocyte cell. The only difference: the CD14^+^CD16^+^-and-CD14^+^CD16^-^ phony-type GEM is likely to have a slightly larger log-transformed CD14 expression value. Such subtle differences do not warrant the separation of CD14^+^CD16^+^-and-CD14^+^CD16^-^ phony-type GEMs from CD14^+^CD16^+^ pure-type GEMs. Due to intrinsic variations in surface marker expression levels, the two types of GEMs intermix with each other into a single, indivisible GEM cluster. Similarly, CD56^+^CD16^+^-and-CD56^+^CD16^-^ phony-type GEMs are also indistinguishable from CD56^+^CD16^+^ pure-type GEMs. This explains the slightly-higher-than-expected MSM percentages in the CD14^+^CD16^+^ monocyte GEM cluster and the CD56^+^CD16^+^ NK GEM cluster, which resulted in designating them as mixture GEM clusters. Nonetheless, these should be the only phony-type GEMs they contain. Therefore, the MSM percentages of both clusters are only moderately above their corresponding pure-type MSM percentages, remaining significantly smaller than their corresponding phony-type-qualifying MSM percentage thresholds, reflecting that both clusters still have a pure-type GEM majority. 

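Non-classical monocytes carried more RNA of LYPD2 and CDKN1C, and classical monocytes more of the alarmin genes S100A8, S100A9 and S100A12. Values are log2 ratios of the mean CPM of CD14+CD16+ over CD14+CD16- SSDs (154 and 2044 SSDs), with each gene changed the same way in all 4 hashed samples. LYPD2 was higher in CD14+CD16+ by 5.27 (4.64 without hashed sample 2), with 465 ± 317 against 2.32 ± 1.80 CPM. CDKN1C, an inhibitor of the cell cycle, was higher by 3.84, the transcription factors HES4 and TCF7L2 by 3.74 and 2.60, and the small GTPase gene RHOC by 3.18. The complement gene C1QA was at 255 ± 166 against 9.06 ± 4.62 CPM, its partner C1QB at 143 ± 172 against 2.75 ± 1.29 CPM. C1QB was higher by 3.58, and by 2.41 without hashed sample 3. PTP4A3 was higher by 2.76. S100A12 fell by 5.37 without hashed sample 1, and in all fell by 4.76 to 72.2 ± 69.4 from 2214 ± 112 CPM, S100A8 fell by 3.79 and S100A9 fell by 3.23. VCAN, which encodes the matrix protein versican, fell by 3.65, the immediate early gene FOS fell by 3.49, NRG1 fell by 3.08, CYP1B1 fell by 3.04 and MGST1 fell by 2.98. CCR2, the receptor that draws monocytes into tissue, had no UMI in CD14+CD16+ SSDs and was at least 9.93-fold lower. The 10 genes of the non-classical monocyte list summed to 7689 ± 1539 CPM in CD14+CD16+ and 2238 ± 81.2 CPM in CD14+CD16- cells, and classical monocyte genes stayed at 7116 ± 1572 CPM in CD14+CD16+ cells. These differences rest on 1 donor and have no test between donors.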

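NK cells without CD16 carried less RNA of the granzyme genes GZMB and GZMH, and more of the granzyme gene GZMK, than those with it. Values are log2 ratios of CD56+CD16- over CD56+CD16+ SSDs (63 and 1080 SSDs). XCL1, a chemokine that draws dendritic cells, was higher in CD56+CD16- by 2.72, GZMK by 2.84, the interleukin 7 receptor gene IL7R by 2.68 and the receptor gene KLRC1 by 2.24. IGFBP4 was higher by 2.80, SPTSSB by 2.86 and CHPT1 by 2.24. GZMB fell by 3.89 to 131 ± 125 from 2075 ± 129 CPM, GZMH fell by 4.56, SPON2 fell by 4.65 and FGFBP2 fell by 4.18. With 1 hashed sample left out, GZMB fell by 4.75 without hashed sample 3, GZMH fell by 5.26 without hashed sample 2 and FGFBP2 fell by 5.01 without hashed sample 1. The chemokine receptor gene CX3CR1 fell by 3.31. The chemokine gene CCL3 had no UMI in CD56+CD16- SSDs and was at least 4.10-fold lower, as were the hemoglobin gene HBA1 at least 9.36-fold, PTGDS at least 7.63-fold and GNPTAB at least 5.81-fold. The 7 genes of the CD56bright NK list summed to 3091 ± 742 CPM in CD56+CD16- and 826 ± 30.2 CPM in CD56+CD16+ cells. The RNA quality list moved as well, with 62663 ± 5630.1 and 98276 ± 1992 CPM. The actin-binding genes CAPG and COTL1 and the antigen-presentation gene HLA-DMB were also higher in CD56+CD16-, by 3.11, 2.90 and 2.13. The 8 genes of the dendritic-cell list summed to 2733 ± 1763 CPM in CD56+CD16- and 379.6 ± 164 CPM in CD56+CD16+ cells, and the classical monocyte list to 2699.6 ± 1718 and 1021 ± 206 CPM. In hashed sample 1 the dendritic-cell list was lower in CD56+CD16-, at 148 against 573 CPM, where HLA-DMB was higher by 0.57 and COTL1 by 2.00, their lowest ratios, and CAPG by 3.71, its highest. With as few as 63 SSDs in all, single genes of CD56+CD16- cells rest on few UMIs.

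**Figure D3:**
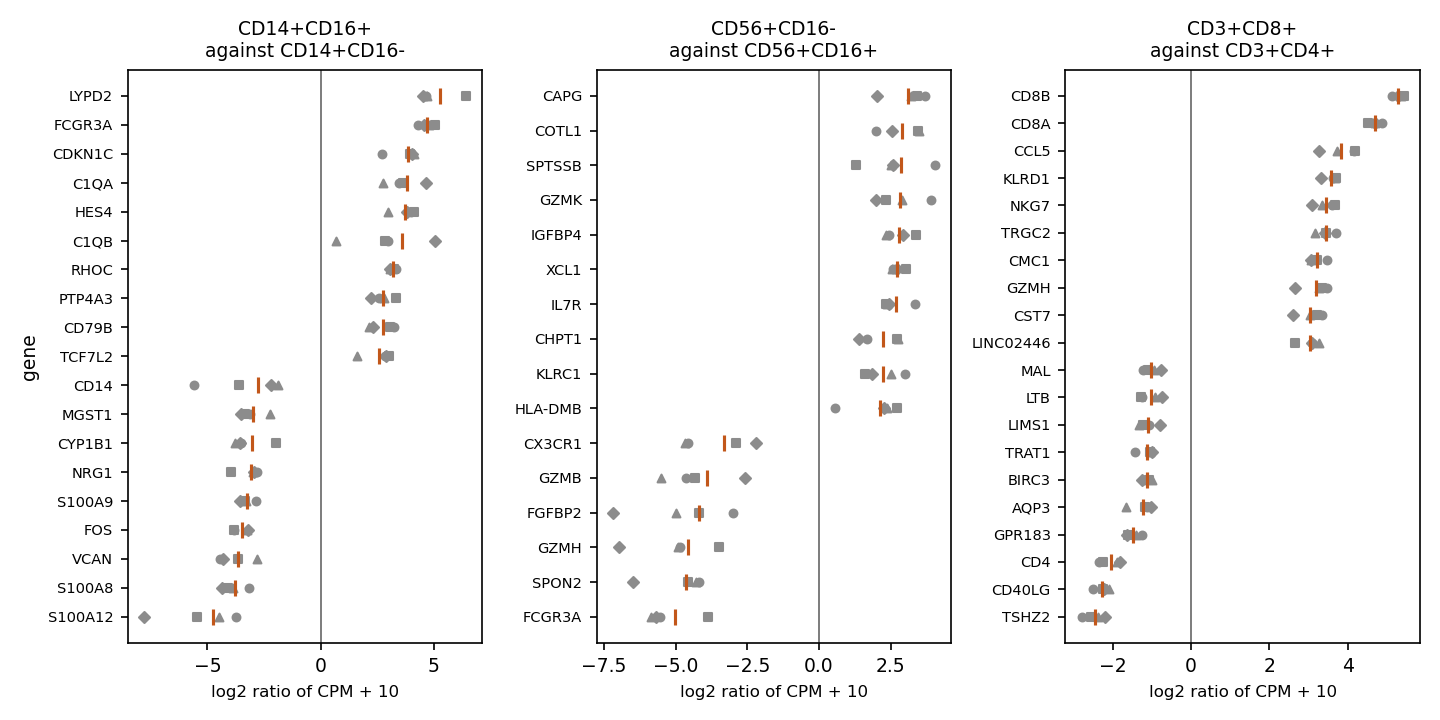
Log2 ratio of CPM, with 10 added to both sides (x axis), of each named gene (y axis) in 3 comparisons of cell types. Grey symbols are the 4 hashed samples and orange bars the log2 ratio of the means, from 5.01 below 0 for FCGR3A among NK cells to 5.29 above 0 for CD8B among T cells, both of which encode a marker of the gates.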

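CD8+ T cells carried more RNA of CCL5, NKG7 and the granzyme gene GZMH than CD4+ T cells did. Over 1855 CD3+CD8+ and 5074 CD3+CD4+ SSDs, the chemokine gene CCL5 was higher in CD3+CD8+ by 3.83 (log2 ratio of mean CPM), with 1977 ± 245 against 130.1 ± 27.2 CPM. NKG7 was higher by 3.43, GZMH by 3.18, KLRD1, a receptor shared with NK cells, by 3.57, CST7 by 3.04, CMC1 by 3.22 and LINC02446 by 3.03. TRGC2, a constant region of the gamma T-cell receptor chain, was higher by 3.43. Other genes were lower in CD3+CD8+ cells. CD40LG, the ligand through which helper T cells activate other immune cells, fell by 2.27, TSHZ2 fell by 2.45, AQP3 fell by 1.23, BIRC3 fell by 1.13, TRAT1 fell by 1.12, LTB fell by 1.04 and MAL fell by 1.01. The guidance receptor gene GPR183 was at 41.0 ± 6.24 against 132 ± 4.82 CPM and LIMS1 at 21.7 ± 4.87 against 58.0 ± 4.52 CPM. The 10 genes of the CD4 T-cell list summed to 4671 ± 74.5 CPM in CD3+CD4+ and 2714 ± 247 CPM in CD3+CD8+ cells, and the 7 genes of the CD8 T-cell list to 229.7 ± 39.4 and 4031 ± 358 CPM. The NK list moved with it, from 702 ± 58.4 to 4494 ± 537 CPM, and CD56+CD16+ NK cells held the CD8 T-cell list at 4458 ± 211 CPM. The dendritic-cell list summed to 9138 ± 867 CPM in CD11+CD14-CD16- cells, against 3658 ± 180.4 CPM in CD14+CD16- monocytes. From low MSM percentages and prior knowledge of PBMCs, the paper concludes that the 8 common clusters are real cell types. It also reports similar shares of them in a run of the same donor with fewer cells loaded.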

Overall, we conclude that the 8 GEM clusters with low MSM percentages represent real cell types in PBMC, in concordance with previous knowledge on PBMCs [19].

To validate the classification results of GMM-Demux, we conducted an additional CITE-seq sequencing experiment over a PBMC sample from the same donor of PBMC-1. The additional CITE-seq experiment measures the same set of surface markers as in PBMC-1. To control the percentage of multiplets, we loaded only 3.2K cells while harvesting ∼ 1.6K GEMs. The online experiment planner estimated percentage of multiplets of this dataset is 1.9%, compared to 23.9% in PBMC-1. We sorted GEMs following the same gating strategy illustrated in Fig. 8. Table 7 records the percentages of the 17 manually gated cell types in both PBMC-1 and the validation dataset. We observe that all 9 phony-type GEM clusters identified in PBMC-1 have much-reduced, close-to-zero presence in the validation dataset, while the 8 pure-type GEM clusters have similar footprints. This confirms the classification results of GMM-Demux.

**Table 7:** Percentages of the 17 cell types in both PBMC-1 and the validation dataset. All phony-type GEM clusters identified in PBMC-1 have close-to-zero presence in the validation dataset, suggesting that these cell types do not really exist and are artifacts of multiplets

Cell type	PBMC-1 (%)	Validation PBMC (%)
CD19^+^ (B cells)	2.72	5.31
CD3^+^CD4^+^ (helper T cells)	37.84	40.03
CD3^+^CD8^+^ (cytotoxic T cells)	12.81	16.22
CD14^+^CD16^-^ (classical monocytes)	12.85	8.79
CD14^+^CD16^+^ (non-classical monocytes)	1.79	0.76
CD56^+^CD16^-^ (CD16^-^ NK cells)	0.84	1.06
CD56^+^CD16^+^ (CD16^+^ NK cells)	8.41	14.60
CD11^+^CD14^-^CD16^-^ (DCs)	1.16	1.06
CD14^+^CD56^+^	0.42	0.08
CD3^+^CD4^+^CD14^+^	2.93	0.00
CD3^+^CD4^+^CD19^+^	0.68	0.08
CD3^+^CD4^+^CD56^+^	1.81	0.00
CD3^+^CD4^+^CD8^+^	2.99	0.42
CD3^+^CD8^+^CD14^+^	0.93	0.15
CD3^+^CD8^+^CD19^+^	0.27	0.12
CD3^+^CD8^+^CD56^+^	0.35	0.08
CD3^+^CD4^+^CD14^+^CD56^+^	0.08	0.00

Table 7 proves that removing MSMs alone does not eliminate all multiplets. None of the phony GEM clusters has a MSM percentage of 100%. All phony GEM clusters have non-negligible fractions of SSMs, which cannot be revealed or removed through sample barcoding alone. 

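Some GEMs with markers of different lineages, such as T cells and monocytes, carried the hashtag of a single hashed sample. Most of them were in the numbers that random pairing of 2 cells gives. The 9 clusters held 538 SSDs, 4.32% of all SSDs, beside 46.8% of all MSMs. CD3+CD4+CD8+ held 115 SSDs, CD3+CD8+CD14+ 67 and CD3+CD4+CD56+ 47. Of the 1888 GEMs of the 8 clusters of 2 cell types, 529 were SSDs. Beside their MSMs, 7.67% (4.90 to 10.5) of the GEMs were in excess of what random pairing of 2 cells gives. This excess counts unclear and negative GEMs with the SSDs, so for SSDs alone it is smaller. The level for 2 cells is a minimum in the paper, so an excess over random pairing that allows for further cells would be larger. The excess was -1.29% (-6.08 to 3.88) in CD3+CD4+CD8+ and -2.59% (-9.78 to 5.57) in CD3+CD4+CD56+, and larger in CD3+CD8+CD14+, where single cells with weak staining stay open. Over the 4 clusters with at least 10 SSDs in each hashed sample, SSDs held 1.27 ± 0.0538 times the mean UMIs per GEM of their parental cell types (SD, n = 4 hashed samples), and 0.634 ± 0.0269 times the sum of both. In these clusters, 15 of 96 list genes, counted anew in each cluster, lay above a level of 0.5 times that of the parent that carries them. They also lay above the other parent, in all 4 hashed samples. They included 5 of 10 T-cell genes and 0 of 10 classical monocyte genes in CD3+CD4+CD14+. An equal mix of both parents lies near this level, so the count follows the parental shares and is no evidence against RNA of either parent. In the MSMs of the same clusters, which were pooled and so had to pass in 1 value and not in 4, 42 genes lay above both levels. The count among SSDs was 24 without hashed sample 1 and 23 without hashed sample 4, 4 with GEMs near the gate boundaries left out, and 1 with edgeR's TMM scaling.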

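Removing the phony-type clusters lowered the estimated share of droplets in which cells of 1 hashed sample had met. Before it, SSMs made up 6.43% (6.26 to 6.61) of the GEMs of PBMC-1 that remain once MSMs, negative and unclear GEMs are set aside (95% interval from resampled GEMs). After it, the share was 2.21% (1.74 to 2.68). The estimate takes every SSD of the 9 clusters to be an SSM, and it is too low by as many of them as are single cells. The excess over random pairing of 2 cells bears on that number but does not fix it. The share after removal was 3.64% with surface markers centred within GEMs and 3.86% with GEMs near the gate boundaries left out of the clusters.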

After removing all phony-type GEM clusters, we estimate the RSSM rate of PBMC-1 is further reduced to 3.29%, from 6.45%.

#### Gating refinement and joint cell-type authentication with transcriptomic data

The selection of the CD14^+^CD16^+^ non-classical monocyte cell and the CD56^+^CD16^+^ NK cells can be further refined with transcriptomic data. Figure 9a and 9b depict the previous surface marker-based classifications of monocyte and NK cells visualized in RNA UMAP plots, respectively. In both figures, we observe fractions of CD16^+^ cells disperse into the CD16^-^ cell groups. Following the assumption that phony-type GEMs inherit RNA profiles from both member cell types, we refine the selection of both CD16^+^ GEM groups by manually removing GEMs that disperse into the CD16^-^ GEM cluster. The refined cell selections are highlighted in Fig. 9c and 9d. 

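CD14+CD16+ monocytes and CD56+CD16+ NK cells were refined by their RNA. A CD16+ GEM was kept when CD16+ GEMs held over 50% of the weight of its nearest monocyte or NK neighbours. Each neighbour was weighted by the inverse of the size of its gate. The CD14+CD16+ gate held 198 GEMs against 2348 CD14+CD16-, and CD56+CD16+ 1233 against 76 CD56+CD16-. A monocyte GEM could thus be kept with few CD16+ neighbours, and an NK GEM removed with few CD16- ones. Of the CD14+CD16+ monocytes, 187 were kept, with 18.2% (12.9 to 24.5) MSMs, and 45.5% of the 11 removed GEMs were MSMs. Of the CD56+CD16+ NK cells, 1081 were kept, with 8.42% (6.83 to 10.2) MSMs, and 19.1% of the 152 removed GEMs were MSMs. The paper removed GEMs by hand on a UMAP plot, a step that the deposited counts do not record. It reasons that GEMs of mixed types carry the RNA of both members.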

After refinement, the MSM percentages of CD14^+^CD16^+^ and CD56^+^CD16^+^ GEM clusters reduce to 9.32% and 6.77%, respectively.

**Fig. 9:**
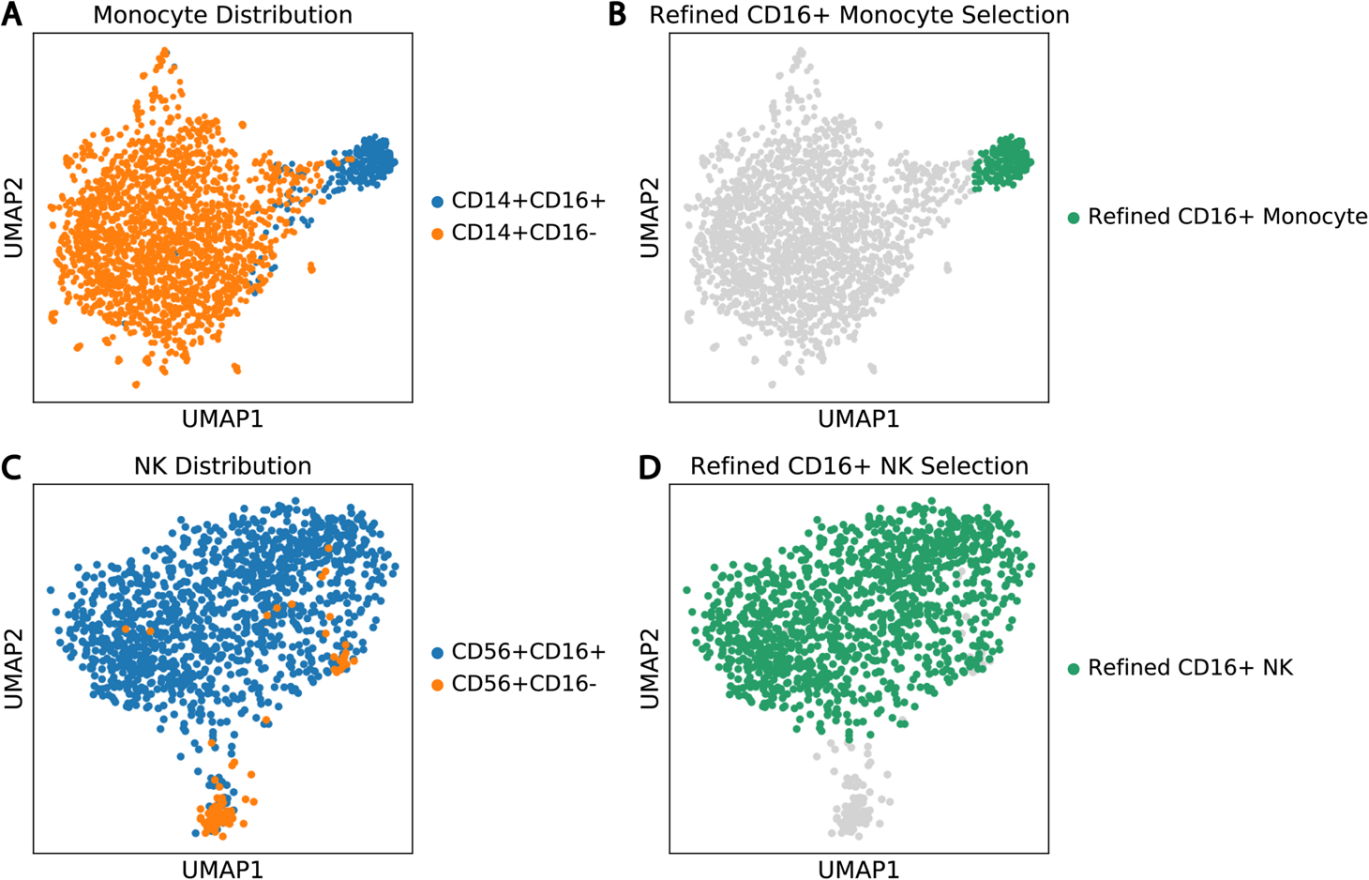
Refinement of the selection of CD16^+^ NK and monocyte GEMs using RNA expression data

We also applied DoubletFinder and Scrublet to the PBMC-1 dataset. Figure 10 displays the GMM-Demux MSM classification result, the distribution of phony-type GEMs in Table 7, and the cross-cell-type multiplet identification results of DoubletFinder and Scrublet. 

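GEMs with markers of different lineages carried RNA that Scrublet reads as a mixture of cell types far more often than common cell types did. At default settings the automatic threshold of Scrublet failed, calling 1 of 15837 GEMs, so the values here use an expected doublet rate of 1 in 8. At both rates the scores told phony-type from common clusters with an AUC of 0.779. Scrublet then called 686 GEMs. It called 23.2% (21.4 to 25.2) of the GEMs of the phony-type clusters and 1.49% (1.29 to 1.72) of those of the common types, and 65.5% (61.8 to 69.0) of the calls lay in phony-type clusters. The share was highest in CD3+CD4+CD14+CD56+ with 50.0% (34.6 to 65.4), and it was 33.5% (27.3 to 40.1) in CD3+CD4+CD56+. Among common types, none of 76 CD56+CD16- NK cells was called, which allows a share of up to 4.74%. MSMs were called in 15.9% and SSDs in 1.68% of cases. Within phony-type clusters, 16.5% of SSDs and 26.0% of MSMs were called. Within common types, 0.861% of SSDs and 6.20% of MSMs were called. DoubletFinder is not analysed here. From the overlap of the 4 plots, the paper reasons that RNA-based calls reinforce its authentication of cell types.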

Comparing the four plots, we observe that phony-type GEM clusters (Fig. 10b) have higher MSM concentrations (Fig. 10a) and house the majority of the cross-cell-type multiplets identified by DoubletFinder and Scrublet (Fig. 10c, d).

**Fig. 10:**
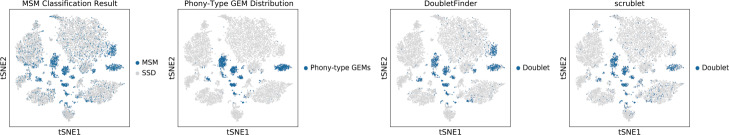
Comparison among the MSM distribution, the phony-type GEM distribution, and the doublet distributions identified by DoubletFinder and Scrublet, in surface marker-based tSNE plots

The DoubletFinder and Scrublet cross-cell-type multiplet identification results reinforce the putative cell-type authentication result of GMM-Demux. A detailed comparison of the MSM percentages and the DoubletFinder-identified doublet percentages of individual putative cell types is provided in Table 8. Putative cell types that have high MSM percentages also have high DoubletFinder-identified cross-cell-type multiplet percentages and vice versa. The concordance between the GMM-Demux authentication result and the RNA-based cross-cell-type multiplet identification results provides support for the correctness of GMM-Demux. Parameter selections for both DoubletFinder and Scrublet are included in Additional file 1: Section S12.

**Table 8:** GMM-Demux-identified MSM percentages and DoubletFinder-identified (DBF) doublet percentages of GEM clusters in Table 7

GEM type	MSM percentage (%)	DBF doublet percentage (%)
CD3+CD4+	11.39	4.67
CD3+CD8+	7.33	2.44
CD19+	6.47	0.00
CD14+CD16+	14.91	0.00
CD14+CD16-	7.00	0.05
CD56+CD16+	9.62	2.64
CD56+CD16-	6.20	0.00
CD11+CD14-CD16-	7.30	0.00
CD3+CD4+CD8+	75.55	52.84
CD3+CD4+CD14+	74.67	42.89
CD3+CD4+CD56+	73.38	47.48
CD3+CD4+CD19+	74.04	48.08
CD3+CD4+CD14+CD56+	84.62	84.62
CD3+CD8+CD19+	73.81	52.38
CD3+CD8+CD56+	75.47	41.51
CD3+CD8+CD14+	73.24	46.48
CD14+CD56+	76.56	48.44
CD56+CD16+ refined	9.32	2.76
CD14+CD16+ refined	6.77	0.00

Additional analysis on the impact of phony-type GEMs in downstream scRNA-seq analysis is provided in Additional file 1: Section S13. We show that phony-type GEMs can confound downstream analysis and degrade RNA clustering accuracy, as well as generating low-quality clusters with high MSM concentrations.

## Discussion

### Related works

Currently, there are three analytical methods for processing sample barcoding data: the heuristic classifier provided by Seurat (or simply Seurat), the heuristic classifier provided by MULTI-seq (or simply MULTI-seq), and the model-based classifier demuxEM. Seurat relies on the *K*-medoid clustering algorithm [11], a probabilistic method [31], to classify MSMs. Assuming there are a total of *M* samples, for each sample, it clusters all GEMs into *M* groups using the *K*-medoid clustering algorithm. Then, it removes the group with the highest mean, combines the remaining groups, fits the combined data with a negative binomial distribution, excludes the top 5% values as outliers, computes the *q*=*t*_*l*_ quantile (*t*_*l*_ is set to 99% by default) of the fitted distribution, and finally tags GEMs with HTO UMI values that are greater than *q* as sample-specific GEMs. If a GEM is classified as cell-enclosing in multiple samples, then Seurat brands it as a MSM.

While Seurat has sufficiently demonstrated the benefit of sample barcoding, it is heuristic-based and is unstable. It includes a number of arbitrary parameters. It does not explain why it fits the data with a negative binomial distribution as opposed to other distributions, nor does it explain why it removes the top 5% values as outliers or sets *t*_*l*_=99*%* as the default value. As we will see in the “Results” section, by setting *t*_*l*_ differently, it generates conflicting results and it is not evident which *t*_*l*_ provides the best result. Furthermore, because it relies on the *K*-medoid clustering algorithm, which generates inconsistent results over repetitive runs, Seurat also generates inconsistent classification results over repetitive executions.

MULTI-seq uses simple quantile cutoffs to classify GEMs. It assumes that the HTO antibody distributions across all samples have similar shapes. By design, MULTI-seq first finds the two maximums that correspond to the two peaks of the two Gaussian components in each HTO distribution (CLR-transformed), termed the on-target ($\mathcal {N}_{high}$) and the off-target ($\mathcal {N}_{low}$) maximums. It then sets a universal quantile HTO count cutoff between the two maximums across all barcodes: GEMs with HTO counts of a sample that exceed the quantile cutoff are classified as containing cells from that sample. GEMs which have HTO counts from a single sample exceeding the quantile cutoff are SSDs, GEMs that have HTO counts from multiple samples exceeding the quantile cutoff are MSMs, and GEMs that do not have any HTO count exceeding the quantile cutoff are negative GEMs. MULTI-seq sets the quantile cutoff in an iterative and heuristic manner: it finds a cutoff that yields the highest count of SSDs across all samples. Then, it classifies all droplets accordingly and removes all negative GEMs. It repeats the process until there is no negative droplet left. MULTI-seq performs a final, reclassification step which uses *K*-means to update the classification of some of the previously classified negative GEMs into SSDs.

The implementation of MULTI-seq, however, depends on an unreliable heuristic. Instead of finding the HTO values that correspond to the two peaks of the two Gaussian components in each HTO distribution, MULTI-seq generates an array of local maximums in each distribution and designates the maxima with the largest HTO count as the on-target maxima of the sample and the maxima that produces the highest peak in the distribution as the off-target maxima of the sample. In doing so, MULTI-seq implicitly assumes that there are always more off-target GEMs than on-target GEMs in each HTO distribution. In reality, when there are only two samples in a sample barcoding experiment, or when one sample has a larger population than the rest combined, then the above assumption of MULTI-seq no longer holds. In those cases, MULTI-seq is not applicable as we show in the “Results” section.

DemuxEM is similar to GMM-Demux in principle: it assumes that HTO antibodies in a GEM come from two separate sources—antibodies from the background and antibodies from sample staining. However, it differs from GMM-Demux in modeling the background antibodies. GMM-Demux models the background antibodies as free-floating antibodies that re-bind to cells in pooling. demuxEM models the background antibodies as free-floating antibodies that never bind to any cell but are encapsulated in the GEM emulsion. As a result, demuxEM derives the background antibody distribution by examining empty droplets—droplets that do not contain any cell, instead of examining the antibody distributions of the cell-enclosing droplets. Through our experiments, we observe that this core assumption of demuxEM is flawed. Most empty droplets have close-to-zero antibody counts in all samples while most cell-enclosing droplets (GEMs) have decent antibody counts in all samples. As a result, demuxEM underestimates the background antibody distribution, which reduces its classification accuracy, as our simulation shows. A more detailed analysis of background antibodies is provided in Additional file 1: Section S11.

Finally, none of the above methods proposes a model for the GEM formation process and none of them models SSMs. As a result, they are incapable of estimating the post-MSM-removal multiplet percentages and they cannot authenticate putative cell types.

Prior to sample barcoding, multiplets can be identified experimentally by mixing samples of different donors. The most reliable method of finding multiplets involves mixing cells of different species [6, 13, 18, 48]. Multiplets are identified as GEMs whose reads are confidently mapped across multiple species. However, this method does not work when mixing samples of the same species. Instead, when working with samples of the same species, as long as the donors show sufficient amount of genetic variations, then multiplets can be identified as GEMs which contain distinct genetic signatures from multiple donors [12]. Unfortunately, neither method works when samples come from a single donor, which limits their applicability in scaling up single cell experiments. Sample barcoding, on the other hand, is capable of identifying multiplets even when samples are drawn from the same donor.

Besides the aforementioned methods, it is also plausible to identify some doublets through examining single cell expression profiles. When working with assays that contain multiple cell types, under the assumption that cells of the same type have highly similar expression profiles while cells of different cell types have drastically different expression profiles, multiplets are identified as small GEM groups whose expression profiles share similarities to multiple distinct large GEM groups or to multiple expression profiles of known distinct cell types [35, 48]. This idea can be further expanded to artificially create synthetic doublets from a single cell dataset and detect doublets by selecting GEMs whose expression profiles resemble synthetic doublets [22, 44]. While the idea has shown promise, a major limitation of RNA-based doublet finding studies is the lack of reliable evaluation mechanisms. The most reliable evaluation methods that are employed in these studies are still cross-species validation, cross-donor validation, and cross-cell-type validation. In cross-cell-type validations, cell types of distant expression profiles are employed to secure reliable identifications of phony cell types. GMM-Demux supplements RNA-based doublet finding studies by providing an additional means for evaluating the efficacy of their doublet identification results.

Sample barcoding provides an additional domain to the above experimental methods and has a wider applicability. Cross-species, cross-donor, and cross-cell-type multiplet identification methods rely on biological features of their respective domains, while sample barcoding gives the end users the freedom to customize the experiment, fine-tune the multiplet detection resolution, and bypass the reliance on biological features. For instance, in our Memory T dataset, cells of all five samples come from the same donor and consist of a single cell type. None of the traditional multiplet identification methods is applicable to this experiment, as there is only a single species, a single donor and a single cell type. Sample barcoding-based multiplet detection methods, such as GMM-Demux, demuxEM, and MULTI-seq, remain functional as they do not rely on a specific set of biological features. GMM-Demux, specifically, is able to work in junction with multiplet identification methods of other domains (when possible). It can use the sample barcoding information to authenticate multiplet classifications predicted by methods of other domains (when applicable).

There are only a few prior studies on modeling multiplet rates. Demuxlet [12], a genetic variation-based multiplet identifier, models the singlet rate as $(1-d_{0})^{\frac {Y}{Y_{0}}}$, where *Y* is the planned number of cells and *d*_0_ is the observed doublet rate (obtained through a mixed-species experiment) when loading *Y*_0_ cells in library preparation. By default, Demuxlet assumes *d*_0_=0.01 with *Y*_0_=1*K*. Although not elaborated in the Demuxlet paper, we notice that the singlet rate equation in Demuxlet bears a striking resemblance to the singlet rate equation used by GMM-Demux. Specifically, within the range of *Y*∈[1*K*,40*K*], ${(1-\frac {1}{100})^{\frac {Y}{1,000}} \simeq (1-\frac {1}{(100,000)})^{Y}}$. This is because the curve $f(x) = (1 - \frac {x}{100,000})^{\frac {Y}{x}}$ is almost flat within *x*∈[1,10,000]. Hence, the singlet formula used by Demuxlet under *d*_0_=0.01 and *Y*_0_=1*K* can be approximately explained by GMM-Demux as randomly partitioning *Y* cells among a total of *X*=100*K* cell-assay droplets. Despite apparent similarities between their formulas, GMM-Demux and Demuxlet employ different underlying statistical mechanics. Demuxlet uses a discriminative model, which uses regression to subjectively model the multiplet rate as a parametrized curve. GMM-Demux, on the other hand, uses a self-explanatory, generative model that directly simulates the GEM formation process. The generative model allows GMM-Demux to estimate the MSM rates of pure-type and phony-type GEM clusters in a sample barcoding dataset, while the discriminative model of Demuxlet does not. The generative model also enables GMM-Demux to accurately simulate multiplets, including both pure-type and phony-type GEMs; singlets; SSMs; and MSMs, whereas Demuxlet cannot.

Alternatively, other works model the number of cells in a GEM with Poisson distributions [3, 7, 25]. A major downside of this branch of methods is the difficulty in estimating the model parameters. A Poisson model uses the average number of cells in a GEM as its parameter. However, this number changes when the number of loaded cells changes. As a result, these models cannot be readily used for experiment planning. Interestingly, Poisson distribution is a special case of the binomial distribution, where the number of probabilistic experiments in the binomial process (*X*, in this case) approaches infinity [28]. Poisson distribution is often used as a numerical approximation of binomial distributions, especially when the number of droplets (X) is large and the average number of cells in a droplet is small. Poisson distribution-based multiplet rate estimators in fact support the GEM formation model of GMM-Demux and can be considered as numerical approximations of GMM-Demux.

Despite outperforming existing methods, the underlying assumptions of GMM-Demux impose a number of limitations. First, GMM-Demux assumes a wide gap in the HTO concentrations before and after sample pooling. HTO concentration gaps are key to defining the two peaks in the bimodal distribution of HTO UMI counts. Although from our observation, the two peaks are always well defined and are always far apart from each other in the HTO UMI count distributions, this is not 100% guaranteed, especially when the sample number is low (e.g., *M*=2). When pooling fewer samples together, the HTO concentration reduction by pooling could diminish. However, this is more of a limitation of the sample barcoding technology, rather than a limitation of GMM-Demux. Based on the premise of the sample barcoding technology, which strives to tag only sample-specific cells with HTOs, we believe that the bimodal distribution assumption should always hold. Second, the online experiment planner requires prior knowledge of the number of cell-assay droplets generated by the library preparation equipment. We suggest users profile their library preparation equipment once with GMM-Demux for the cell-assay droplet count and use the profiled number in future experiment planning. While it is logical to assume that the same library preparation equipment generates the same number of cell-assay droplets over repetitive runs, this is yet to be confirmed. In reality, based on the total volume of the loaded cell assay, the total count of cell-assay droplets could vary, even if the cell-assay pump operates at a constant frequency. Such variation, however, does not affect the MSM classifier, the SSM rate estimator, or the putative cell-type authenticator. It only affects the online experiment planner and can be potentially alleviated by running the experiment planner with a suite of likely cell-assay droplet configurations. Third, GMM-Demux cannot identify phony-type GEMs on its own. Rather, GMM-Demux authenticates pre-clustered, potential cell type-defining GEM groups. The efficacy of the cell-type authentication result depends on the quality of the clustering input: GMM-Demux is able to accurately classify GEM groups into pure-type and phony-type GEM clusters if the clustering input has high fidelity (GEMs of different cell types are organized into individual clusters). Otherwise, given a low-quality clustering input, GMM-Demux will label most clusters as mixture GEM clusters. By decoupling clustering from cell-type authentication, GMM-Demux provides the end users the freedom of selecting and customizing the clustering algorithm that best fits their specific applications. Finally, GMM-Demux assumes cells are partitioned into droplets independently. This model does not consider the volume taken up by each cell. A more realistic model would assign diminishing likelihoods to having additional cells partitioned into a droplet as more cells accumulate in the droplet. To that end, GMM-Demux does not take cell size differences into consideration either. As cells differ in size, a more accurate model would assign a smaller likelihood to having two large cells partitioned into the same droplet than that of two small cells. Unfortunately, the cell size and droplet size information is not readily available in sample barcoding data, which limits us from studying the effect of cell size on multiplet rates. Nevertheless, given that the probability of a droplet containing more than three cells is already close to zero according to our current droplet formation model, and the fact that the cell-assay droplet size has to be large enough to accommodate the largest possible cell in a tissue, we believe it is unnecessary to further complicate the GEM formation model to include the cell size information.

We further benchmarked GMM-Demux with an additional 4-HTO colonoscopic biopsy cell-hashing experiment from paired inflamed and uninflamed biopsies from a patient with Crohn’s disease. We observed results that are in concordance with the PBMC and the Memory T datasets in the “Results” section. The medical use-only colonoscopic biopsy dataset is excluded from the main results because of privacy constraints.

## Conclusion

In this paper, we proposed a model-based Bayesian framework, GMM-Demux, for detecting sample barcoding-detectable multiplets in a sample barcoding dataset, estimating the percentage of sample barcoding-undetectable multiplets in the remaining dataset, predicting the multiplet rates of planned future sample barcoding experiments, and validating the existence of putative cell types. At its core, GMM-Demux uses Gaussian mixture models to identify GEMs that contain sample-specific cells and then uncovers MSMs by selecting GEMs that contain cells from multiple samples. We showed that GMM-Demux accurately and consistently classifies GEMs into SSDs and MSMs and generates more accurate and more consistent results when compared against existing methods. We further proposed a GEM formation model to estimate the SSM rate in a sample barcoding dataset. The GEM formation model describes the GEM formation process as an augmented binomial process. We showed that the GEM formation model accurately characterizes the GEM formation process. We built an online experiment planner that estimates the multiplet rate of planned future sample barcoding (or an ordinary single cell) experiments. Then, we used the online experiment planner to generate a series of multiplet profiles under various experimental setups. Finally, we proposed putative cell type authenticator that authenticates the existence of putative cell type-defining GEM clusters, and showed that GMM-Demux correctly identifies phony-type GEM clusters in single cell datasets.

GMM-Demux is the first work that is able to not only accurately and consistently classify sample barcoding-detectable MSMs in a sample barcoding dataset, but also estimate the undetectable SSM rates among the remaining SSDs. Furthermore, GMM-Demux is the first work attempting to model the GEM formation process using a generative model. GMM-Demux incorporates its GEM formation model into an online experiment planner that is capable of anticipating experimental outcomes of planned sample barcoding experiments, and it is a first in systematically verifying the legitimacy of putative cell types using sample barcoding information.

In our future work, we intend to perform more sample barcoding experiments with different tissues and investigate the underlying mechanisms that govern the number of cell-assay droplets and the capture rate in a sample barcoding experiment. We seek to expand the GEM formation model and use it to detect false lineage discoveries and false cell-type discoveries in single cell data analysis. We also plan to investigate how to identify SSMs within SSDs.

## Methods

GMM-Demux is built around four goals: (1) separate MSMs from SSDs in a sample barcoding dataset; (2) estimate singlet and SSM rates of a sample barcoding dataset; (3) plan future sample barcoding experiments—estimate the anticipated MSM, SSM, and singlet rates of a planned future experiment; and (4) determine whether a homogeneous GEM cluster is a pure-type GEM cluster. GMM-Demux has two separate components: (1) a Gaussian mixture model-based MSM classifier and (2) a model-based SSM rate estimator. The MSM classifier classifies GEMs into MSMs and SSDs using Gaussian mixture models and computes the likelihood of each classification. The SSM rate estimator estimates the SSM and the singlet rate of the dataset. The SSM rate estimator models the GEM formation process as an augmented binomial process. It infers the latent parameters of the model, such as the number of cells of each sample and the number of cell-assay droplets formed during sequencing, from observed variables, including the number of cell-enclosing GEMs of each sample and the number of MSMs of each sample pair. Finally, the SSM rate estimator computes the estimated singlet and SSM rates of each sample with the inferred latent parameters. With the GEM formation model, GMM-Demux determines whether a proposed homogeneous GEM cluster is a pure-type GEM cluster, a phony-type GEM cluster, or a mixture cluster.

Based on the GEM formation model, we build an online sample barcoding experiment planner that estimates the multiplet rates of future sample barcoding experiments. Researchers can use the experiment planner to anticipate the outcome of a sample barcoding experiment without actually conducting the experiment. The online experiment planner takes the number of cells planned for sequencing as well as the number of samples planned for sample barcoding as inputs and outputs of the estimated MSM, SSM, and singlet rates of the anticipated outcome.

### Multi-sample multiplet (MSM) classifier

The MSM classifier pre-processes the HTO matrix with centered-log-ratio (CLR) normalization [35, 36]. CLR normalizes the HTO UMI counts of each GEM column-wise (sample-wise) as follows:

1 $$ x_{i}^{l} = \text{log} \frac{\bar{x}_{i}^{l}}{(\prod_{j=1}^{n} \bar{x}_{j}^{l})^{\frac{1}{n}}}  $$

Here, $x_{i}^{l}$ denotes the CLR-normalized HTO UMI count of the *l*th sample in the *i*th GEM (the *i*th row and the *l*th column of the HTO matrix); $\bar {x}_{i}^{l}$ denotes the original HTO UMI count of the *l*th sample in the *i*th GEM and *n* denotes the total number of GEMs.

The distributions of the CLR-transformed HTO UMI counts of a 4-sample cell-hashing experiment are illustrated in Fig. 11. From this figure, we observe that for each sample, the CLR-transformed HTO UMI counts follow a bimodal distribution which resembles a mixture of two Gaussian distributions. GMM-Demux models the HTO UMI count distribution with an aggregated two-Gaussian distribution mixed model. We color the two distributions as red and green, respectively, in Fig. 11. For a specific sample $\hat {l}$ ($l=\hat {l}$), the Gaussian distribution with the smaller mean, $\mathcal {N}_{low}^{\hat {l}}(\mu _{low}^{\hat {l}},\,(\sigma _{low}^{\hat {l}})^{2})$ (in red), accounts for GEMs that do not contain cells from $\hat {l}$ ($\hat {l}$-cell-free GEMs). The other distribution, $\mathcal {N}_{high}^{\hat {l}}(\mu _{high}^{\hat {l}},\,(\sigma _{high}^{\hat {l}})^{2})$ (in green), on the contrary, models GEMs that contain cells from $\hat {l}$ ($\hat {l}$-cell-enclosing GEMs). It is worth noting that GEMs from $\mathcal {N}_{low}^{\hat {l}}(\mu _{low}^{\hat {l}},\,(\sigma _{low}^{\hat {l}})^{2})$ still have positive HTO counts. In cell hashing, when cell assays of all samples are pooled together, free-floating HTO antibodies that have not yet bound to any cell still exist in the solution, as shown in Additional file 1: Figure S2. These residual free-floating HTO antibodies bind randomly to all cells from all samples (the restaining step in Additional file 1: Figure S2). However, as cell assays are pooled together, antibodies are diluted; hence, $\mathcal {N}_{low}^{\hat {l}}(\mu _{low}^{\hat {l}},\,(\sigma _{low}^{\hat {l}})^{2})$ has a lower mean ($\mu _{low}^{\hat {l}} < \mu _{high}^{\hat {l}}$).

**Fig. 11:**
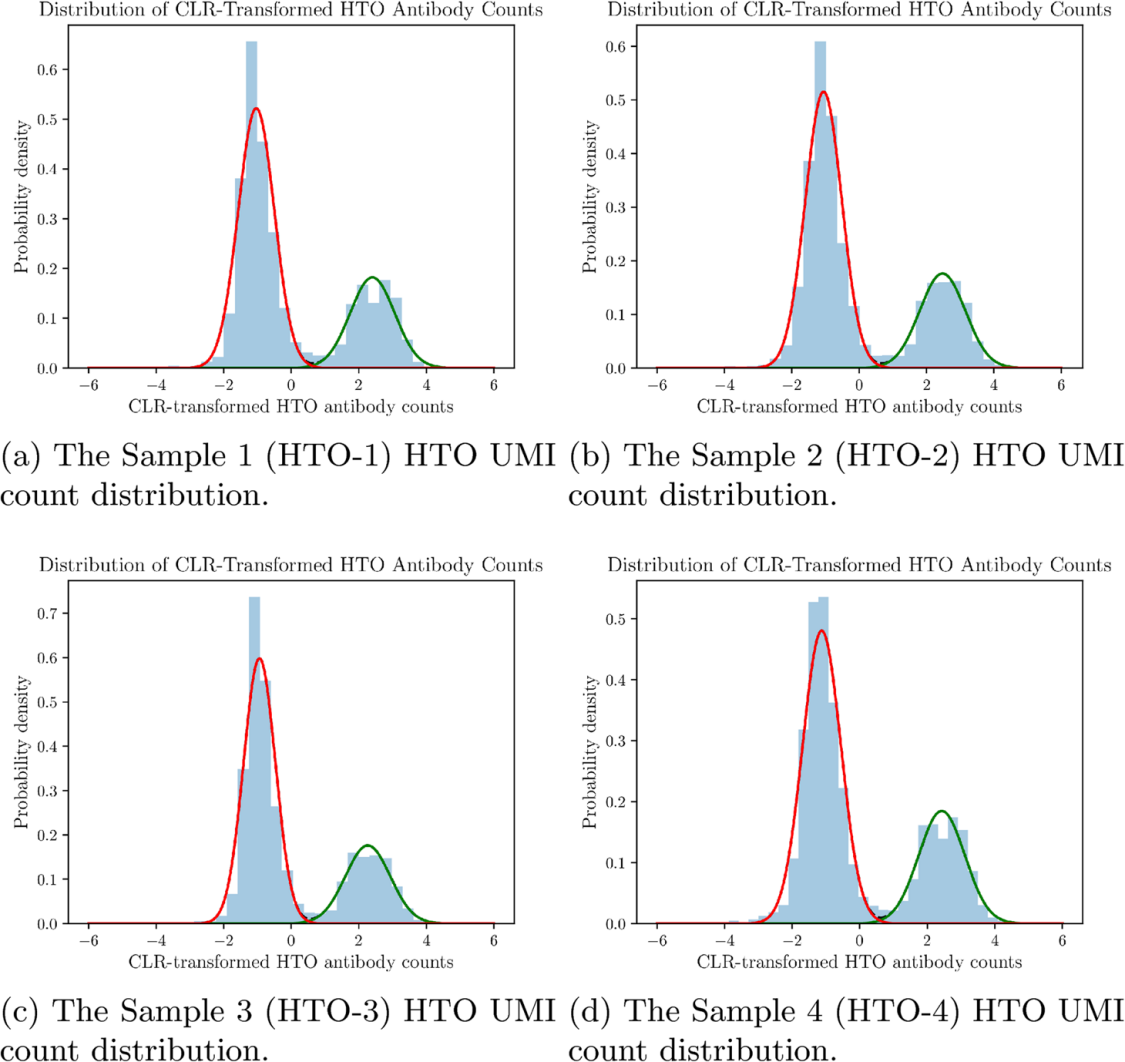
Distributions of CLR-transformed HTO UMI counts from a 4-sample cell-hashing experiment. Each distribution is decomposed into two Gaussian distributions, $\mathcal {N}_{high}(\mu _{high}^{\hat {l}},\,(\sigma _{high}^{\hat {l}})^{2})$ and $\mathcal {N}_{low}(\mu _{low}^{\hat {l}},\,(\sigma _{low}^{\hat {l}})^{2})$. $\mathcal {N}_{high}(\mu _{high}^{\hat {l}},\,(\sigma _{high}^{\hat {l}})^{2})$ represents the HTO UMI count distribution of cell-enclosing GEMs. $\mathcal {N}_{low}(\mu _{low}^{\hat {l}},\,(\sigma _{low}^{\hat {l}})^{2})$ represents the HTO UMI count distribution of cell-free GEMs

GEMs from $\mathcal {N}_{high}^{\hat {l}}(\mu _{high}^{\hat {l}},\,(\sigma _{high}^{\hat {l}})^{2})$, on the other hand, bind with HTO antibodies prior to pooling of samples. Before pooling, HTO antibodies have much higher concentrations. As a result, $\mathcal {N}_{high}^{\hat {l}}(\mu _{high}^{\hat {l}},\,(\sigma _{high}^{\hat {l}})^{2})$ has a higher mean.

For each sample, GMM-Demux uses its Gaussian mixture model to find GEMs that contain cells from the sample. Given a GEM, *i*, and a sample $\hat {l}$, GMM-Demux tests whether $x_{i}^{\hat {l}}$ originates from the $\mathcal {N}_{high}^{\hat {l}}(\mu _{high}^{\hat {l}},\,(\sigma _{high}^{\hat {l}})^{2})$ distribution of $\hat {l}$: if $x_{i}^{\hat {l}}$ originates from $\mathcal {N}_{high}^{\hat {l}}(\mu _{high}^{\hat {l}},\,(\sigma _{high}^{\hat {l}})^{2})$, then *i* must contain cells from $\hat {l}$; otherwise, $x_{i}^{\hat {l}}$ must belong to $\mathcal {N}_{low}^{\hat {l}}(\mu _{low}^{\hat {l}},\,(\sigma _{low}^{\hat {l}})^{2})$, which means GEM *i* does not contain cells from $\hat {l}$.

Let $Z_{i}^{\hat {l}}=high$ denote the event that $x_{i}^{\hat {l}}$ originates from $\mathcal {N}_{high}^{\hat {l}}(\mu _{high}^{\hat {l}},\,(\sigma _{high}^{\hat {l}})^{2})$ and $Z_{i}^{\hat {l}}=low$ denote the event that $x_{i}^{\hat {l}}$ originates from $\mathcal {N}_{low}^{\hat {l}}(\mu _{low}^{\hat {l}},\,(\sigma _{low}^{\hat {l}})^{2})$. Let $P(Z_{i}^{\hat {l}}=high)$ and $P(Z_{i}^{\hat {l}}=low)$ denote the prior probability of GEM *i* originating from $\mathcal {N}_{high}^{\hat {l}}(\mu _{high}^{\hat {l}},\,(\sigma _{high}^{\hat {l}})^{2})$ and $\mathcal {N}_{low}^{\hat {l}}(\mu _{low}^{\hat {l}},\,(\sigma _{low}^{\hat {l}})^{2})$, respectively. Then, the probability of observing HTO count value $x_{i}^{\hat {l}}$ in GEM *i* equals to:

2 $$ P(x_{i}^{\hat{l}}) = P(x_{i}^{\hat{l}} \mid Z_{i}^{\hat{l}}=high) \cdot P(Z_{i}^{\hat{l}}=high) + P(x_{i}^{\hat{l}} \mid Z_{i}^{\hat{l}}=low) \cdot P(Z_{i}^{\hat{l}}=low)  $$

where $P(x_{i}^{\hat {l}} \mid Z_{i}^{\hat {l}}=high) \sim \mathcal {N}_{high}^{\hat {l}}(\mu _{high}^{\hat {l}},\,(\sigma _{high}^{\hat {l}})^{2})$ and $P(x_{i}^{\hat {l}} \mid Z_{i}^{\hat {l}}=low) \sim \mathcal {N}_{low}^{\hat {l}}(\mu _{low}^{\hat {l}},\,(\sigma _{low}^{\hat {l}})^{2})$.

GMM-Demux computes the mean and the standard deviation of $\mathcal {N}_{high}^{l}(\mu _{high}^{\hat {l}},\,(\sigma _{high}^{\hat {l}})^{2})$ and $\mathcal {N}_{low}^{l}(\mu _{low}^{\hat {l}},\,(\sigma _{low}^{\hat {l}})^{2})$, as well as the prior probabilities $P(Z_{i}^{l}=high)$ and $P(Z_{i}^{l}=low)$ of each sample *l* using the Expectation Maximization (EM) Technique [34].

With all Gaussian mixture models computed across all samples, for each GEM *i*, GMM-Demux computes the posterior probability of GEM *i* containing cells from sample $\hat {l}$. Let $P(Z_{i}^{\hat {l}}=high \mid x_{i}^{\hat {l}})$ denote the posterior probability of $x_{i}^{\hat {l}}$ originating from $\mathcal {N}_{high}^{\hat {l}}(\mu _{high}^{\hat {l}},\,(\sigma _{high}^{\hat {l}})^{2})$, and $P(Z_{i}^{\hat {l}}=low \mid x_{i}^{\hat {l}})$ denote the probability of $x_{i}^{\hat {l}}$ originating from $\mathcal {N}_{high}^{\hat {l}}(\mu _{high}^{\hat {l}},\,(\sigma _{high}^{\hat {l}})^{2})$. Both posterior probabilities ($P(Z_{i}^{\hat {l}}=high \mid x_{i}^{\hat {l}})$ and $P(Z_{i}^{\hat {l}}=low \mid x_{i}^{\hat {l}})$) are computed using Bayes’ rule:

3 $$ \arraycolsep=1.4pt\def\arraystretch{2.2} \begin{array}{ll} P(Z_{i}^{\hat{l}}=high \mid x_{i}^{\hat{l}}) = \frac{P(x_{i}^{\hat{l}} \mid Z_{i}^{\hat{l}}=high) \cdot P(Z_{i}^{\hat{l}}=high)} {P(x_{i}^{\hat{l}})} \\ P(Z_{i}^{\hat{l}}=low \mid x_{i}^{\hat{l}}) = \frac{P(x_{i}^{\hat{l}} \mid Z_{i}^{\hat{l}}=low) \cdot P(Z_{i}^{\hat{l}}=low)} {P(x_{i}^{\hat{l}})} \end{array}  $$

The probability ($P(i \in SSD_{\hat {l}})$) of *i* being a single-sample droplet (SSD) of sample $\hat {l}$ ($SSD_{\hat {l}}$) can be computed as:

4 $$ P(i \in SSD_{\hat{l}}) = P(Z_{i}^{\hat{l}}=high \mid x_{i}^{\hat{l}}) \cdot \prod_{l \neq \hat{l}} P(Z_{i}^{l}=low \mid x_{i}^{l})  $$

The probability of *i* being a multi-sample multiplet (MSM) can be computed as:

5 $$ P(i \in MSM) = 1 - \sum_{l} P(i \in SSD_{l})  $$

GMM-Demux classifies GEMs by ranking above probabilities: a GEM *i* is classified as a SSD of $\hat {l}$ if $P(i = SSD_{\hat {l}})$ is the largest among all, or as a MSM if *P*(*i*=*MSM*) is the largest among all.

In fact, GMM-Demux is able to compute the probability of a GEM containing cells of any specific multi-sample configuration. Assume *U* is a set of samples (e.g., sample *l*_1_ and sample *l*_4_). The probability of GEM *i* containing cells from *U*, *MSM*_*U*_, can be computed by:

6 $$ P(i \in MSM_{U}) = \prod_{l \in U} P(Z_{i}^{l}=high \mid x_{i}^{l}) \cdot \prod_{l \notin U} P(Z_{i}^{l}=low \mid x_{i}^{l})  $$

This allows GMM-Demux to not only identify and count SSDs, but also identify and count MSMs of specific sample combinations in a sample barcoding dataset. Counting MSMs of specific sample combinations is key to verifying the correctness of the SSM rate estimator, as we will show in later sections.

GMM-Demux lets the user specify a confidence cutoff *c* to filter out uncertain classifications. Sometimes, GEMs have HTO UMI counts that reside in the junction area between $\mathcal {N}_{high}^{l}(\mu _{high}^{\hat {l}},\,(\sigma _{high}^{\hat {l}})^{2})$ and $\mathcal {N}_{low}^{l}(\mu _{low}^{\hat {l}},\,(\sigma _{low}^{\hat {l}})^{2})$ on a HTO sample dimension. Such GEMs produce ambiguous classification results: they have similar likelihoods between multiple classifications, which typically are all below 0.5. Uncertain GEMs are pruned by the confidence cutoff *c*: GEMs with maximum probabilities across all classifications which are less than *c* are deemed *uncertain GEMs* and are removed from the population. By tweaking *c*, GMM-Demux allows users to adjust the level of rigorousness in identifying SSDs and MSMs.

### Same-sample multiplet (SSM) rate estimator

As previously discussed, sample barcoding cannot distinguish SSMs from singlets. While GMM-Demux does not seek to identify SSMs in SSDs, it estimates the percentage of SSMs and singlets in each sample using the SSM rate estimator. Estimating the SSM rate in a dataset is critical for quality control. SSM rate represents the noise level of a sample. Samples with high SSM rates have low quality and should be removed.

GMM-Demux estimates the percentage of SSMs among all GEMs using a probabilistic model that models the entire GEM formation process in sample barcoding. The GEM formation process occurs after pooling of samples and governs the subsequent random distribution of cells into GEMs. GMM-Demux models the GEM formation process as an augmented binomial process: it assumes that after pooling of samples, the entire cell assay is divided into a finite number of droplets, called cell-assay droplets. Each cell is randomly and independently partitioned into a cell-assay droplet. During the single cell barcoding process, a fraction of all cell-assay droplets are combined with gel beads and form GEMs. The rest of the cell-assay droplets do not form GEMs and will not be sequenced. We use the term *droplet capture rate* to denote the probability that a cell-assay drop is combined with a gel bead. GEMs, which contain both cell-enclosing cell-assay droplets and gel beads, are recovered after sequencing and are summarized in a HTO matrix. A detailed illustration of the GEM formation model is provided in Additional file 1: Section S1.

The rates of multiplets, including both SSM rates and MSM rates, are modeled as the probability of having multiple cells (from the same or different samples) partitioned into the same cell-assay droplet. A major challenge for this method is that key parameters, namely the number of cells in each sample, the droplet capture rate, and the total number of cell-assay droplets, are not directly observable. Instead, from the MSM classifier, we observe the number of sample-specific GEMs as well as the number of MSMs of any sample pair. Combined with the prior knowledge of the estimated total number of cells loaded for sample barcoding, the SSM rate estimator derives the latent parameters of the model and uses the complete model to estimate the multiplet rates of the dataset.

#### Modeling multiplets

The SSM rate estimator models the GEM formation process as follows: Assume there are a total of *X* cell-assay droplets. Also assume there are *y*_*l*_ cells in a sample, *l*, with *Y* denoting the overall population of all cells, or $Y = \sum _{l} y_{l}$. The model assumes that each cell is independently and randomly partitioned into a cell-assay droplet. Consequently, a cell has a probability of 1/*X* to reside within a specific cell-assay droplet. Assuming that no bias exists among cells from different samples, then the probability of a cell-assay droplet, *i*, being a singlet, given that *i* is not empty, can be calculated as:

7 $$ P(i \in \text{\texttt{singlet}} \mid i \in \mathtt{non{\text -}empty}) \approx \frac{\mathbb{E}[\#_{\text{\texttt{singlets}}}]}{\mathbb{E}[\#_{\mathtt{non{\text -}empty\ drops}}]}  $$

where $\mathbb {E}[\#_{\text {\texttt {singlets}}}]$ is the expected number of singlets and $\mathbb {E}[\#_{\mathtt {non{\text -}empty drops}}]$ is the expected number of non-empty cell-assay droplets. For simplicity, in the rest of this paper, we refer to cell-assay droplets simply as droplets.

Since cells are randomly partitioned into droplets, $\mathbb {E}[\#_{\text {\texttt {singlets}}}]$ can be computed from a binomial model. Specifically, we have ${\mathbb {E}[\#_{\text {\texttt {singlets}}}] = X \cdot P(i \in {\text {\texttt {singlet}}})}$, where *P*(*i*∈singlet) denotes the probability of having one and only one cell, out of a total of *Y* cells, residing in *i*. All other cells are partitioned into other droplets. Mathematically, we have:

8 $$ \mathbb{E}[\#_{\text{\texttt{singlets}}}] = X \cdot \binom{Y}{1} \frac{1}{X} (1 - \frac{1}{X})^{Y-1}  $$

Similarly, the expected number of non-empty droplets can be computed as $\mathbb {E}[\#_{\mathtt {non{\text -}empty\ drops}}] = X \cdot P(i \in {\mathtt {non{\text -}empty\ drops}})$. *P*(*i*∈non-emptydrops) is the probability of *i* being non-empty, and it equals to 1−*P*(*i*∈emptydrops). According to binomial distribution, *P*(*i*∈emptydrops) equals to the probability of all cells residing in droplets other than *i*. Overall, we have:

9 $$ \mathbb{E}[\#_{\mathtt{non{\text -}empty\ drops}}] = X \cdot (1 - (1 - \frac{1}{X})^{Y})  $$

Equally, the probability of *i* being a MSM given *i* is not empty, *P*(*i*∈MSM), can be computed as:

10 $$ P(i \in \text{\texttt{MSM}} \mid i \in \mathtt{non{\text -}empty}) = 1 - \frac{P(i \in \text{\texttt{SSD}})}{P(i \in \mathtt{non{\text -}empty})}  $$

with *P*(*i*∈SSD) denoting the probability of *i* being a SSD.

When more than one sample is labeled in sample barcoding, we have $P(i \in {\text {\texttt {SSD}}})= \sum _{l}P(i \in \text {\texttt {SSD}}_{l})$, where *P*(*i*∈SSD_*l*_) is the probability of *i* being a SSD of sample *l*. Let set *D*_*l*_ represent all and only *l*-cell-enclosing droplets and set $D_{l}^{C}$ to represent all and only *l*-cell-free droplets. The probability of *i* being a SSD of sample $\hat {l}$ ($\text {\texttt {SSD}}_{\hat {l}}$) equals the probability of *i* being a cell-enclosing droplet in $\hat {l}$ and a cell-free droplet in all other samples. Based on binomial distribution, the probability of *i* belonging to $D_{\hat {l}}^{C}$, $P(i \in D_{\hat {l}}^{C})$, equals the probability of all cells of $\hat {l}$ residing in droplets other than *i*, which is $(1 - \frac {1}{X})^{y_{\hat {l}}}$. As $D_{\hat {l}}$ and $D_{\hat {l}}^{C}$ complement each other, we have $P(i \in D_{\hat {l}}) = 1 - P(i \in D_{\hat {l}}^{C})$. We expand $P(i \in \text {\texttt {SSD}}_{\hat {l}})$ into the following:

11 $$ P(i \in \text{\texttt{SSD}}_{\hat{l}}) = P(i \in {D_{\hat{l}}}) \cdot \prod_{l\neq\hat{l}}P(i \in D_{l}^{C})  $$

where $P(i \in D_{\hat {l}})$ and $\prod _{l\neq \hat {l}}P(i \in D_{l}^{C})$ can be computed as:

12 $$ \arraycolsep=1.4pt\def\arraystretch{2.2} \begin{array}{ll} P(i \in D_{\hat{l}}) = 1 - P(i \in D_{\hat{l}}^{C}) = 1 - (1 - \frac{1}{X})^{y_{\hat{l}}} \\ \prod_{l\neq\hat{l}}P(i \in D_{l}^{C}) = (1 - \frac{1}{X})^{\sum_{l\neq\hat{l}}y_{l}} \end{array}  $$

Finally, the probability of *i* being a SSM is simply the probability of *i* being neither a MSM nor a singlet. Mathematically, we have:

13 $$ P(i \in \text{\texttt{SSM}}) = 1 - P(i \in \text{\texttt{singlet}}) - P(i \in \text{\texttt{MSM}})  $$

Alternatively, we can compute *P*(*i*∈SSM) as $P(i \in \text {\texttt {SSM}}) = \sum _{l} P(i \in \text {\texttt {SSM}}_{l})$, with *P*(*i*∈SSM_*l*_) denoting the probability of *i* being a SSM of sample *l*. Because a SSD of *l* must be either a SSM of *l* or a singlet of *l*, therefore, event {*i*∈SSM_*l*_∣*i*∈SSD_*l*_} and event {*i*∈singlet_*l*_∣*i*∈SSD_*l*_)} must be collectively exhaustive events. Together, *P*(*i*∈SSM_*l*_) can be computed as:

14 $$ P(i \in \text{\texttt{SSM}}_{l}) = P(i \in \text{\texttt{SSD}}_{l})\cdot (1 - P(i \in \text{\texttt{singlet}}_{l} \mid i \in \text{\texttt{SSD}}_{l}))  $$

Since all singlets of *l* are SSDs of *l*, we have:

15 $$ \arraycolsep=1.4pt\def\arraystretch{2.2} \begin{array}{ll} P(i \in \text{\texttt{singlet}}_{l} \mid i \in \text{\texttt{SSD}}_{l}) \approx \frac{\mathbb{E}[\#_{\text{\texttt{singlets}}_{l}}]}{\mathbb{E}[\#_{\text{\texttt{SSD}}_{l}}]} \\ \mathbb{E}[\#_{\text{\texttt{singlets}}_{l}}] = X \binom{y_{l}}{1} \frac{1}{X} (1 - \frac{1}{X})^{Y-1} \end{array}  $$

The two methods (Eqs. (13) and (14)) of calculating *P*(*i*∈SSM) are equivalent (details are omitted to conserve space).

Overall, given *X* and *y*_*l*_ for every sample *l* of a sample barcoding dataset, the SSM rate estimator estimates the singlet rate (*P*(*i*∈singlet), Eq. (7)), the MSM rate (*P*(*i*∈MSM), Eq. (10)), and the SSM rate (*P*(*i*∈SSM), Eqs. (13) and (14)) of the dataset. Unlike the SSM rate, which can only be inferred indirectly through the GEM formation model, the MSM rate can be obtained both analytically through the GEM formation model and numerically by interpreting the MSM classification result. As a result, we can validate the correctness of the GEM formation model by comparing the MSM rates obtained through both methods. In the “Results” section, we show that both methods provide consistent MSM rates.

We perform simulations to verify the correctness of the above equations. The simulation results are included in Additional file 1: Section S2. Specifically, we repeatedly simulate the GEM formation process. We show that the singlet, SSM, and MSM rates measured from simulations asymptotically match the values analytically computed with above equations.

#### Estimating model parameters

GMM-Demux relies on *X* and *y*_*l*_ of every sample *l* to compute the SSM rates. However, neither *X* nor *y*_*l*_ is directly observable in a sample barcoding dataset. Instead, from the classification result, GMM-Demux observes *z*_*l*_, the number of GEMs in *D*_*l*_.

Let *r*_*cap*_ denote the droplet capture rate. From *z*_*l*_ and a user-provided estimation of the total cell count, *Y*, GMM-Demux computes both *X*, *r*_*cap*_, and *y*_*l*_. For a HTO sample *l*, based on our multiplet model, we have $P(i \in D_{l}^{C} \mid X, y_{l}) = (1 - \frac {1}{X})^{y_{l}}$ (*X* and *y*_*l*_ serve as parameters) and $P(i \in D_{l} \mid X, y_{l}) = 1 - P(i \in D_{l}^{C} \mid X, y_{l})$. Let random variable *Z*_*l*_ denote the number of GEMs that enclose cells from *l* and let *P*(*Z*_*l*_=*z*_*l*_∣*X*,*r*_*cap*_,*y*_*l*_) denote the probability of observing *z*_*l*_*l*-cell-enclosing GEMs under the parameter set [*X*,*r*_*cap*_,*y*_*l*_]. According to the GEM formation model, which models partitioning of cells into droplets with a binomial distribution, we have:

16 $$ {\begin{aligned} \arraycolsep=1.4pt\def\arraystretch{2.2} \begin{array}{ll} P(Z_{l}=z_{l} \mid X,r_{cap},y_{l}) = \binom{X}{\frac{z_{l}}{r_{cap}}} (P(i \in D_{l} \mid X,y_{l}))^{\frac{z_{l}}{r_{cap}}} (P(i \in D_{l}^{C} \mid X,y_{l}))^{X - \frac{z_{l}}{r_{cap}}} \\ P(Z_{1} = z_{1}, Z_{2} = z_{2}, \dots, Z_{M} = z_{M} \mid X,r_{cap},y_{1},y_{2}, \dots,y_{M}) = \prod_{l = 1}^{M} P(Z_{l}=z_{l} \mid X,r_{cap},y_{l}) \end{array} \end{aligned}}  $$

We derive the model parameters by computing:

17 $$ \arraycolsep=1.8pt\def\arraystretch{2.2} \begin{array}{lllll} \begin{aligned} & \underset{X,r_{cap},y_{1},\dots,y_{M}}{arg\,max} & & P(Z_{1} = z_{1}, Z_{2} = z_{2}, \dots, Z_{M} = z_{M} \mid X,r_{cap},y_{1},y_{2}, \dots,y_{M}), \\ & \text{subject to} & & X > 0 \\ & & & \sum_{l=1}^{M} y_{l} = Y \\ & & & y_{l} > 0, \; l = 1, \ldots, M \\ & & & r_{cap} \in [0,1], \end{aligned} \end{array}  $$

where *Y* is the user-provided total number of cells loaded for library preparation, which can be obtained from the hemocytometer.

### Online sample multiplexing experiment planner

The online sample barcoding experiment planner estimates the singlet, SSM, and MSM rates of a planned sample barcoding experiment via the GEM formation model. Specifically, it takes the estimated number of cells (*Y*), the planned number of samples for sample barcoding (*M*), the estimated number of droplets (*X*), and the droplet capture rate (*r*_*cap*_) in library preparation as inputs, and it computes the estimated multiplet rates. The online experiment planner assumes cells are evenly distributed among *M* samples.

The online experiment planner also estimates the relative single-sample multiplet (RSSM) rate, defined as the estimated number of SSMs among SSDs. Mathematically, the RSSM rate is defined as:

18 $$ P(i \in \text{\texttt{SSM}} | i \in \text{\texttt{SSD}}) \approx \frac{\mathbb{E}[\#_{\text{\texttt{SSM}}}]}{\mathbb{E}[\#_{\text{\texttt{SSD}}}]} = \frac{\mathbb{E}[\#_{\text{\texttt{SSM}}}]}{\mathbb{E}[\#_{\text{\texttt{singlet}}}] + \mathbb{E}[\#_{\text{\texttt{SSM}}}]}  $$

The RSSM rate marks the overall quality of a sample barcoding dataset. It represents the percentage of irremovable multiplets among SSDs, after removing all MSMs in the dataset. If the RSSM rate of the estimated outcome is too high, then the planned experiment should be aborted, as the anticipated outcome will be too noisy for downstream analysis. While dividing the cell assay into more samples drives down the RSSM rate, as it reduces $\mathbb {E}[\#_{\text {\texttt {SSM}}}]$, it increases both the cost and the complexity of the experiment. With the multiplet rate estimator, researchers can determine the minimum number of HTO samples to use in a sample barcoding experiment, to save cost while meeting the RSSM rate target.

The online experiment planner computes the multiplet rates as follows:

19 $$ \arraycolsep=1.4pt\def\arraystretch{2.2} \begin{array}{ll} P(i \in \text{\texttt{singlet}}) = \frac{Y(1-\frac{1}{X})^{Y-1}}{X(1-(1-\frac{1}{X})^{Y})} \\ P(i \in \text{\texttt{MSM}}) = \frac{M(1 - (1 - \frac{1}{X})^{\frac{Y}{M}})(1-\frac{1}{X})^{\frac{Y(M-1)}{M}}}{X(1-(1-\frac{1}{X})^{Y})} \\ P(i \in \text{\texttt{SSM}}) = 1 - P(i \in \text{\texttt{singlet}}) - P(i \in \text{\texttt{MSM}}) \\ P(i \in \text{\texttt{RSSM}}) = \frac{P(i \in \text{\texttt{SSM}})}{P(i \in \text{\texttt{SSD}})} \end{array}  $$

The above equations show that the number of samples, *M*, does not affect the singlet rate. The singlet rate is solely determined by *X* and *Y*. However, a greater *M* reduces the SSM rate and increases the MSM rate. Therefore, we conclude that dividing a cell assay into more samples by sample barcoding transforms more SSMs into MSMs. Transforming SSMs into MSMs improves the quality of the dataset. With fewer SSMs, the RSSM rate of the dataset decreases. In comparison, having more MSMs does not affect the quality of the dataset, as MSMs are removed by GMM-Demux.

Given *r*_*cap*_, the online experiment planner also computes the estimated number of cell-enclosing GEMs in the final output, as well as the estimated number of SSDs after removing MSMs. The number of cell-enclosing GEMs, *#*_non-emptyGEM_=*#*_non-emptydrops_·*r*_*cap*_ (*#*_non-emptydrops_ is computed in Eq. (9)). The number of SSDs is computed as *#*_SSD_=*#*_non-emptyGEM_·(1−*P*(*i*∈MSM)).

Among all four inputs, *Y* and *M* are user-controlled while *X* and *r*_*cap*_ are largely dictated by the library preparation equipment. However, based on our observations, we found that *X* mostly varies between 65*K* and 80*K*. To account for the wide ranges of variability of the inputs, the online experiment planner uses sliders for selecting *X*, *Y*, *M*, and *r*_*cap*_, which have ranges of 60*K*– 100*K*, 1*K*– 80*K*, 1–20, and 0–1, respectively. The online experiment planner supports dynamic updates. It computes the estimated multiplet rates in real time as the user updates input parameters. In practice, we recommend that users profile their library preparation equipment once for the total number of droplets (*X*) in a sequencing run, by performing a small-scale sample barcoding experiment, and use the profiled *X* (included in the GMM-Demux output) in planning future experiments.

### Pure-type GEM verification

In novel cell-type identification, a cell-type classifier is used to group GEMs into clusters. Each cluster is assumed to represent a unique cell type. Clusters with average expression profiles that do not match any known cell types are identified as novel cell types [40].

After clustering, phony-type GEMs are grouped into distinct clusters. Phony-type GEM clusters may be incorrectly identified as novel cell types, as their expression profiles do not match known cell types, generating false discoveries. GMM-Demux rectifies true novel cell types by validating if the alleged novel cell-type GEM cluster contains mainly pure-type GEMs. Based on the GEM composition in the cluster, GMM-Demux classifies GEM clusters into three categories: pure-type GEM clusters, phony-type GEM clusters, and mixture clusters. Phony-type GEM clusters contain mostly phony-type GEMs. Pure-type GEM clusters contain mostly pure-type GEMs. Mixture clusters contain large quantities of both pure-type and phony-type GEMs.

Let *G* represent a GEM cluster. GMM-Demux classifies *G* by examining the MSM ratio of *G*. For simplicity, we assume cells are equally randomly divided into the *M* sample barcoding samples. If *G* is a phony-type GEM cluster, the MSM ratio of *G* must be very high. Elaborated in Additional file 1: Section S3, the expected MSM ratio of a phony-type cluster approaches and exceeds $1-\frac {1}{M}$. Otherwise, if *G* is a pure-type GEM cluster, its MSM ratio should not be greater than the MSM ratio of the entire sample barcoding dataset, which is much smaller than $1-\frac {1}{M}$. The MSM ratio reflects the GEM composition of *G*: in a phony-type GEM cluster, all GEMs are multiplets; hence, the MSM ratio of *G*, $r_{\mathtt {MSM_{G}}}$, equals to $r_{\mathtt {MSM_{G}}} = \frac {\#_{\mathtt {MSM_{G}}}}{\#_{\mathtt {SSM_{G}}}+\#_{\mathtt {MSM_{G}}}}$, where $\#_{\mathtt {MSM_{G}}}$ and $\#_{\mathtt {SSM_{G}}}$ denote the number of MSMs and SSMs in *G*, respectively; in a pure-type GEM cluster, however, we have $r_{\mathtt {MSM_{G}}} = \frac {\#_{\mathtt {MSM_{G}}}}{\#_{\mathtt {singlet_{G}}}+\#_{\mathtt {SSM_{G}}}+\#_{\mathtt {MSM_{G}}}}$ instead, where $\#_{\mathtt {singlet_{G}}}$ denotes the number of singlets in *G*. By comparing the two ratios, we observe that pure-type GEM clusters include singlet counts in the denominator, whereas phony-type GEM clusters do not. As a result, the MSM ratio is much higher in phony-type GEM clusters than in pure-type GEM clusters. Complex situations where cells are not evenly distributed among sample barcoding samples are discussed in Additional file 1: Section S3.

GMM-Demux uses hypothesis testing to measure the confidence of each classification. GMM-Demux prepares two hypotheses, the *phony-type hypothesis* and the *pure-type hypothesis*, which assume *G* being a pure-type or a phony-type GEM cluster, respectively. GMM-Demux tests both hypotheses with the binomial test and computes a *p* value for each hypothesis. Based on the hypothesis testing results, GMM-Demux classifies *G* as a pure-type GEM cluster, a phony-type GEM cluster, or a mixture cluster. Details of the hypothesis tests are provided in Additional file 1: Section S3.

Based on the classification result of *G*, GMM-Demux recommends different actions. Being classified as a phony-type GEM cluster suggests that the proportion of pure-type GEMs in *G*, if there exists any, is extremely small and most GEMs in *G* are phony-type GEMs. GMM-Demux recommends excluding *G* from further analysis. Being classified as a mixture cluster suggests that *G* mixes pure-type GEMs and phony-type GEMs together and has non-trivial numbers of GEMs in both categories. This is often a result of poor clustering quality where *G* becomes a super-cluster over several pure-type and phony-type GEM clusters. GMM-Demux recommends refinement over the clustering method and subdividing *G* into pure-type GEM and phony-type GEM sub-clusters. Finally, being classified as a pure-type GEM cluster suggests that it is plausible that *G* defines a real cell type. Further analysis over *G* is recommended.

### Compatibility

The GMM-Demux classifier is compatible with CellRanger-3.1.0 from 10X Genomics. It takes the sample barcoding data of post-filtering, non-empty droplets, in the market matrix (ṁtx) format, together with the estimated number of cells (*Y*), as inputs, and it outputs a double column table as the classification result. The row indices of the output table are GEM barcodes. The two columns are the classification of each GEM and the confidence score of each classification, respectively. With *M* samples, GMM-Demux classifies GEMs into a maximum of 2^*M*^+1 classes. Besides the uncertain class, the negative class, and *M* SSD classes, there are $\binom {M}{2}$ bi-sample classes, $\binom {M}{3}$ tri-sample classes, …and $\binom {M}{M}=1$*M*-sample class. Additionally, GMM-Demux produces a SSM rate summary file, which includes the SSM rate and the RSSM rate of each sample, and a summary file that includes the multiplet rates of the entire dataset. The summary file also includes the estimated number of cell-assay droplets (*X*) and the estimated droplet capture rate (*r*_*cap*_) of the library preparation equipment. Example outputs are provided in Additional file 1: Section S4.

## Supplementary information

**Additional file 1** Supplementary figures

**Additional file 2** Supplementary tables

**Additional file 3** Review history

## Data Availability

The source code of GMM-Demux is accessible at Github [45] under the MIT license and Zenodo [46]. The in-house cell-hashing datasets are available in the Gene Expression Omnibus repository, under accession GSE152981 [47]. The public PBMC cell-hashing dataset is also available in the Gene Expression Omnibus repository, under accession GSE131756 [37]. The colonoscopic biopsy dataset can be shared via a Material Transfer Agreement after it is reviewed by the University of Pittsburgh.

# Supplementary material for: GMM-Demux: sample demultiplexing, multiplet detection, experiment planning, and novel cell-type verification in single cell sequencing
**Source:** Genome Biol. 2020 Jul 30;21:188. doi: 10.1186/s13059-020-02084-2
**Supplement:** Supplementary file 1 — Additional file 1 Supplementary figures

## Supplementary Methods and Results

### 1 Modeling the General Droplet Formation Process

Outlined in the original droplet-seq paper[18], in droplet-based single cell library preparation, GEMs are formed by “co-flowing” two aqueous solutions across an oil channel to form nanoliter-sized droplets. One flow contains gel beads, microcapsules that contain barcoded microparticles suspended in a lysis buffer. The other flow contains the cell assay, which is a HTO-tagged cell suspension. Figure S1 illustrates the co-flow process. In our model, the

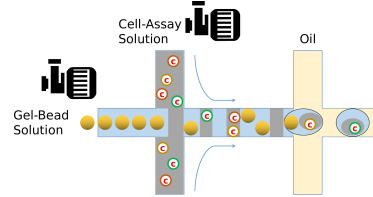

Figure S1: Illustration of the co-flow process.

two flows are driven by two separate pumps that operate in discrete pulses. Each pulse pumps unit volume solution into oil, forming an emulsion droplet. In our model, the two pumps does not operate in sync and their frequencies differ. Assuming the unit volume of each pulse from the cell assay pump is  $\mu$ , and the total volume of the cell assay solution is  $V$ , then the total number of pulses from the cell-assay pump throughout a sample barcoding library preparation can be calculated as  $X = \frac{V}{\mu}$ . Therefore, in the final solution, there are a total of  $X = \frac{V}{\mu}$  droplets that contain cell-assay solution.

Not all cell-assay droplets can be recovered through sequencing. A droplet is sequenced only if it also contains a gel bead, which is not always guaranteed. In our model, we assume  $r_{cap}$  as a constant probability of a droplet getting a gel bead. Cell-assay droplets without gel beads are not harvested through sequencing.

An illustration of the workflow of sample barcoding is provided in Figure S2

### 2 Validating Multiplet Rate Equations

We validate the multiplet rate equations by comparing the equation-derived multiplet rates against the multiplet rates obtained through simulation. Specifically, given  $[Y, M, X]$  ( $Y$  is the total number of cells,  $M$  is the number of samples and  $X$  is the total number of cell-assay droplets), we divide  $Y$  cells evenly into  $M$  samples and randomly partition each cell into a droplet. We do not include  $r_{cap}$  in our simulation as  $r_{cap}$  does not affect the multiplet rates. We collect all droplets from the simulation; count the numbers of singlets, SSMs and MSMs and computes the singlet, SSM and MSM rates. For each  $[Y, M, X]$  parameter set, we repeat the simulation 500, 1000 and 1500 times and average the singlet, SSM and MSM rates over all iterations. The comparison results are shown in Table S1, S2 and S3.

As shown in the tables, as the number of iterations increases, the multiplet rates obtained through simulation asymptotically approaches the model-derived multiplet rates. This suggests that the equations for computing multiplet rates are correct.

| #Cells ( $Y$ ) | #Droplets ( $X$ ) | #Samples ( $M$ ) | 500 iterations | 1000 iterations | 1500 iterations | model-derived |
|----------------|-------------------|------------------|----------------|-----------------|-----------------|---------------|
| 2000           | 8000              | 2                | 0.88038        | 0.88029         | 0.88040         | 0.88025       |
| 2000           | 8000              | 5                | 0.88001        | 0.88001         | 0.88030         | 0.88025       |
| 2000           | 8000              | 10               | 0.88042        | 0.88003         | 0.88028         | 0.88025       |
| 2000           | 10000             | 2                | 0.90313        | 0.90296         | 0.90349         | 0.90337       |
| 2000           | 10000             | 5                | 0.90278        | 0.90301         | 0.90344         | 0.90337       |
| 2000           | 10000             | 10               | 0.90332        | 0.90364         | 0.90337         | 0.90337       |
| 4000           | 8000              | 2                | 0.77068        | 0.77084         | 0.77069         | 0.77078       |
| 4000           | 8000              | 5                | 0.77029        | 0.77085         | 0.77129         | 0.77078       |
| 4000           | 8000              | 10               | 0.77041        | 0.77062         | 0.77078         | 0.77078       |
| 4000           | 10000             | 2                | 0.81304        | 0.81327         | 0.81298         | 0.81332       |
| 4000           | 10000             | 5                | 0.81287        | 0.81330         | 0.81353         | 0.81332       |
| 4000           | 10000             | 10               | 0.81403        | 0.81362         | 0.81349         | 0.81332       |

Table S1: Comparison of simulated and model-derived singlet rates.

| #Cells ( $Y$ ) | #Droplets ( $X$ ) | #Samples ( $M$ ) | 500 iterations | 1000 iterations | 1500 iterations | model-derived |
|----------------|-------------------|------------------|----------------|-----------------|-----------------|---------------|
| 2000           | 8000              | 2                | 0.06238        | 0.06258         | 0.06225         | 0.06242       |
| 2000           | 8000              | 5                | 0.09773        | 0.09758         | 0.09736         | 0.09742       |
| 2000           | 8000              | 10               | 0.10842        | 0.10890         | 0.10860         | 0.10870       |
| 2000           | 10000             | 2                | 0.05042        | 0.05014         | 0.04988         | 0.04996       |
| 2000           | 10000             | 5                | 0.07895        | 0.07869         | 0.07833         | 0.07836       |
| 2000           | 10000             | 10               | 0.08761        | 0.08728         | 0.08751         | 0.08757       |
| 4000           | 8000              | 2                | 0.12455        | 0.12417         | 0.12434         | 0.12436       |
| 4000           | 8000              | 5                | 0.18978        | 0.18924         | 0.18887         | 0.18940       |
| 4000           | 8000              | 10               | 0.21019        | 0.20976         | 0.20957         | 0.20967       |
| 4000           | 10000             | 2                | 0.10001        | 0.09959         | 0.09996         | 0.09967       |
| 4000           | 10000             | 5                | 0.15366        | 0.15332         | 0.15321         | 0.15329       |
| 4000           | 10000             | 10               | 0.16937        | 0.16994         | 0.17004         | 0.17022       |

Table S2: Comparison of simulated and model-derived MSM rates.

| #Cells ( $Y$ ) | #Droplets ( $X$ ) | #Samples ( $M$ ) | 500 iterations | 1000 iterations | 1500 iterations | model-derived |
|----------------|-------------------|------------------|----------------|-----------------|-----------------|---------------|
| 2000           | 8000              | 2                | 0.05723        | 0.05712         | 0.05733         | 0.05732       |
| 2000           | 8000              | 5                | 0.02225        | 0.02239         | 0.02233         | 0.02232       |
| 2000           | 8000              | 10               | 0.01114        | 0.01105         | 0.01111         | 0.01104       |
| 2000           | 10000             | 2                | 0.04644        | 0.04688         | 0.04662         | 0.04666       |
| 2000           | 10000             | 5                | 0.01825        | 0.01828         | 0.01822         | 0.01826       |
| 2000           | 10000             | 10               | 0.00906        | 0.00907         | 0.00910         | 0.00904       |
| 4000           | 8000              | 2                | 0.10475        | 0.10497         | 0.10496         | 0.10485       |
| 4000           | 8000              | 5                | 0.03992        | 0.03990         | 0.03982         | 0.03980       |
| 4000           | 8000              | 10               | 0.01938        | 0.01961         | 0.01964         | 0.01954       |
| 4000           | 10000             | 2                | 0.08693        | 0.08712         | 0.08705         | 0.08699       |
| 4000           | 10000             | 5                | 0.03345        | 0.03336         | 0.03325         | 0.03337       |
| 4000           | 10000             | 10               | 0.01658        | 0.01643         | 0.01645         | 0.01644       |

Table S3: Comparison of simulated and model-derived SSM rates.

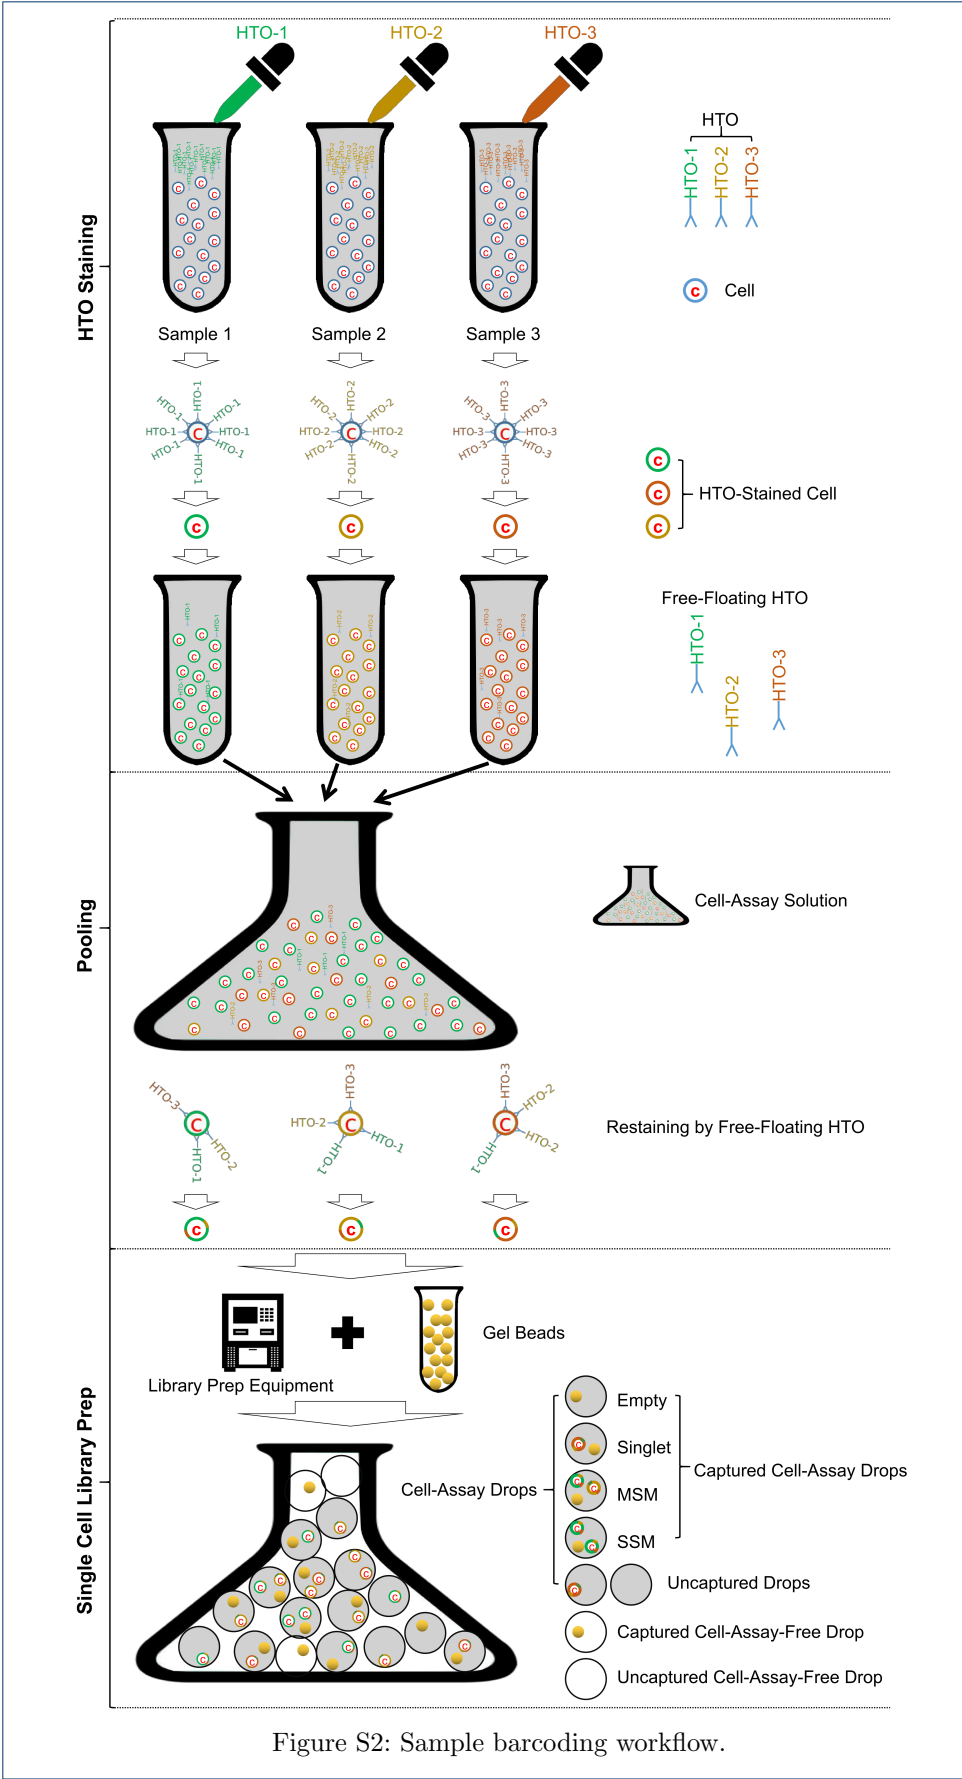

Figure S2: Sample barcoding workflow.

### 3 Hypothesis Testings in Pure-Type GEM Verification

To classify a GEM cluster  $G$ , GMM-Demux tests two hypotheses:  $G$  is a pure-type GEM cluster; and  $G$  is a phony-type GEM cluster. In both hypothesis tests, GMM-Demux first computes the expected value of  $P(i \in \text{MSM}_G | i \in G)$ —the probability of a GEM in  $G$  being a MSM, under the respective hypotheses. Then GMM-Demux computes the statistical significance of observing the true MSM population of  $G$  under the expected  $P(i \in \text{MSM}_G | i \in G)$  derived from the previous step. GMM-Demux tests both hypotheses with the binomial test: let  $P_0(i \in \text{MSM}_G | i \in G)$  denote the expected value of  $P(i \in \text{MSM}_G | i \in G)$ ; GMM-Demux assumes that each GEM  $i$  in  $G$  has the probability of  $P_0(i \in \text{MSM}_G | i \in G)$  to become a MSM, and computes the statistical significance (the p-value) of observing the true number of MSMs in  $G$ . The null hypotheses of the binomial test is rejected if the p-value of the test falls below a user defined alpha level (0.05 by default). According to the binomial test results of both hypotheses,  $G$  is classified as a pure-type GEM cluster, a phony-type GEM cluster or a mixture cluster accordingly.

GMM-Demux derives  $P_0(i \in \text{MSM}_G | i \in G)$  from the GEM formation model. For simplicity, we assume cells are uniformly randomly distributed into  $M$  sample barcoding samples. Formally, the probability of a GEM  $i$  in  $G$  is a MSM can be formulated as the following:

$$P_0(i \in \text{MSM}_G | i \in G) = \sum_j P(i \in \text{MSM}_G | c_i = j) \cdot P(c_i = j) \quad (20)$$

where  $c_i$  denotes the number of cells in GEM  $i$  and  $c_i = j$  states that there are  $j$  cells in  $i$ . If  $G$  is a phony-type cluster, since all GEMs are multiplets,  $P(c_i = 1) = 0$ . For  $j > 1$ ,  $P(i \in \text{MSM}_G | c_i = j) = 1 - P(i \in \text{SSM}_G | c_i = j) = 1 - (\frac{1}{M})(\frac{1}{M})^j = 1 - (\frac{1}{M})^{j+1}$ . Let  $k$  denote the number of cell types in a GEM. If  $G$  is a  $k$ -cell-type phony-type cluster, where each GEM in  $G$  contains (the same)  $k$  ( $k > 1$ ) cell types, then  $P_0(i \in \text{MSM}_G | i \in G) > 1 - (\frac{1}{M})^{k-1}$ , as  $P(c_i = j) = 0$  for all  $j < k$ . In general, let  $y_G$  represent the total cell population size of the  $k$  cell types of  $G$  in the cell assay. In a  $k$ -cell-type phony-type cluster,  $P(c_i = j) = 0$  for all  $j < k$  and  $P(c_i = j) = (\frac{y_G - k}{j - k})(\frac{1}{X})^{j-k}(1 - \frac{1}{X})^{k-j} \cdot P(c_i = k)$  for all  $j \geq k$ . When  $X > y_G \gg 1$  and  $k > 1$ , we have  $P_0(i \in \text{MSM}_G | i \in G) \gtrsim 1 - (\frac{1}{M})^{k-1}$ .

The formula for  $P_0(i \in \text{MSM}_G | c_i = j)$  is slightly different in more complex scenarios where the cell assay is not evenly distributed into the  $M$  sample barcoding samples. Assume cells are not uniformly randomly distributed into sample barcoding samples and let  $p_x$  denote the probability of a cell being distributed to a sample  $x$ . Then  $P(i \in \text{SSM}_G | c_i = j) = \sum_{x=1}^M P(i \in \text{SSM}_G^x | c_i = j)$ , where  $P(i \in \text{SSM}_G^x | c_i = j)$  denotes the probability of a droplet  $i$  being a SSM of sample  $x$ , given that  $i$  already contains  $j$  cells. In other words,  $P(i \in \text{SSM}_G^x | c_i = j)$  is the probability of all  $j$  cells in  $i$  come from sample  $x$ , which means  $P(i \in \text{SSM}_G^x | c_i = j) = (p_x)^j$ . Therefore, we have  $P(i \in \text{SSM}_G | c_i = j) = \sum_{x=1}^M (p_x)^j$ . Accordingly,  $P_0(i \in \text{MSM}_G | i \in G)$  is updated as  $P_0(i \in \text{MSM}_G | i \in G) \gtrsim 1 - \sum_{x=1}^M (p_x)^k$  under the condition of  $X > y_G \gg 1$  and  $k > 1$ .

With  $P_0(i \in \text{MSM}_G | c_i = j)$  computed for  $k > 1$ , the null and alternative hypotheses of the phony-type hypothesis test are formulated as follows: the null hypothesis states that  $H_0^{\text{phony}} : P(i \in \text{MSM}_G | i \in G) \geq P_0(i \in \text{MSM}_G | i \in G)$ , while the alternative

hypothesis states that  $H_a^{phony} : P(i \in \text{MSM}_G | i \in G) < P_0(i \in \text{MSM}_G | i \in G)$ . The null hypothesis is tested with the binomial test and is rejected if the p-value of the test is smaller than the alpha level. Rejecting the null hypothesis suggests that  $G$  is not a phony-type GEM cluster.

The phony-type hypothesis test can be further extended to infer the number of cell types ( $k$ ) in  $G$ . For simplicity, again cells are assumed to be uniformly distributed into  $M$  sample barcoding samples, without loss of generality. For  $k = 2$ ,  $P_0(i \in \text{MSM}_G | i \in G) \gtrsim 1 - \frac{1}{M}$ . For  $k = 3$ ,  $P_0(i \in \text{MSM}_G | i \in G) \gtrsim 1 - (\frac{1}{M})^2$ . For  $k = n$ ,  $P_0(i \in \text{MSM}_G | i \in G) \gtrsim 1 - (\frac{1}{M})^{n-1}$ . For each  $P_0$ , GMM-Demux performs the binomial test and rejects the null hypothesis when the p-value drops below the alpha value. Since  $P_0(i \in \text{MSM}_G | i \in G)$  increases as  $k$  increases, rejecting the null hypothesis suggests that  $G$  is not a phony-type GEM cluster of no-less-than  $k$  cell types (but could still be a phony-type GEM cluster with fewer cell types).

Rejecting  $H_0^{phony}$  does not make  $G$  a pure-type GEM cluster.  $G$  could also be a mixture cluster, which contains both pure-type GEMs and phony-type GEMs. To check if  $G$  is a pure-type GEM only cluster, GMM-Demux performs the *pure-type hypothesis test*  $H^{pure}$ , which assumes that  $G$  includes only  $k = 1$  cell type.

When  $k = 1$ ,  $P_0(i \in \text{MSM}_G | i \in G)$  is much smaller than  $1 - \frac{1}{M}$ . Let  $\tau$  denote the cell type of  $G$  and assume that  $G$  includes all pure-type GEMs of type  $\tau$ . Let  $y_\tau$  denote the number of  $\tau$  cells in the cell assay and  $z_G$  denote the number of GEMs in  $G$ . According to the GEM formation model, the probability of  $i$  being a pure-type GEM of type  $\tau$  can be computed as  $P(i \in \text{SSD}_\tau) = (1 - (1 - \frac{1}{X})^{y_\tau})(1 - \frac{1}{X})^{Y - y_\tau}$ . The probability of observing  $z_G$  pure-type GEMs of type  $\tau$  equals to  $P(\#_{\text{GEM}_\tau} = z_G) = \binom{z_G/r_{cap}}{X} P(i \in \text{SSD}_\tau)^{z_G/r_{cap}} (1 - P(i \in \text{Pure}_\tau))^{X - (z_G/r_{cap})}$ . Consequently, GMM-Demux generates an estimation of  $y_\tau$  by maximizing the likelihood of  $P(\#_{\text{GEM}_\tau} = z_G)$ .

With  $y_\tau$  computed, the probability of  $i$  being a pure-type MSM of type  $\tau$ , denoted as  $P(i \in \text{MSM}_\tau)$ , can be computed in a manner that is similar to Equation 10. Subsequently, we have  $P_0(i \in \text{MSM}_G | i \in G) = \frac{P(i \in \text{MSM}_\tau) \cdot X}{z_G}$ . The null and alternative hypotheses of the pure-type hypothesis test are formulated as  $H_0^{pure} : P_{i \in \text{MSM}_\tau} \leq P(i \in \text{MSM}_\tau)_0$  and  $H_a^{pure} : P(i \in \text{MSM}_\tau) > P(i \in \text{MSM}_\tau)_0$ , respectively. GMM-Demux tests the null hypothesis with the binomial test; computes the p-value; compares the p-value against the alpha level and rejects  $H_0^{pure}$  if the p-value is smaller than the alpha level. Rejecting  $H_0^{pure}$  suggests that  $G$  is not a pure-type GEM cluster.

Based on the hypothesis testing results of both the pure-type and phony-type hypothesis tests,  $G$  is classified as a pure-type GEM cluster, a phony-type GEM cluster or a mixture cluster. Specifically,  $G$  is classified as a pure-type GEM cluster if  $H_0^{pure}$  is not rejected;  $G$  is classified as a phony-type GEM cluster if  $H_0^{phony}$  is not rejected; and  $G$  is classified as a mixture cluster if both  $H_0^{pure}$  and  $H_0^{phony}$  are rejected.

$G$  has the potential to reveal a new cell type only if  $G$  is classified as a pure-type cluster. When classified as a phony-type cluster, all GEMs in  $G$  are recommended to be removed from the dataset, as all SSDs in  $G$  has a high probability to be SSMs. Finally, being classified as a mixture cluster suggests that  $G$  is not homogeneous and the clustering quality is low. Further refinement over  $G$  is recommended.

#### 4 Example GMM-Demux Output

GMM-Demux generates three output files. It generates a classification result file, a classification header file, and a summary file. An example result and header file set is presented in Table S4 and S5. In the classification result file, each sample and each multi-sample combination is given a unique classification id. The classification id is matched with a description text in the header file. The summary file contains two tables, illustrated in Table S6 and S7. The first table presents a summary of the computed and inferred parameters of the dataset, including the number of cell-assay droplets ( $X$ ), the capture rate ( $r_{cap}$ ), the singlet, MSM and SSM rates of the entire dataset. The second table contains a per-sample summary, which stores the estimated SSM rate of each sample.

| GEM Barcodes       | Classification id | Confidence Score |
|--------------------|-------------------|------------------|
| AAACCTGAGACAAAGG-1 | 2                 | 0.9999996        |
| AAACCTGAGACAAGCC-1 | 3                 | 0.9999854        |
| AAACCTGAGAGGTTGC-1 | 3                 | 0.9999995        |
| AAACCTGAGAGTGAGA-1 | 5                 | 0.9952781        |
| AAACCTGAGCCCAACC-1 | 3                 | 0.9999971        |
| AAACCTGAGCTTATCG-1 | 7                 | 0.9999966        |
| AAACCTGAGGACAGAA-1 | 1                 | 0.9999986        |
| AAACCTGAGGGATCTG-1 | 3                 | 0.9903349        |
| AAACCTGAGGGATGGG-1 | 1                 | 0.9995598        |
| AAACCTGAGGGCACTA-1 | 3                 | 0.5391441        |
| AAACCTGAGGTTACCT-1 | 2                 | 0.9999990        |
| AAACCTGAGTACGATA-1 | 2                 | 0.9991886        |
| AAACCTGCAACACCCG-1 | 7                 | 0.9998400        |
| AAACCTGCAAGCTGTT-1 | 3                 | 0.9999598        |
| AAACCTGCAATCGAAA-1 | 0                 | 0.9784425        |
| AAACCTGCACCCTATC-1 | 4                 | 0.9995443        |

Table S4: An example MSM classification result file.

| Classification id | Classification Description |
|-------------------|----------------------------|
| 0                 | negative                   |
| 1                 | hto1                       |
| 2                 | hto2                       |
| 3                 | hto3                       |
| 4                 | hto1-hto2                  |
| 5                 | hto1-hto3                  |
| 6                 | hto2-hto3                  |
| 7                 | hto1-hto2-hto3             |

Table S5: The header file of Table S4.

| #Droplets ( $X$ ) | $r_{cap}$ | Est. Singlet | Obs. MSM | Est. SSM | Est. RSSM | Negative | Unclear |
|-------------------|-----------|--------------|----------|----------|-----------|----------|---------|
| 68480             | 56        | 76.11        | 18.05    | 5.25     | 6.45      | 0.47     | 2.71    |

Table S6: An example summary file for the entire dataset. Except the number of droplets ( $X$ ), all other values are in %.

|           | hto1   | hto2   | hto3   | hto4   |
|-----------|--------|--------|--------|--------|
| # Cells   | 8982   | 8937   | 8746   | 9462   |
| RSSM rate | 6.4141 | 6.3828 | 6.2494 | 6.7489 |

Table S7: The per-sample summary of the example sample barcoding experiment. All RSSM values are in %.

## 5 Classification Results of the PBMC-2 and the Memory-T Datasets

MSM classification results of the PBMC-2 and the Memory-T datasets are included in Figure S3.

## 6 Distinct MSM Classification Results

Figure S4 shows the GMM-Demux classification results where each sample combination is given a distinct color. Notice that when the number of classes is large (e.g., the PBMC-2 sample), the color difference between classes become less noticeable to a naked eye.

## 7 Stability Analysis with Simulated Datasets

Figure S5 shows the stability benchmarks of GMM-Demux, multi-seq, demuxEM and Seurat. The stability is measured by computing the percentage of GEMs that changes classifications between repetitive runs. As shown in the figure, Seurat displays low stability while others classifiers produce consistent classifications between runs.

## 8 Online Experiment Planner Illustration

A screenshot of the online experiment planner is presented in Figure S6. To use the online experiment planner, the user provides the anticipated number of cells in the cell assay ( $Y$ ), the number of HTO samples for sample barcoding ( $M$ ), the estimated number of cell-assay droplets ( $X$ ) and the estimated capture rate  $r_{cap}$  of the single cell library preparation equipment as inputs. The experiment planner outputs the estimated number of GEMs; the estimated singlet, MSM and SSM rates of GEM population; the estimated number of same-sample droplets (SSD) after removing MSMs using GMM-Demux; and the estimated RSSM rate of the remaining SSD population.

Both  $X$  and  $r_{cap}$  can be obtained from the SSM rate estimator by running GMM-Demux over an existing sample barcoding scRNA-seq dataset. We observe that  $X$  typically ranges between 65K-80K and  $r_{cap}$  typically varies between 0.4-0.6. In practice, we recommend profiling the library preparation equipment by first conducting a pilot sample barcoding scRNA-seq experiment and

The online experiment planner dynamically interacts with the user. It dynamically updates the outputs upon changes on input values. Given a fixed number of cells as well as a fixed equipment profile (a fixed number of cell-assay droplets and a fixed capture rate), by dragging the slider handle of the HTO-sample-number input ( $M$ ), the user can observe updates on multiplet rates in real time and find the minimum number of HTO samples required to meet a specific RSSM rate target.

## 9 Multiplet Rate Profiling Results

The profiles of the singlet, MSM, SSM rates, as well as the estimated number of harvested GEMs, under varying cell populations ( $Y$ ) and sample counts ( $M$ ) are shown in Figure S7. Figure S7 is generated under the setting of 80K cell-assay droplets ( $X = 80K$ ) and 0.5 capture rate ( $r_{cap} = 0.5$ ). The above setting is based on the observation from Table 5.

As we have previously discussed, the singlet rate of an experiment, as well as the number of harvested gel-bead-enclosing GEMs only depend on the cell population size  $Y$  and are unaffected by the sample barcoding sample size  $M$ . Figure S7a and S7b displays the singlet rates and the estimated number of harvested GEMs under varying cell population sizes ( $Y$ ). Between 1K to 40K, as more cells are loaded into the experiment, the singlet rate monotonically and super-linearly decreases, while the number of GEMs monotonically and sub-linearly increases.

The MSM and SSM rates, however, depend on both the cell population size  $Y$  and the sample number  $M$ . Under a fixed  $Y$ , a larger  $M$  transforms more SSMs into MSMs, although the margin quickly diminishes as  $M$  grows. On the other hand, under a fixed  $M$ , a larger  $Y$  leads to both greater MSM and greater SSM rates, in almost a linear fashion. The MSM and SSM rates under variate  $Y$ s and  $M$ s are shown in Figure S7c and S7d, respectively.

The singlet rates reported in Figure S7a are consistent with findings from previous works. As reported in Zheng et al [49], the observed singlet rates are 98.4% for loading 2K cells and 96.9% for 6K cells, under the assumption of a 50% capture rate. In our work, according to the online experiment planner, under  $X = 80K$  and  $r_{cap} = 0.5$ , the estimated singlet rate of  $Y = 2K$  is 98.75% while the singlet rate of  $Y = 6K$  is 96.3%.

Finally, we profile the minimum number of samples required to achieve certain RSSM rate targets under various cell population sizes ( $Y$ ). Such profile helps in designing future sample barcoding experiments that minimize cost and complexity while meeting data quality targets. Figure S7f and S7e shows the profiling results of 1% and 5% RSSM rate targets, respectively, over various cell population sizes, again under the assumption of  $X = 80K$  and  $r_{cap} = 0.5$ .

Singlet, MSM, SSM, RSSM rate profiles, as well as GEM count profiles under other settings ( $[X, r_{cap}]$  other than  $[80K, 0.5]$ ) are provided in Figure S8 to S13. Together, they serve as guidance in designing future sample barcoding experiments.

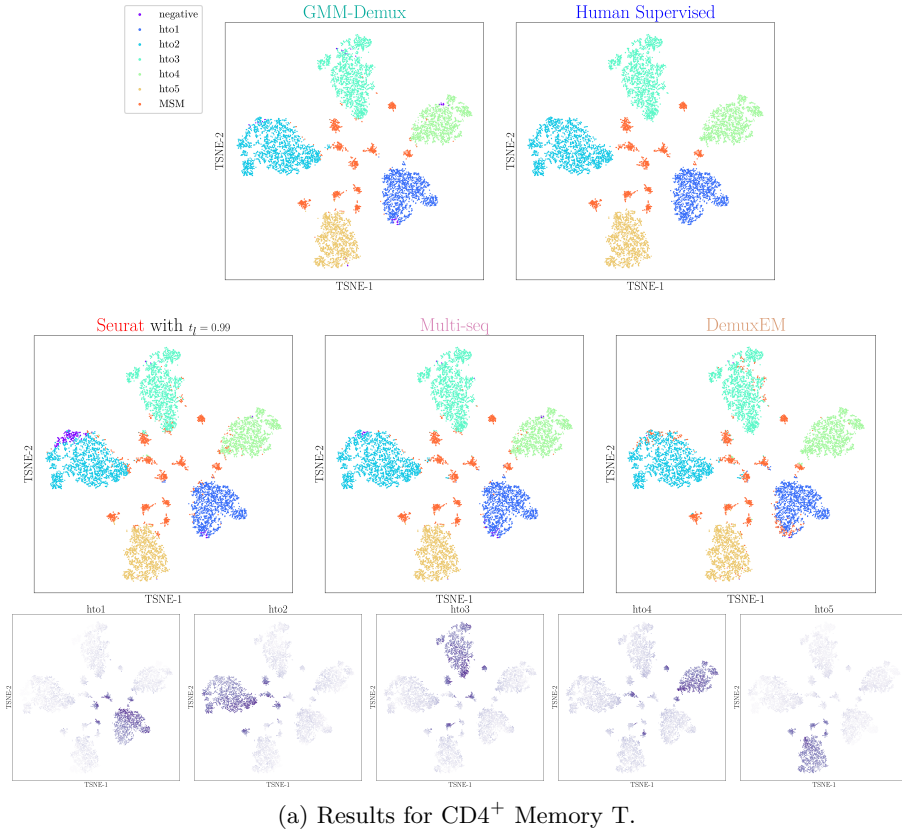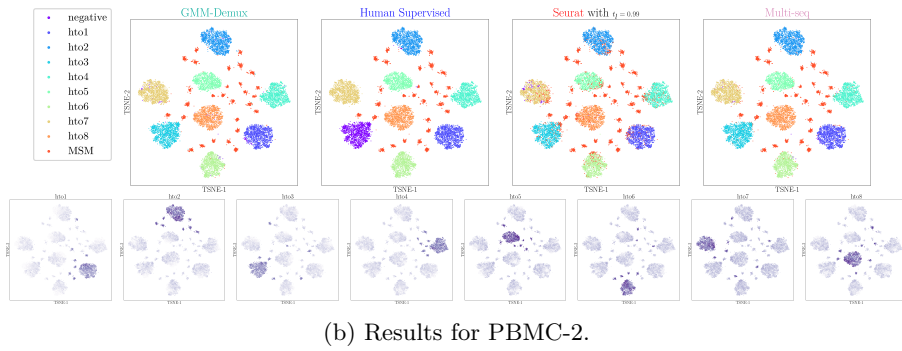

Figure S3: Classification results of the PBMC-2 and the Memory-T datasets. DemuxEM requires sample barcoding information of empty drops, which is not available in the PBMC-2 dataset. Hence we are not able to benchmark demuxEM on the PBMC-2 dataset.

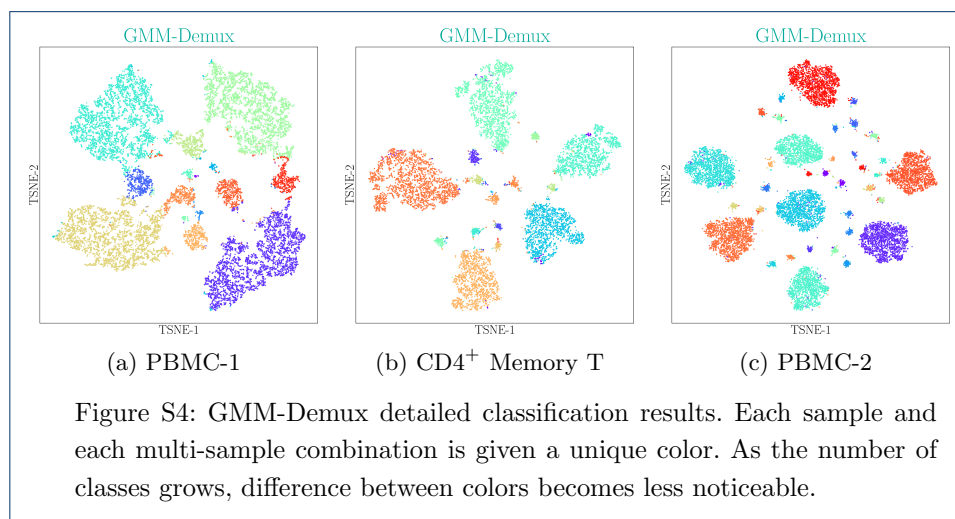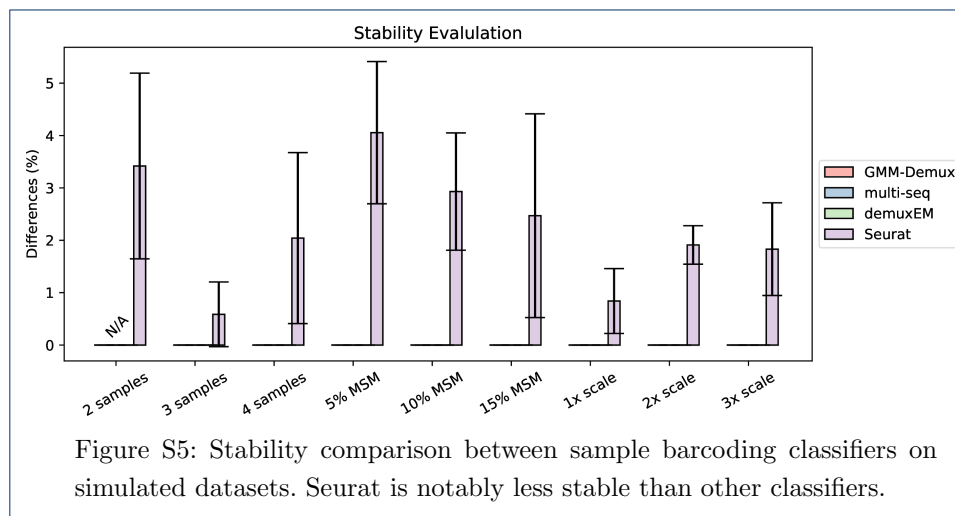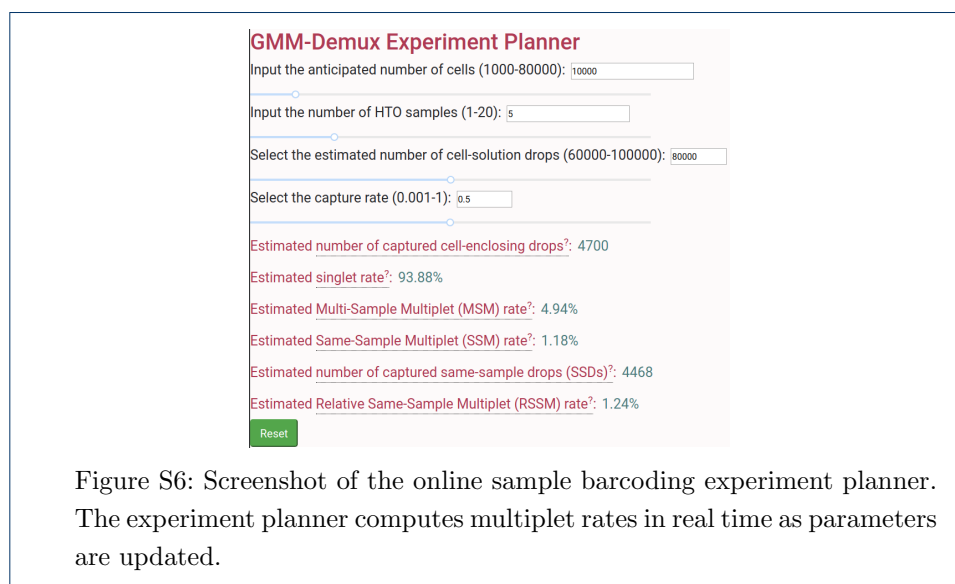

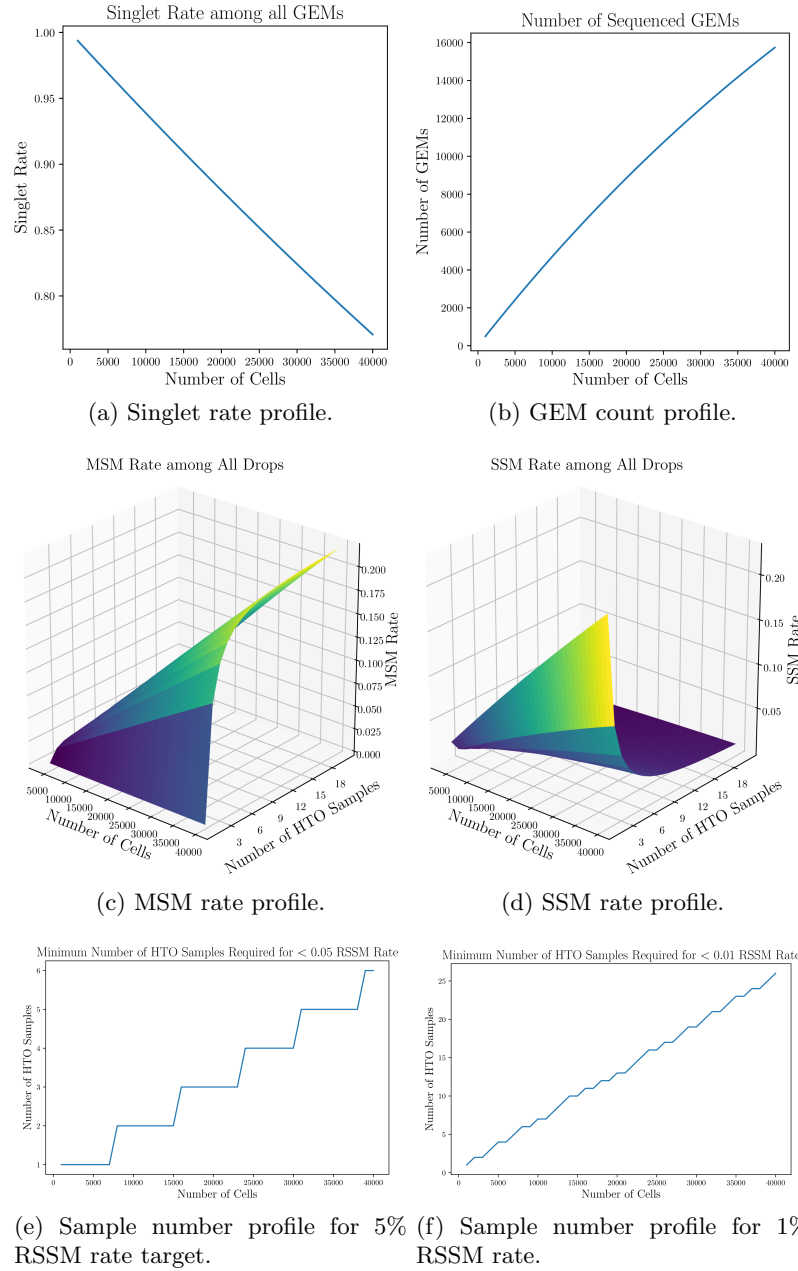

Figure S7: Sample barcoding experiment profiles under the assumption of 80K cell-assay droplets ( $X = 80$ ) and 0.5 capture rate ( $r_{cap} = 50\%$ ). The singlet rate monotonically decreases as the cell population grows. Under a fixed cell population size, however, as the number of samples grows, more SSMs transit into MSMs.

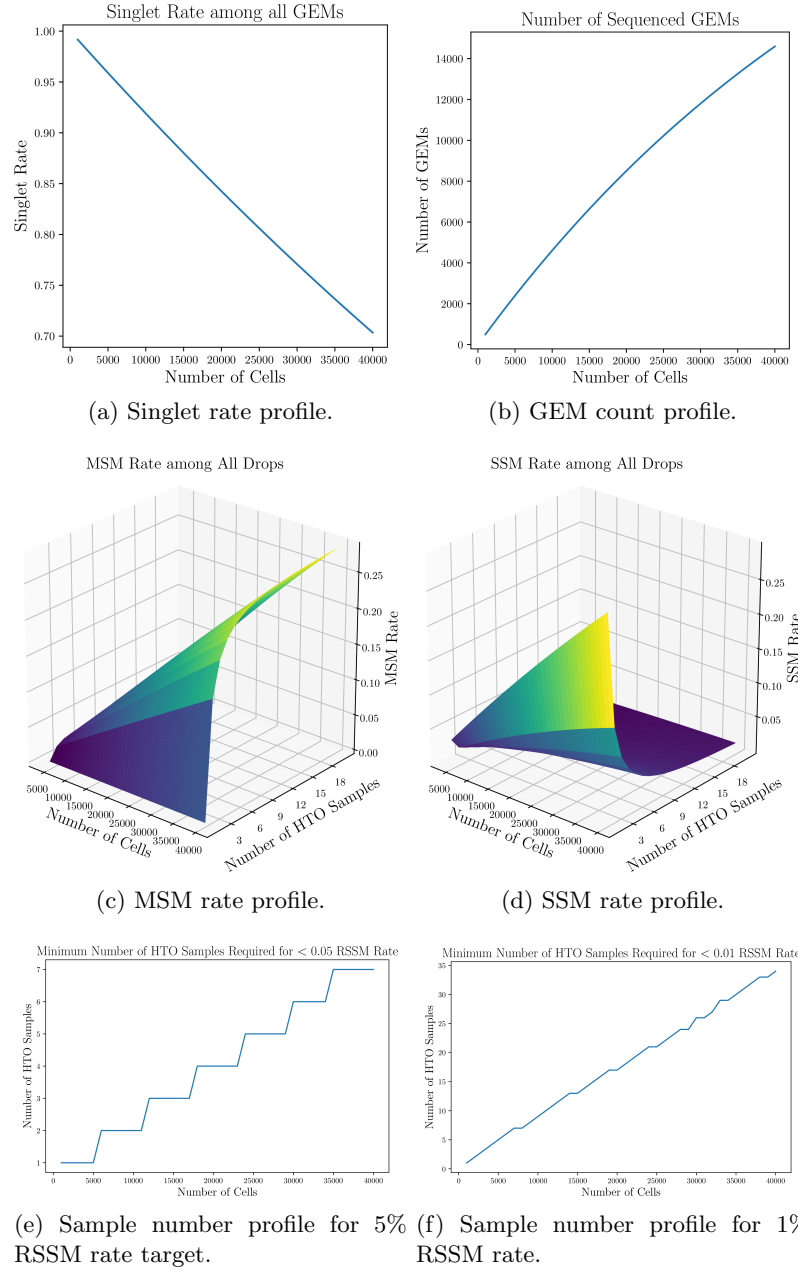

Figure S8: Sample barcoding profiles under the assumption of 60K cell-assay droplets ( $X = 60K$ ) and 0.5 capture rate ( $r_{cap} = 50\%$ ).

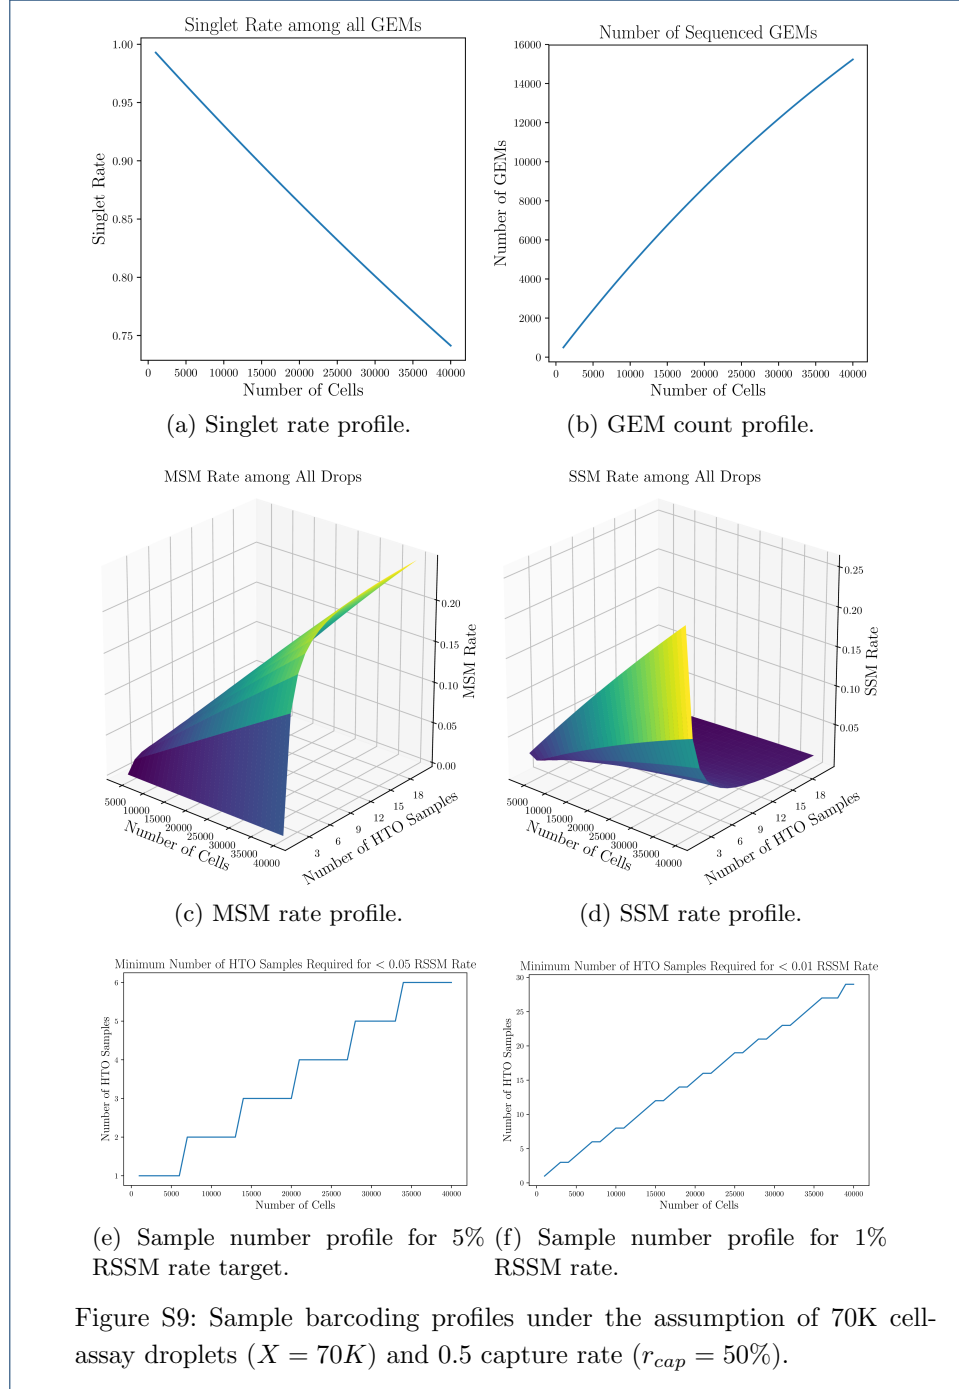

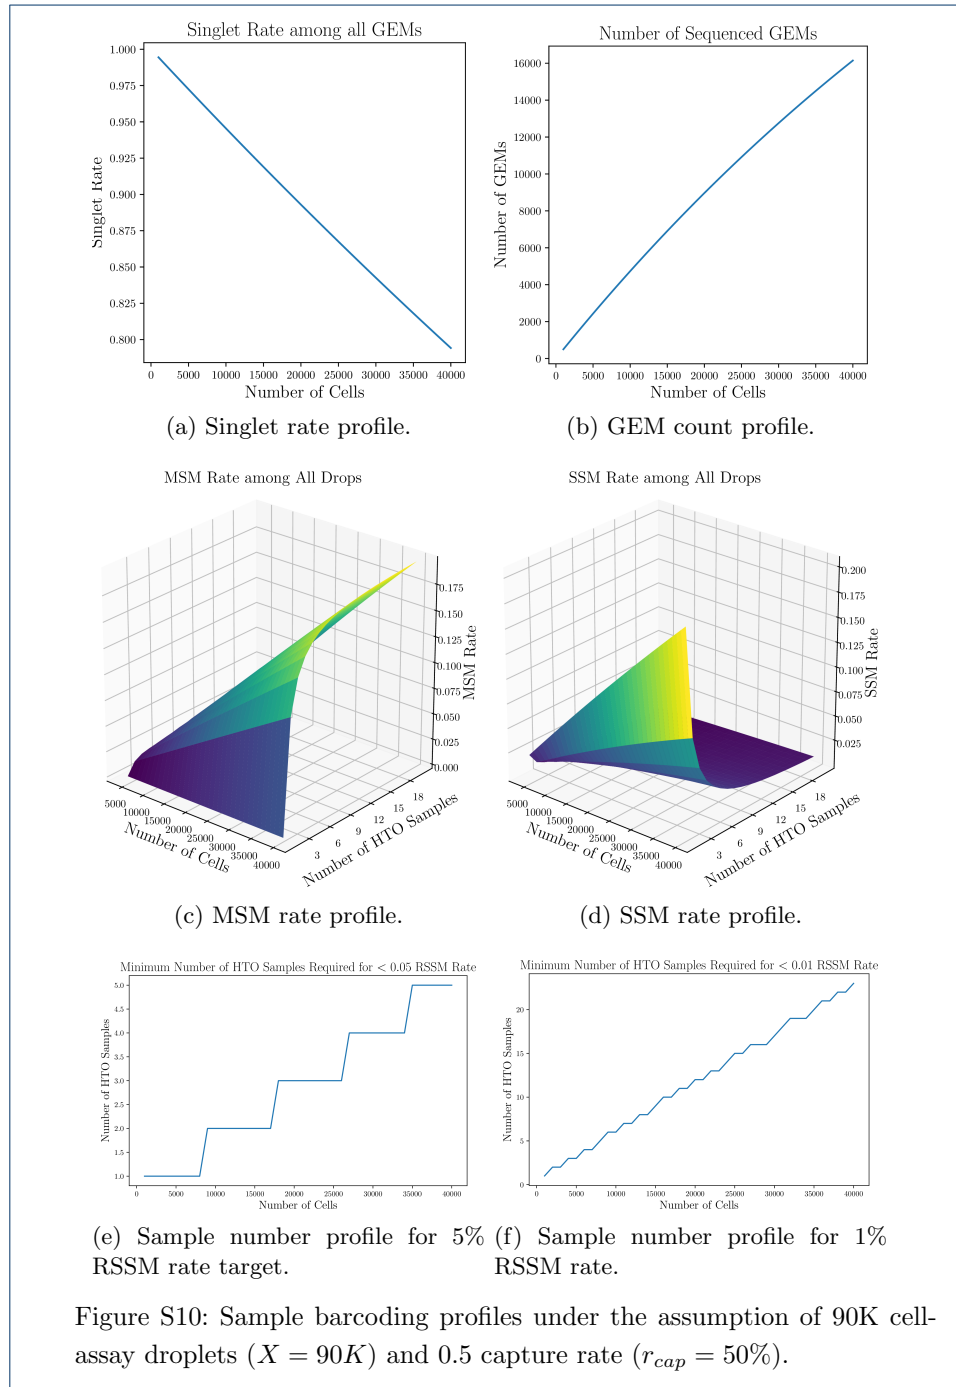

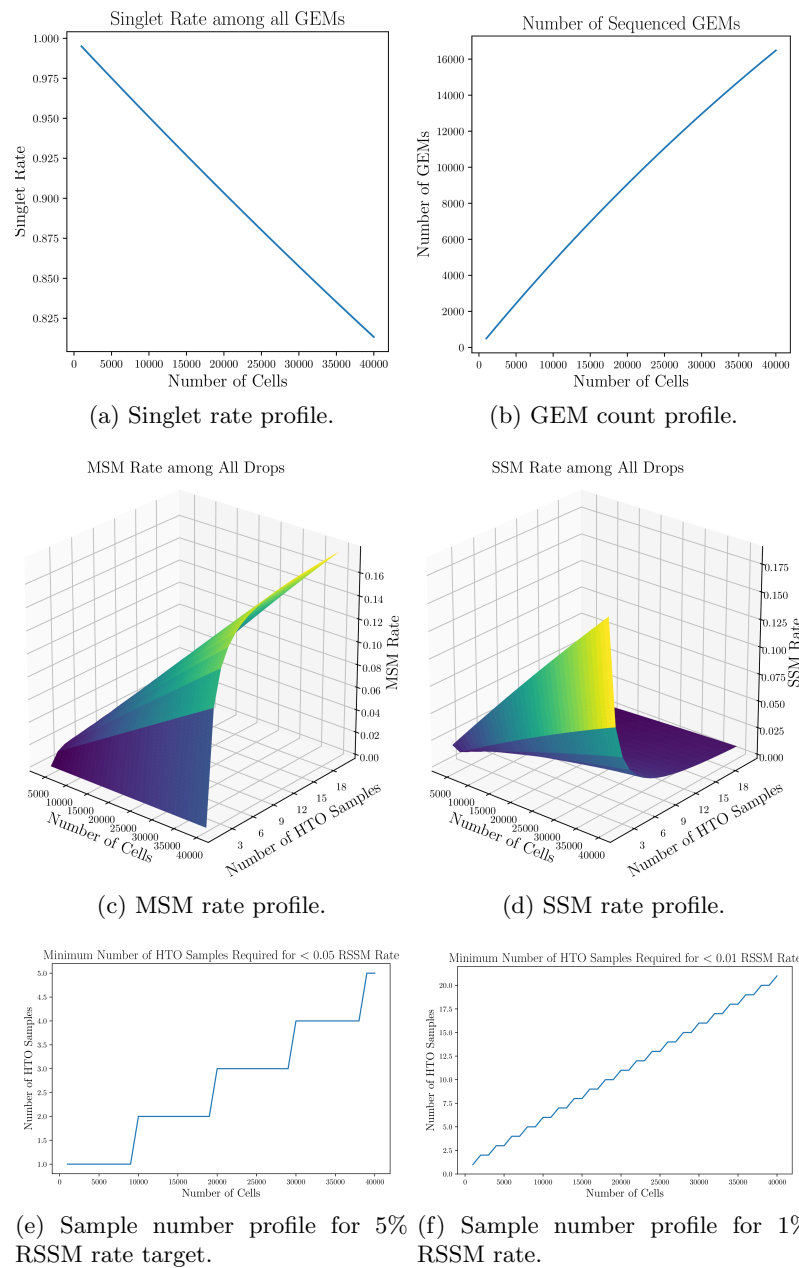

Figure S11: Sample barcoding profiles under the assumption of 100K cell-assay droplets ( $X = 100K$ ) and 0.5 capture rate ( $r_{cap} = 50\%$ ).

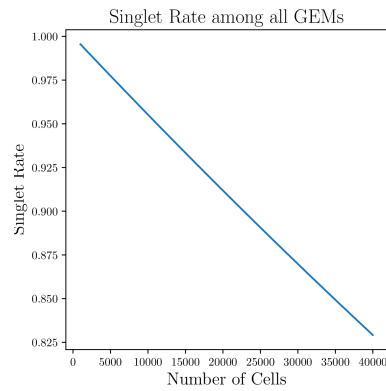

(a) Singlet rate profile.

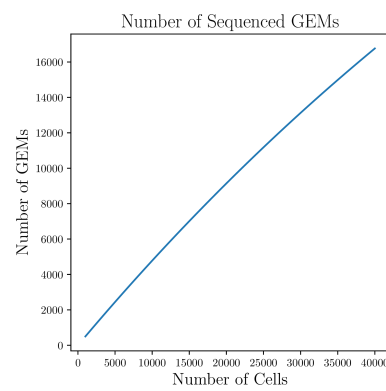

(b) GEM count profile.

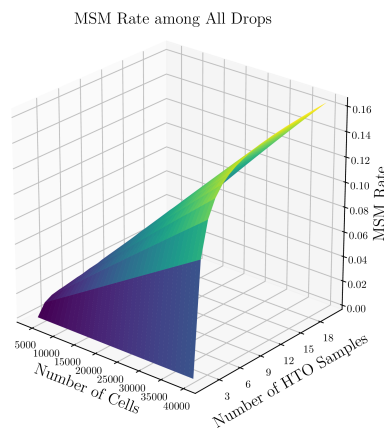

(c) MSM rate profile.

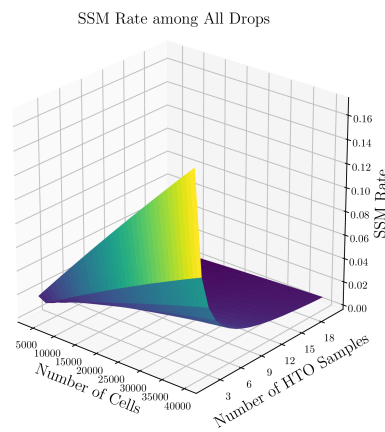

(d) SSM rate profile.

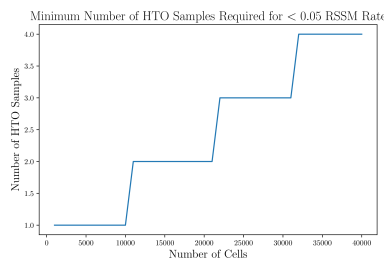

(e) Sample number profile for 5% RSSM rate target.

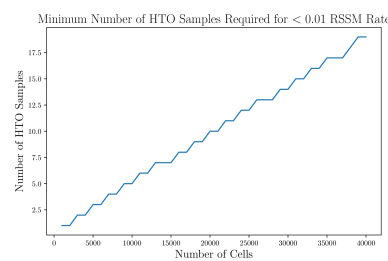

(f) Sample number profile for 1% RSSM rate.

Figure S12: Sample barcoding profiles under the assumption of 110K cell-assay droplets ( $X = 110K$ ) and 0.5 capture rate ( $r_{cap} = 50\%$ ).

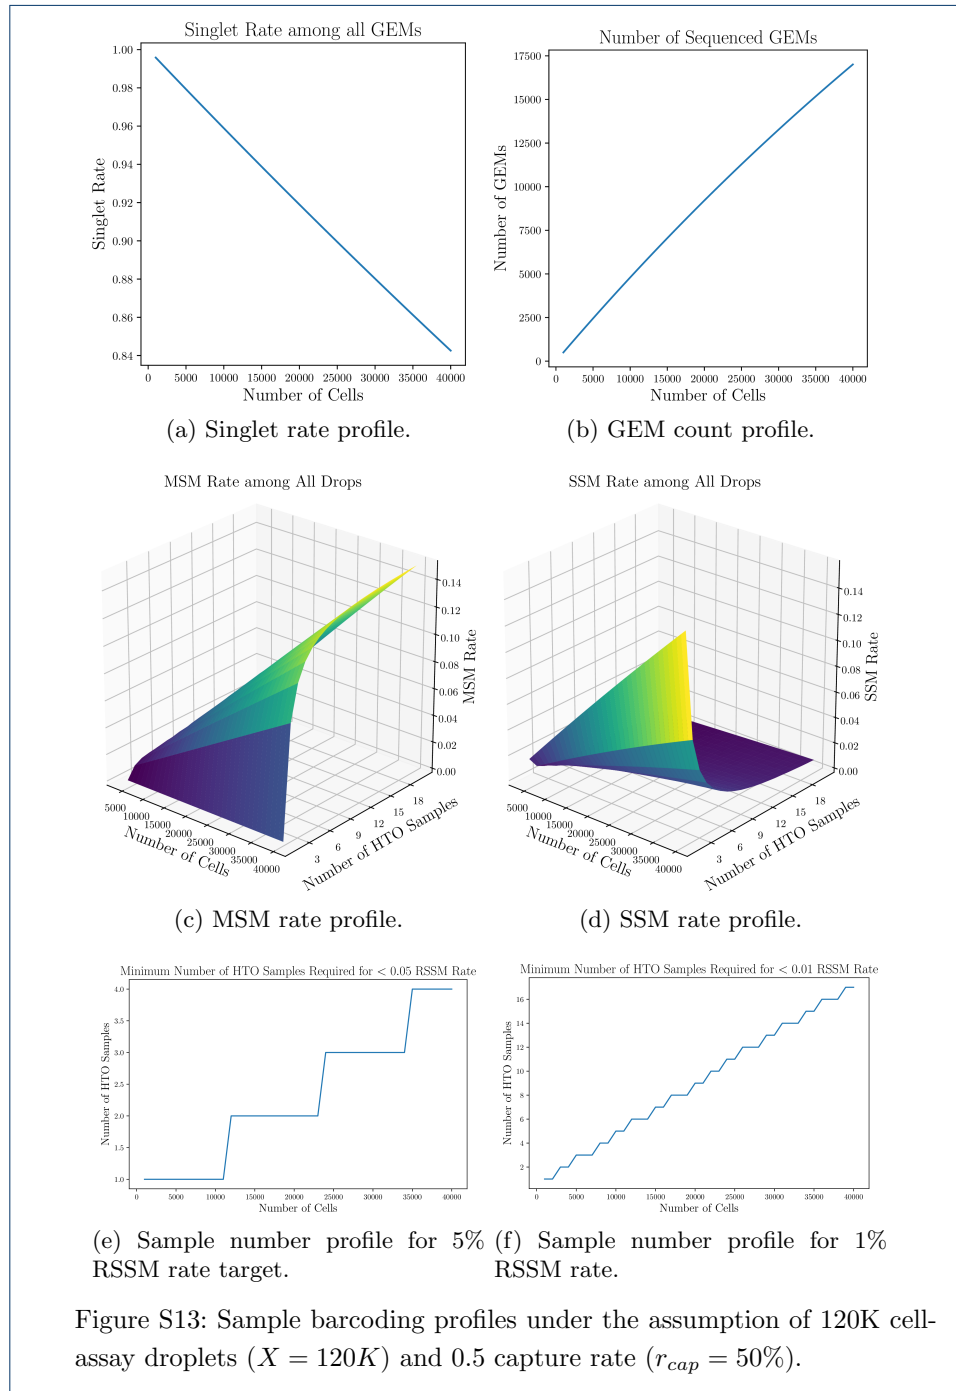

## 10 Confidence Score Distributions

Figure S14 shows the confidence score distributions of the three cell hashing datasets presented in Table 2. As shown in the figure, Most droplets ( $> 95\%$ ) have confidence scores above 0.8.

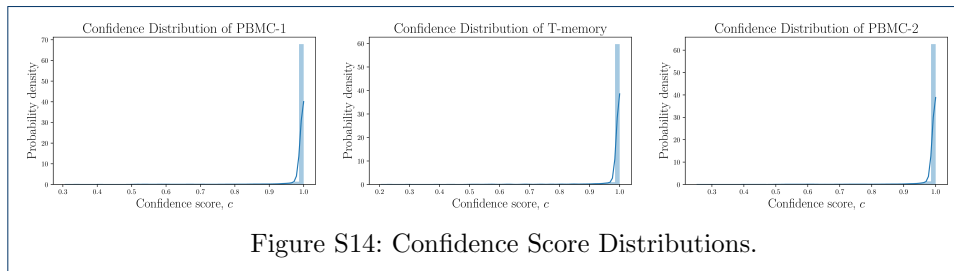

Figure S14: Confidence Score Distributions.

## 11 Background HTO Antibody Distributions

Figure S15 displays the CLR-normalized per-sample HTO antibody count distributions in the PBMC-1 dataset, including both GEMs and empty droplets. If the background HTO antibody assumption of demuxEM is correct, where HTO antibodies come from either sample-staining antibodies or free-floating antibodies in the suspension, then we should observe only two Gaussian components in each distribution. However, as shown in all plots, there exist more than two Gaussian components. This proves that free-floating antibodies in the GEM suspension is not the only source of background HTO antibodies and the assumption of demuxEM is inconclusive.

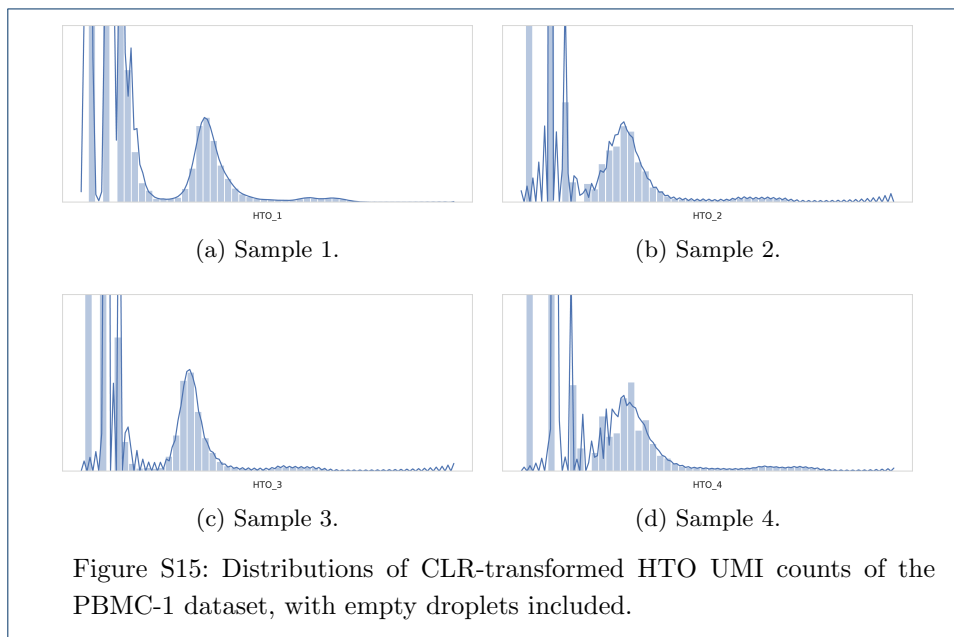

Figure S15: Distributions of CLR-transformed HTO UMI counts of the PBMC-1 dataset, with empty droplets included.

## 12 Parameter Selections for DoubletFinder and Scrublet

We applied both DoubletFinder and scrublet to the PBMC-1 dataset with default parameters. For scrublet, we did not specify any parameters to the

`scrub.doublet()` function. For DoubletFinder, we used the following parameters:  $PCS = 1:10$ ,  $pN = 0.25$ ,  $pK = 0.01$  (as suggested in the manuscript), and we assumed a doublet formation rate of 0.125 (we assumed that the DoubletFinder is agnostic to the sample-barcoding information and does not know the total multiplet rate). We used the Seurat clustering result to derive the pure-type multiplet rate and then calculated the phony-type multiplet rate accordingly, following the instructions included in the DoubletFinder manuscript.

### 13 Impact of Phony-Type GEMs in Downstream Analysis

We use scanpy[44] to benchmark the impact of phony-type GEMs in downstream scRNA-seq analysis. We compare the RNA-based clustering results of the PBMC-1 dataset with and without removing phony-type GEMs. Both clustering results are visualized in UMAP plots in Figure S16, with their respective surface-marker-based annotations on the side as references. As shown in Figure S16A, without removal of phony-type GEMs, the RNA clustering result is less in accordance with the surface marker annotation result (Figure S16B). Cluster 6, in particular, has a MSM percentage of 51.57%. Further decomposition of cluster 6 (Figure S16E) shows that it consists GEMs of multiple types, of which 19.8% are phony-type GEMs. 

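Most RNA clusters of PBMC-1 were led by 1 gated cell type, and MSMs were spread over all of them. Names are given where at least 3 of the 10 top genes of a cluster are in a marker list. The highest MSM share of a cluster with at least 50 GEMs was 40.4% (35.5 to 45.5), in a dendritic-cell-like cluster of 386 GEMs led by FCER1A, CLEC10A and CD1C. Of its GEMs, 29.0% were phony-type. A non-classical-monocyte-like cluster of 350 GEMs, led by LYPD2 and C1QA, held 35.4% MSMs and 18.6% phony-type GEMs. A plasma-cell-like cluster of 233 GEMs with few UMIs, a median of 601, had JCHAIN and MZB1 among its top genes, though 48.9% of it were gated CD3+CD4+. It held 36.9% MSMs and 21.5% phony-type GEMs. With 20 principal components, a cluster of 267 GEMs with the same median of 601 UMIs had 1 plasma gene in its top 10. That cluster also had MT-ND6, MT-ND2 and MT-CO2 there and would not be named, so the plasma-cell name depends on the clustering. The classical-monocyte-like, NK-like and CD8-T-like clusters held 22.4%, 20.6% and 19.7% MSMs, and the lowest share was 11.6% in a CD4-T-like cluster of 2067 GEMs. With 20 principal components in place of 50, a cluster of 484 GEMs appeared with 74.0% (69.8 to 77.8) MSMs. Of its GEMs, 83.3% were phony-type, led by 220 CD3+CD4+CD14+ GEMs, and VCAN, S100A12 and LYZ were among its top genes.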

After removal of phony-type GEMs, however, the RNA-based clustering result (Figure S16C) is a lot similar to the surface marker annotation result (Figure S16D). The AMI scores of both RNA clustering results, measured by comparing against the surface marker annotation, with and without removal of phony-type GEMs, are 0.72 and 0.53, respectively. 

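How closely RNA clusters followed the surface-marker types of the common cells changed little when phony-type GEMs were left out, in a direction that depended on the clustering. Over the 8 common types, the AMI was 0.569 (0.561 to 0.577) with phony-type GEMs removed and 0.593 (0.584 to 0.601) with them kept (95% intervals from resampled GEMs). At a Leiden resolution of 1 there were 12 clusters with phony-type GEMs kept and 13 with them removed. At a resolution of 0.3 the AMI was 0.672 with them kept and 0.674 with them removed, at 0.1 it was 0.658 and 0.666, and with 20 principal components 0.542 and 0.546. Over 10 seeds, a repeat chosen after seeing the data, the AMI was 0.587 ± 0.0173 (SD over seeds) with phony-type GEMs removed and 0.605 ± 0.0131 with them kept. From the AMI scores, the paper concludes that phony-type GEMs can degrade the accuracy of RNA clusters.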

Note that we only measure the AMI scores against the pure-type GEMs. We remove all phony type GEMs prior to computing the AMI scores in both cases. A higher AMI score indicates that removing phony type GEMs creates better clusters of pure-type GEMs that are more in accordance with their surface marker annotations. Overall, we conclude that phony-type GEMs can confound downstream scRNA-seq analysis and their subsequent removal is critical to the integrity of downstream scRNA-seq analysis.

### 14 MSM Estimation Result for PBMC-2

The comparison between observed and model-derived MSM counts for the PBMC-2 dataset is summarized in Table 8 (provided separately). Similar to the PBMC-1 and the CD4<sup>+</sup> Memory T datasets, the observed counts and model-derived counts are highly consistent for each and every SSD and MSM category.

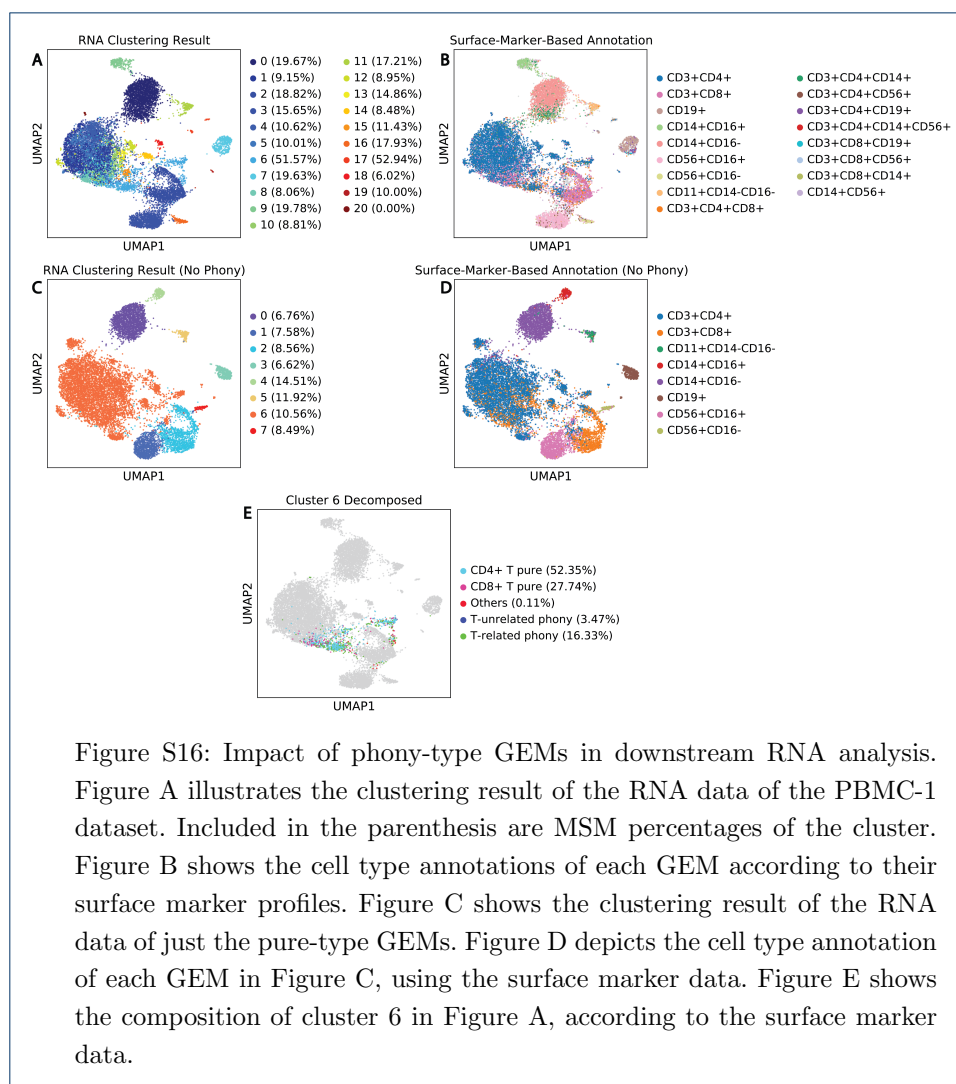

Figure S16: Impact of phony-type GEMs in downstream RNA analysis. Figure A illustrates the clustering result of the RNA data of the PBMC-1 dataset. Included in the parenthesis are MSM percentages of the cluster. Figure B shows the cell type annotations of each GEM according to their surface marker profiles. Figure C shows the clustering result of the RNA data of just the pure-type GEMs. Figure D depicts the cell type annotation of each GEM in Figure C, using the surface marker data. Figure E shows the composition of cluster 6 in Figure A, according to the surface marker data.

How the deposited data were processed for this re-analysis (not part of the article)

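PBMC-1 held PBMCs of 1 donor in 4 hashed parts, measured for RNA, surface antibodies and hashtags in 1 library each. Memory T held memory T cells of 1 donor in 5 cultures, of which only the hashtag counts were available here. The authors deposited raw counts, whole numbers per GEM with no normalization, for genes, antibodies and hashtags. The submitters' notes name Cell Ranger and the GRCh38 genome without a version, and the counter of antibody and hashtag tags is not stated. Genes are given by the symbols in the deposited counts. Genes that could bear on the person behind the cells, such as those of the sex chromosomes that mark sex and those commonly deleted in some people, were left out of every table, as were variable segments of antigen receptors, 756 genes in all. A further 48 genes shared a symbol and were left out.

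Hashtag counts were transformed as ln(count + 1), centred per hashtag and fitted with a Gaussian mixture of 2 components (scikit-learn 1.9.0, 10 starts). A GEM took the combination of hashtags with the largest product of posterior probabilities and was unclear where that product was under 0.8. HTODemux and MULTIseqDemux were run in Seurat 5.3.0 under R 4.3.3. Seurat's hashtag normalization was written in the plan as centring over GEMs but with the margin setting that centres within GEMs. It was first run within GEMs and then, after that output was seen, changed to centring over GEMs, and the first form is kept as an alternative. The droplet model of Eqs. 7 to 17 was fitted by maximum likelihood. The cell number of Table 2 alone does not fix both the number of droplets and the capture rate, so the fit also used the number of GEMs with any hashtag, and the total of model MSMs is partly fixed by it. Resampling used 200 draws of GEMs for the model and 100 for the AMI of clusters.

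Surface markers were gated in the order of Fig. 8. That figure has no axis values, so each boundary was placed at the deepest minimum of a kernel density of ln(count + 1) with a bandwidth of 0.2. A cluster was called phony-type where the model share of MSMs was not above its 1-sided exact 95% upper limit, and pure where the pure share was not below the lower limit. For the pure share, the cells of a type were fitted as in Section S3, and MSMs were taken as a share of the pure-type GEMs in the model. As printed, the last formula of Section S3 sets droplets before capture against GEMs after it, and it was run as an alternative chosen later. RNA counts were scaled to 10000 per GEM and log-transformed in scanpy 1.11.5, with 2000 variable genes, 50 principal components, 15 exact neighbours and Leiden clusters (leidenalg 0.10.2) at a resolution of 1. Principal components were computed in double precision and rounded to 4 decimals, since single precision gave clusters that differed between identical runs. Refinement used 30 principal components. Scrublet was run in scanpy. Parental shares of RNA came from non-negative least squares (scipy 1.17.1), and TMM factors from edgeR 4.0.16. Other steps used Python 3.11.15, numpy 2.4.6 and pandas 2.3.3.

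Gates, classifiers, marker lists, alternatives and the rule for naming genes were set before the data were examined. This does not hold for the alternatives described as chosen later or for the final centring of hashtag counts in Seurat. Named genes were the 10 highest and 10 lowest by log2 ratio of mean CPM (10 added to both sides) in each comparison, among genes with at least 50 CPM in either gate and the same direction in all 4 hashed samples, beside genes of the paper's surface markers and the most abundant genes of each list. Genes that encode a marker of a gate are not read as results between its sides. 1 surface marker of the gates, and the results that rest on it, are not reported here, though its clusters count in the pooled values. The lists include T, CD4 T, CD8 T, plasma, NK, CD56bright NK, classical and non-classical monocyte, dendritic, plasmacytoid dendritic, platelet, erythroid and stem or progenitor cells, and cycling, RNA quality, interferon, immediate early and activation genes. For genes with no UMI in a gate, the limit is that of 3 UMIs over the summed UMIs of the gate.

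The gene comparison was tested on simulated data with 200 genes changed 4-fold. It found 98.5% of them for the monocyte gates, 93.0% for the NK gates and 100% for the T-cell gates. The unchanged genes called were 0.279%, 2.38% and 0%. Known mixtures of CD3+CD4+ and CD14+CD16- RNA were recovered, as a mean over draws, within 0.317 percentage points. Other parental pairs were not simulated. Both simulations held counting noise only, drawn from the profiles that were then compared or fitted, with no other spread between hashed samples. They test the computation and do not give the error in the real data. DoubletFinder and demuxEM were not installed, the RNA counts of Memory T were not available here, and PBMC-2 and the validation data are not analysed here.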

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

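The tests of explanations below were written before the result they measure was seen, apart from the values with a gap around the boundaries and those of the other clusters, which were set beside them afterwards. Among 98 groups of 4 hashed samples, 12 had a sample far from the other 3, where chance gives about 1 in 20. The hashed samples are parts of 1 donor's cells.

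Hashed sample 2 held more GEMs in the CD14+CD16+ gate, 2.56% of its SSDs against a mean of 0.803% in the others. Its CD14+CD16- monocytes carried more CD14, with a geometric mean of 124 counts against 63.4, and its CD11+CD14-CD16- gate held fewer GEMs than the 2.05% to 2.73% of SSDs in the others. Stronger CD16 staining is argued against, since CD16 in CD56+CD16+ NK cells of this sample was 1.05 times that of the others. A lack of non-classical monocyte RNA is argued against too, since that list was at 1.43 times the others. Stronger CD14 staining, which moves cells over the CD14 boundary with no change in their number, stays open, since its test is not reported here. The larger gate is therefore not read as more non-classical monocytes, and no biological explanation was tested.

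Genes far from the others in 1 hashed sample, as log2 ratios of CD14+CD16+ over CD14+CD16- monocytes, were LYPD2 6.42 in hashed sample 2 (others 4.63 on average), CDKN1C 2.71 in hashed sample 1 (others 4.03 on average), TCF7L2 1.61 in hashed sample 4 (others 2.92 on average), NRG1 -3.97 in hashed sample 2 (others -2.90 on average) and CYP1B1 -1.97 in hashed sample 2 (others -3.62 on average). For CD56+CD16- over CD56+CD16+ NK cells they were IL7R 3.36 in hashed sample 1 (others 2.39 on average), FCGR3A -3.85 in hashed sample 2 (others -5.70 on average) and SPON2 -6.47 in hashed sample 3 (others -4.36 on average). For CD3+CD8+ over CD3+CD4+ T cells it was TRAT1 -1.44 in hashed sample 1 (others -1.03 on average), and for CD3+CD4+CD14+ over the fitted mixture of its parental types it was GLO1 1.57 in hashed sample 3 (others 0.27 on average).

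Of the phony-type clusters with CD14, 3 held fewer MSMs than the 75.0% that random pairing of 2 cells gives. CD3+CD4+CD14+CD56+, with 75.0% (59.7 to 86.8) MSMs, lay at that level. It lay below the 93.7% that the model gives for 3 cell types. The excess over random pairing, in which unclear and negative GEMs count with SSDs, was 29.8% of the GEMs of CD14+CD56+. It was 19.1% of those of CD3+CD8+CD14+ and 10.5% of those of CD3+CD4+CD14+. CD3+CD8+CD56+, without CD14, also lay below random pairing by its 1-sided limit, with 65.9% MSMs, an excess of 12.1% (-1.13 to 26.9) and an SSD over MSM ratio of 0.681 in median UMIs, so the deficit may not be one of CD14 alone. In the former 3 clusters, with GEMs near the gate boundaries left out, MSMs were 63.3%, 69.0% and 74.2%, and the last 2 clusters were then called phony-type, which goes with weak staining. SSDs of the 3 clusters held 0.820 times the median UMIs of MSMs (0.762 to 0.876, 300 SSDs and 571 MSMs), and 0.875 times with the gap. Single monocytes or T cells gated on weak staining were to give a ratio under 0.85 and be excluded at 0.95 or more, and pairs of cells bound before hashing the reverse. Both explanations cannot be told apart, because the interval reaches over 0.85 without reaching 0.95. The ratio also varied without any such excess, at 0.828 in CD3+CD4+CD56+ and 0.890 in CD3+CD4+CD8+. In CD3+CD4+CD14+CD56+, which lay below the share for 3 cell types, it was 1.04.

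Memory T GEMs with 3 or more hashtags outnumbered the droplet model. Free hashtag antibody read as positive was to place the called hashtags of these GEMs below those of SSDs, and T cells entering droplets in clumps near them. They lay -0.0801 SD from those of SSDs (-0.247 to 0.148), at nearly full strength. This cannot decide between both, because the median covers all called hashtags and the model gives 61.1 of the 87 GEMs with 3 hashtags. Spurious calls could be too few to move it. In PBMC-1, where the model count lay inside the interval for every combination, the position was -0.289 SD (-0.392 to -0.183). Both explanations stay open.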

How the results depend on the processing

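Alternatives chosen after seeing the data were the pure shares of Table 6 and of the formula as printed, and k-medoids with R's random numbers. The mean over 10 Leiden seeds and the gap around gate boundaries for named genes were chosen then as well. For HTODemux and MULTIseqDemux, centring within GEMs was run first, and the main form, centring over GEMs, was adopted after seeing it. Of 468 values under alternatives for 102 results, 71 moved outside their spread and the others stayed within it. No change of sign was counted, but the AMI change on removing phony-type GEMs, which turned direction between clusterings, was not counted as such. The 300 values of 60 named genes all stayed. Of these, 240 left out a hashed sample. They could not change sign, since named genes have the same direction in all hashed samples. They also share samples with the full values, so they had little room to move. The 60 values with the gap around gate boundaries stayed as well. Of 42 results on cell types, classes and clusters, 13 stayed under every alternative tried. Except where the construction shows it, the cause was not tested.

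With a confidence of 0.95, PBMC-1 had 16.6% MSMs, 0.360% negative and 6.18% unclear GEMs, and Memory T 9.71% MSMs and 5.66% unclear. With no cutoff, unclear GEMs were 0% in both by construction, MSMs 19.5% and 11.5%, RSSMs 6.76% and 3.27%, and PBMC-1 singlets 74.9%. A pseudocount of 0.5 gave 3.06% unclear in Memory T, and droplets from its MSM share an observed over model ratio of 0.995. MULTIseqDemux gave 15.8% MSMs in PBMC-1, 11.2% at a fixed quantile of 0.7 and 3.52% centred within GEMs. HTODemux gave 13.0% in Memory T, and in PBMC-1 22.0%, 25.4% and 33.5% at lower quantiles, 19.7% and 24.6% with cells removed or kept, and 14.8% centred within GEMs. With k-means, 4.63% changed class between seeds, and 4.10% did with R's random numbers in k-medoids, where the built-in ones give 0% by construction. HTO 1 was 3.33 times the others by medians. The simulated AMI was 0.995 with unclear GEMs assigned and 0.990 without SSMs.

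For Gaussian-mixture boundaries, a gap around the boundaries, centring within GEMs and boundaries at the median plus 3 MADs, phony-type clusters held 10.8%, 8.87%, 8.57% and 10.9% of GEMs, and SSMs after their removal were 3.20%, 3.86%, 3.64% and 3.08%. Under all but centring within GEMs, 8 clusters were called phony-type, and the excess over random pairing, unclear and negative GEMs included, was 2.35%, 1.13% and 3.43%. The gap gave a lowest phony-type share of 63.3%. With the pure shares of Table 6, 2 common clusters were pure, and with the formula as printed 1 was. Median CD154 was 12 counts in CD3+CD4+ cells. Centring within GEMs gave no value for CD3+CD4+CD14+CD56+, and no resolution matched the number of RNA clusters.

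UMIs of MSMs over SSDs were 1.43 by means, and those of phony-type over parental cells 1.195 by medians, 1.56 in MSMs and 1.35 with the gap. The T-cell share of RNA in CD3+CD4+CD14+ was 46.7% in MSMs, 44.1% with the gap and 54.1% on square roots. List genes numbered 16 to 24 with 1 hashed sample left out, 42 in MSMs, 4 with the gap and 1 with TMM. Scrublet called 23.2% of phony-type GEMs at an expected rate of 1 in 8. At resolutions of 0.3 and 0.1, with 20 components and over 10 seeds, the AMI was 0.672, 0.658, 0.542 and 0.605 with phony-type GEMs kept, and 0.674, 0.666, 0.546 and 0.587 with them removed. The highest MSM share of an RNA cluster was 25.7%, 25.6% and 74.0% under the first 3.

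Among the gates with named genes, depth limits CD56+CD16- NK cells most, where 63 SSDs put the limit of a gene with no UMI at 23.1 CPM.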

Differences from the paper's values

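Of 90 values compared, 21 differed from the paper's by more than 1.5 times and more than their error. Alternatives named here were set before the data were examined unless stated.

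The paper calls 9 clusters phony-type, and 5 were called here. With Gaussian-mixture boundaries, a gap around the boundaries or the median plus 3 MADs, 8 were called, and with HTODemux classes or unclear and negative GEMs left out 6 were, none of which differs by the same measure. With markers centred within GEMs the count was 5 and differed. The paper's number of pure common clusters is 6, against 0 here and under every alternative set before the data were examined, while the pure shares of Table 6 gave 2 and the last formula of Section S3 as printed gave 1, both chosen after seeing the values.

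The paper's share of MSMs in refined CD14+CD16+ monocytes is 9.32% in its text and 6.77% in its table, against 18.2% here, 18.2% with 30 neighbours, 17.6% with 10 components and 20.9% with the gap, all of which differ. The neighbour rule used here can keep monocyte GEMs with few CD16+ neighbours, so it is not the same step as the paper's removal by hand.

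For shares of GEMs, the paper's value for CD56+CD16- NK cells is 0.84%, against 0.480% here. Gaussian-mixture boundaries (0.745%) and centring within GEMs (0.587%) do not differ, and the gap (0.436%) and MADs (0.480%) do. For CD11+CD14-CD16- dendritic cells the paper's value is 1.16%, against 1.74% here, where the gap and centring (1.42%) do not differ and the Gaussian mixture (2.44%) and MADs (1.74%) do. For CD14+CD56+ the paper's value is 0.42%, against 0.972% here, where the gap (0.568%) and centring (0.530%) do not differ and the Gaussian mixture (0.789%) and MADs (0.972%) do. For CD3+CD8+CD56+ the paper's value is 0.35%, against 0.537% here, where the gap (0.373%), centring (0.347%) and MADs (0.499%) do not differ and the Gaussian mixture (0.543%) does. For CD3+CD4+CD14+CD56+ the paper's value is 0.08%, against 0.278% here, where the gap (0.126%) does not differ, the Gaussian mixture (0.177%) and MADs (0.246%) do and centring gave no value.

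For the MSM share expected of a pure cluster, the paper's value and the value here, the share of MSMs among pure-type GEMs in the model, were for CD3+CD8+ 7.52% and 3.34%, CD14+CD16- 7.49% and 3.74%, CD14+CD16+ 5.82% and 0.333%, CD56+CD16- 6.41% and 0.128%, CD56+CD16+ 6.72% and 2.02%, CD11+CD14-CD16- 5.86% and 0.464%, CD14+CD56+ 6.90% and 0.260%, CD3+CD4+CD14+ 6.22% and 0.942%, CD3+CD4+CD56+ 5.73% and 0.372%, CD3+CD4+CD8+ 6.02% and 0.881%, CD3+CD8+CD14+ 6.23% and 0.308%, CD3+CD8+CD56+ 8.33% and 0.144% and CD3+CD4+CD14+CD56+ 13.04% and 0.0744%. None of the alternative boundaries removes these differences. With the last formula of Section S3 as printed, chosen after seeing the values, CD3+CD8+ (6.05%) and CD14+CD16- (6.78%) do not differ and the other 11 do. No formula tried gave the values of Table 6.

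The paper states that over 99% of GEMs have a confidence above 0.8 in its main text and over 95% in its supplement, and the shares here, below the former and above the latter, were 97.3% in PBMC-1 and 97.6% in Memory T. It also states that the Seurat classifier changes between runs with the same parameter, where HTODemux in Seurat 5.3.0 changed no class over 20 seeds here. With R's random numbers a median of 4.10% of GEMs changed class. The paper states that MULTI-seq fails on a pair of hashed samples, where MULTIseqDemux ran here with a mean AMI of 0.990. It ranks CD3+CD4+CD14+CD56+ as the cluster with the highest MSM share, where CD3+CD4+CD56+ held 76.9% (70.8 to 82.3) here against 75.0% (59.7 to 86.8) in that cluster. With 44 GEMs in that cluster the intervals overlap, so the rank here is not settled. It states that removing phony-type GEMs raises the AMI of RNA clusters, and the AMI here was 0.593 with them and 0.569 without them, while it rose on removal at resolutions of 0.3 (from 0.672 to 0.674) and 0.1 (from 0.658 to 0.666) and with 20 components (from 0.542 to 0.546).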

Other observations

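Monocytes carried the most immediate early RNA of the common cell types. The immediate early and stress list summed to 2096 ± 175 CPM in CD14+CD16- and 1424 ± 238 CPM in CD14+CD16+ monocytes, 1114 ± 43.8 CPM in CD11+CD14-CD16- dendritic cells and 380.2 ± 7.47 CPM in CD3+CD4+ T cells (SD over 4 hashed samples). The interferon list was at 620.4 ± 49.1 CPM in CD14+CD16+, 499 ± 50.6 CPM in CD14+CD16- and 189 ± 17.0 CPM in CD3+CD4+ cells. Cycling genes were at 101 ± 64.0 CPM in CD56+CD16+ NK cells and 99.5 ± 26.7 CPM in CD3+CD8+ T cells. The plasmacytoid dendritic list was at 217 ± 33.9 CPM in CD11+CD14-CD16- cells, and the stem and progenitor list at 103 ± 74.3 CPM in CD56+CD16- cells. The erythroid list was at 248 ± 44.4 CPM in CD56+CD16+ NK cells. The RNA quality list ran from 45609.9 CPM in CD11+CD14-CD16- cells to 98276 CPM in CD56+CD16+ NK cells.

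The activation and adhesion list, of genes that act between T cells and antigen-presenting cells, was at 455 ± 67.3 CPM in SSDs of CD3+CD4+CD14+ and 455 ± 12.4 CPM in the fitted mixture of their parental types. The SSDs of CD3+CD4+CD8+ took 9.76% ± 11.3 of their RNA from CD3+CD4+ T cells by the same fit, and MSMs 22.3%, where UMIs of the parental types give 51.6%. The lists do not follow this fit, since in these SSDs the CD4 T-cell list, at 3564 ± 533 CPM, and the CD8 T-cell list, at 2289 ± 729 CPM, lay near the middle of the parental levels. The share of GEMs in excess of random pairing, unclear and negative GEMs included, was 7.67% (4.90 to 10.5) over the 8 phony-type clusters of 2 cell types. It was 2.35% with Gaussian-mixture boundaries, 1.13% with the gap and 3.43% with MADs.

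CD127 and CD154, on which the paper does not report, gave geometric means of 23.1 and 11.5 counts in CD3+CD4+ T cells. In CD3+CD8+ T cells they were 15.8 and 15.9 counts. The higher CD154 count there is the reverse of its RNA, CD40LG, but is not read as more CD154 on the cells. CD14+CD16- monocytes held 15.4 counts of CD154 and CD56+CD16+ NK cells 11.7. Some other markers were also higher in CD3+CD8+ than in CD3+CD4+ cells, with 22.5 against 17.8 counts of CD11c and 34.3 against 27.1 of CD16. CD56 was at 9.03 against 9.02.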
